# Decoding nitrogen uptake efficiency in maize and sorghum: insights from comparative gene regulatory networks

**DOI:** 10.1111/tpj.70631

**Published:** 2025-12-18

**Authors:** Janeen Braynen, Lifang Zhang, Sunita Kumari, Andrew Olson, Vivek Kumar, Michael Regulski, Christophe Liseron‐Monfils, Allison Gaudinier, Anne‐Maarit Bågman, Shane Abbitt, Mary J. Frank, Bo Shen, Leon Kochian, Siobhan M. Brady, Doreen Ware

**Keywords:** nitrogen uptake efficiency, gene regulatory network, transcription factors, nitrate, maize, sorghum, differentially expressed genes, feed‐forward loops

## Abstract

Nitrogen (N) is an essential macronutrient for plant growth and yield, yet optimizing nitrogen use efficiency remains a challenge in agriculture. To better understand the regulatory basis of plant responses to N availability, we constructed a maize‐specific nitrogen uptake efficiency gene regulatory network (mNUEGRN) comprising 1625 protein–DNA interactions (PDI) between 70 promoters and 301 transcription factors using enhanced yeast one‐hybrid assays. We also projected a sorghum NUE GRN (spNUEGRN) based on maize orthologs and analyzed N‐responsive subnetworks in both species using transcriptome profiling under N stress of early deprivation and recovery. Cross‐species comparison with an existing Arabidopsis GRN revealed about 18% conserved interaction, corresponding to 11% of the mNUEGRN, particularly within the nitrate assimilation pathways. Notably, bZIP18 and bZIP30 emerged as central regulators in mNUEGRN, forming highly connected feed‐forward loops (FFLs). From our time series data, we identified 19 236 and 23 864 differentially expressed genes in maize and sorghum, respectively. Gini correlation analysis uncovered 764 and 638 FFLs in mNUEGRN and spNUEGRN, respectively, of which 22 FFLs in maize and 35 in sorghum were identified in both leaf and root for each species. These FFLs may represent candidate regulatory motifs that contribute to modulating transcriptional responses under fluctuating N conditions, but their potential roles require further investigation. Together, our findings reveal evolutionarily conserved and species‐specific regulatory strategies that mediate early N responsiveness, offering a foundation for engineering crops with improved NUE.

## INTRODUCTION

Efficient utilization or uptake of nitrogen (N) is not only a cornerstone for sustainable crop production but also a vital component of responsible environmental stewardship. The overapplication of N fertilizers presents a significant problem; while it boosts crop yields, it simultaneously leads to a host of detrimental environmental impacts. These impacts range from soil and water pollution to a loss of biodiversity and an exacerbation of climate change (Chang et al., 2022; Li et al., 2017). Furthermore, the synthesis of ammonia as N fertilizer from N_2_ has a large carbon footprint, using approximately 1.5% of the world's oil, annually (Woods et al., 2010). Thus, the research community faces the persistent challenge of reconciling the dual goals of reducing fertilizer dependency and maximizing agricultural productivity. Addressing this complex issue requires an in‐depth understanding of nutrient acquisition and use in crops, specifically focusing on the yield of grain, forage, or fruit crop species in direct relation to available N. Achieving higher N acquisition and internal use efficiency is crucial in this regard, as it can lead to optimized functioning and regulation of the key components involved in N assimilation, acquisition, transport/translocation, and signal transduction. While most research has focused on N utilization in *Arabidopsis thaliana*, *Zea mays*, and *Oryza sativa* L. under N deprivation (Chen et al., 2022; Wang et al., 2022), relatively very few studies have explored the early stages of gene expression responses to N via short‐term responses to N deprivation and N recovery (Huang et al., 2025).

As the primary form of N absorbed by crop roots is the NO_3_^−^ anion, which is very mobile in soil and moves with the groundwater, a major aspect of N acquisition from the soil involves the modulation of physiological traits such as root architecture by altering their transcriptome, to maximize nitrate uptake (Ueda, Kiba, & Yanagisawa, 2020; Ueda, Ohtsuki, et al., 2020). To reduce reliance on N fertilizers, researchers and breeders are employing strategies such as genetic engineering, selective breeding, precision agriculture, and systems biology approaches to better understand NUE. Central to these efforts is the understanding of transcriptional regulatory networks, which are far from simple one‐to‐one relationships between genes and transcription factors (TFs). Instead, these networks involve intricate interactions where genes respond to a combination of internal and external signals, orchestrated by a cascade of TFs (Rouached & Rhee, 2017; Ueda, Kiba, & Yanagisawa, 2020; Ueda, Ohtsuki, et al., 2020). These transcriptional networks are regulated by various N acquisition/use‐associated processes, such as root N uptake and transport within the plant, N assimilation, nitrogen‐linked genes, and carbon metabolism to generate amino acids and proteins. Prior studies in *A. thaliana* have utilized systems biology approaches and comprehensive transcriptome analyses to characterize gene regulatory networks (GRNs) and understand responses to different N doses, revealing that key regulators modulate the expression of N‐responsive genes (Brooks et al., 2019; Gaudinier et al., 2018). Additionally, Ueda, Kiba, and Yanagisawa (2020) and Ueda, Ohtsuki, et al. (2020) investigated the transcriptional response of root samples in 20 Asian rice (*O. sativa*) accessions, highlighting specific TFs from the G2‐like and bZIP families as key regulators in response to N deficiency. Members of the bZIP family, in response to N availability, have been shown to be involved in N deficiency stress, along with other TF families such as WRKYs, NODULE INCEPTION‐like proteins (NLPs), Lateral Organ Boundaries Domain (LBDs), and Auxin Signaling F‐box proteins (AFBs) (Singh et al., 2002, 2022; Wu & Chen, 2009). Despite significant research efforts to elucidate complex N transcriptional networks, the majority of these studies have focused primarily on the model plant, Arabidopsis, and mostly the model crop species, rice and wheat, with few studies in maize (Kant et al., 2011; Shanks et al., 2024).

TFs are essential in orchestrating plant development and N response, mediating a range of mechanisms from nutrient sensing to gene regulation. Among these, NLP TFs are crucial for regulating plant development and responding to nitrate availability (Lebedev et al., 2021). Studies have highlighted the role of NLP7 as a nitrate sensor, revealing its time‐dependent mechanisms in Arabidopsis (Liu et al., 2022). This process involves the nitrate‐induced translocation of NLP6 and NLP7 into the nucleus (Cheng et al., 2023; Shanks et al., 2024) and the ‘hit‐and‐run’ model, wherein NLP7 transiently interacts with its target genes. A similar interaction pattern is observed with another TF, bZIP1 (Alvarez et al., 2014; Shanks et al., 2024). Furthermore, NLP7 orchestrates a sequence of downstream TFs, identified through a technique known as ‘network walking’ to uncover how regulatory signals propagate through the TF networks (Brooks et al., 2019). Other TFs that play significant roles in regulating genes for N provision include LBD37‐39, the TGACG motif‐binding factor TFs such as TGA1 and TGA4 (Swift et al., 2020). Additionally, ARABIDOPSIS NITRATE REGULATED 1 (ANR1) and AUXIN RESPONSIVE FACTORs (ARFs), have been identified as integral components involved in root development through nutrient sensing control (Crawford & Glass, 1998; Vidal et al., 2013; Zhang & Forde, 1998). Moreover, Gaudinier et al. (2018) used an enhanced yeast one‐hybrid (Y1H) approach to construct a nitrogen‐associated regulatory network in *A. thaliana*, revealing that mutations in 17 TFs significantly altered root system architecture (RSA) under different nitrogen regimes. These included well‐characterized regulators such as NLP7, GNC, and ARF9/ARF18 along with additional TFs like DREB26 and ANACO32, emphasizing the extensive overlap between nitrogen signaling and RSA control (Gaudinier et al., 2018). Consequently, a nuanced understanding of the dynamics between nitrate availability and its genetic regulation is pivotal for optimizing plant nitrogen utilization in varied nitrate environments.

To ensure plants effectively utilize N, a critical macronutrient, they deploy a range of transport mechanisms. These transporters primarily acquire nitrogen in the forms of nitrate (NO_3_^−^) and to a lesser extent, ammonium (NH_4_^+^), while crop roots also have the ability to absorb the N fertilizer, urea (CO(NH_2_)_2_), which is converted biochemically in the plant into the synthesis of amino acids and then proteins (Glass, 2003; Kojima et al., 2007). This conversion into amino acids involves complex molecular pathways (Coruzzi & Zhou, 2001; Forde & Lea, 2007). Specific transporters enable plants to acquire from the soil, accommodating both inorganic (nitrate and ammonium ions) and organic compounds such as urea (Tegeder & Masclaux‐Daubresse, 2018). Integral to this system are diverse transporter families, such as the nitrate transporters (NRTs) and ammonium transporters (AMTs) (Léran et al., 2014; von Wirén et al., 2000). A specific NRT, NRT1.1 also functions as a nitrate transceptor that acts both as a transporter and receptor (Bouguyon et al., 2012). Furthermore, NRT1.1 also functions as an auxin transporter, which is involved in nitrate‐mediated changes in root architecture (Bouguyon et al., 2015). As plants predominantly rely on these transporters for nutrient uptake, extensive research has been dedicated to understanding the exact functions of nitrate transporter genes. In maize, for instance, ZmCHB101 modulates nitrate‐responsive transporters like *ZmNRT2.1* and *ZmNRT2.2*, promoting root growth by facilitating auxin transport in N‐limiting scenarios (Meng et al., 2020). An earlier study reported by Okamoto et al. (2006) on N deprivation in *A. thaliana* highlighted the significant roles of *AtNRT3.1* and *AtNRT3.2* genes in nitrogen transport. Environmental N availability has also been linked with the regulation of nitrate transporter genes when other nutrients are deficient. Therefore, understanding the expression and regulation patterns of specific N uptake and utilization mechanisms across various plant species may clarify the regulatory relationships among them.

One of the primary challenges in studying NUE is unraveling the complex interplay of underlying processes, particularly the transcriptional regulation mechanisms responding to N availability. To address this, we first leveraged our previous work on the Arabidopsis N‐associated metabolic GRN to identify orthologous genes and conserved transcriptional interactions in maize. Using a Y1H assay, we built an enhanced maize Y1H network (eY1H) (Gaudinier et al., 2018). This network was then overlaid with global spatiotemporal transcriptome data from N deprivation and recovery experiments and applied Gini‐correlation analysis (Liseron‐Monfils et al., 2018). We further compared this to a projected sorghum network to analyze conserved responses in maize and sorghum. This integrative approach enabled the identification of conserved protein–DNA interactions (PDI) among TFs implicated in N metabolism. Our findings highlight dynamic regulatory networks in cereal crops and emphasize the conservation of N‐responsive mechanisms between monocots and dicots.

## RESULTS

### Dissecting the maize GRN for key TFs and nitrogen uptake modules

In our study, we employed eY1H assays to identify TFs that regulate N metabolism in maize (Table S1a,b). The genes screened via eY1H in maize were based on orthologous projections from the Arabidopsis eY1H GRN elucidated in Gaudinier et al. (2018) (Figure S1). To dissect the complexity of N metabolism regulation, we selected target promoters for genes involved in a wide array of N‐related processes: N transport, N assimilation, amino acid and carbon metabolism, organ growth and hormone responses (Figure 1a; Table S2a). Additionally, we expanded the muYIHGRN TF collection to include key regulators such as DREB2A, ANR1, NAC1, NAC032, and AthWRKY18/40/60, which are central TFs in the Arabidopsis regulatory network. Furthermore, we have expanded the maize GRN by incorporating promoters for TFs to explore the hierarchical interactions among TFs. The eY1H maize network comprises 301 TFs from 42 TF families and 70 promoters, forming 1625 PDIs (Figure S2a). The distribution of indegree (the number of TFs that bind to a promoter) and outdegree (the number of promoters to which a TF binds) is shown in Figure S2b, and reflects patterns commonly observed in other biological networks, with a few highly connective hubs and many nodes with few connections (Table S2b). On average, each promoter within the GRN modules has an indegree of 10 or more interactions from TFs; however, 28 promoters have 5 or fewer TF interactions (Figure S2b; Table S2c). Notably, 16 promoters within GRN modules are bound by more than 35 TFs. These highly connected promoters include the high‐affinity N transporter NRT2.1, the low‐affinity N transporter NPF4.9, the enzymes AlaAT, Glutamine synthetase genes GS1‐3 and GOGAT2, nitrate reductase NIR1, Phosphoglucomutase (PGM), the auxin signaling component TIR1, and the NLP6 (ortholog of AtNLP6), and NLP17 (ortholog of AtNLP7) TFs (Table 1). Collectively, these genes represent central components of nitrogen uptake, assimilation, and regulatory signaling. Among the TFs identified, 16 TFs bind to over 20 promoters. Eleven of these 16 TFs belong to the AP2‐EREB, bZIP, and MYB families. Furthermore, 212 TFs were found to bind to five or fewer promoters, emphasizing the ability of the eY1H screen to capture the binding specificity of individual TFs. To determine whether specific TF families exhibited significantly higher regulatory connectivity than expected by chance, we performed a chi‐square goodness‐of‐fit test comparing the observed outdegree. The total network comprises 1625 outgoing edges among all TFs, so the expected outdegree of a given TF family was calculated by considering its proportion of the total TFs (301 in the network) (Figure S3; Table S3a). From this test, the distribution of TFs indicated that C3H (*P* = 3.96E‐59), AP2‐EREBP (*P* = 1.24E‐25), bZIP (*P* = 1.15E‐19), WRKY (*P* = 2.65E‐14), and MYB (*P* = 1.22E‐09) were indeed significantly overrepresented within the network (Figure 1b; Table S3b,c). While these results support the central regulatory roles of these TF families, we acknowledge that high connectivity in eY1H data can sometimes reflect TFs with broad DNA‐binding properties. We therefore interpret these highly connected TFs as strong candidates for hub regulators in nitrogen‐associated transcriptional networks and can be used for the experimental validation for future research.

**Figure 1:**
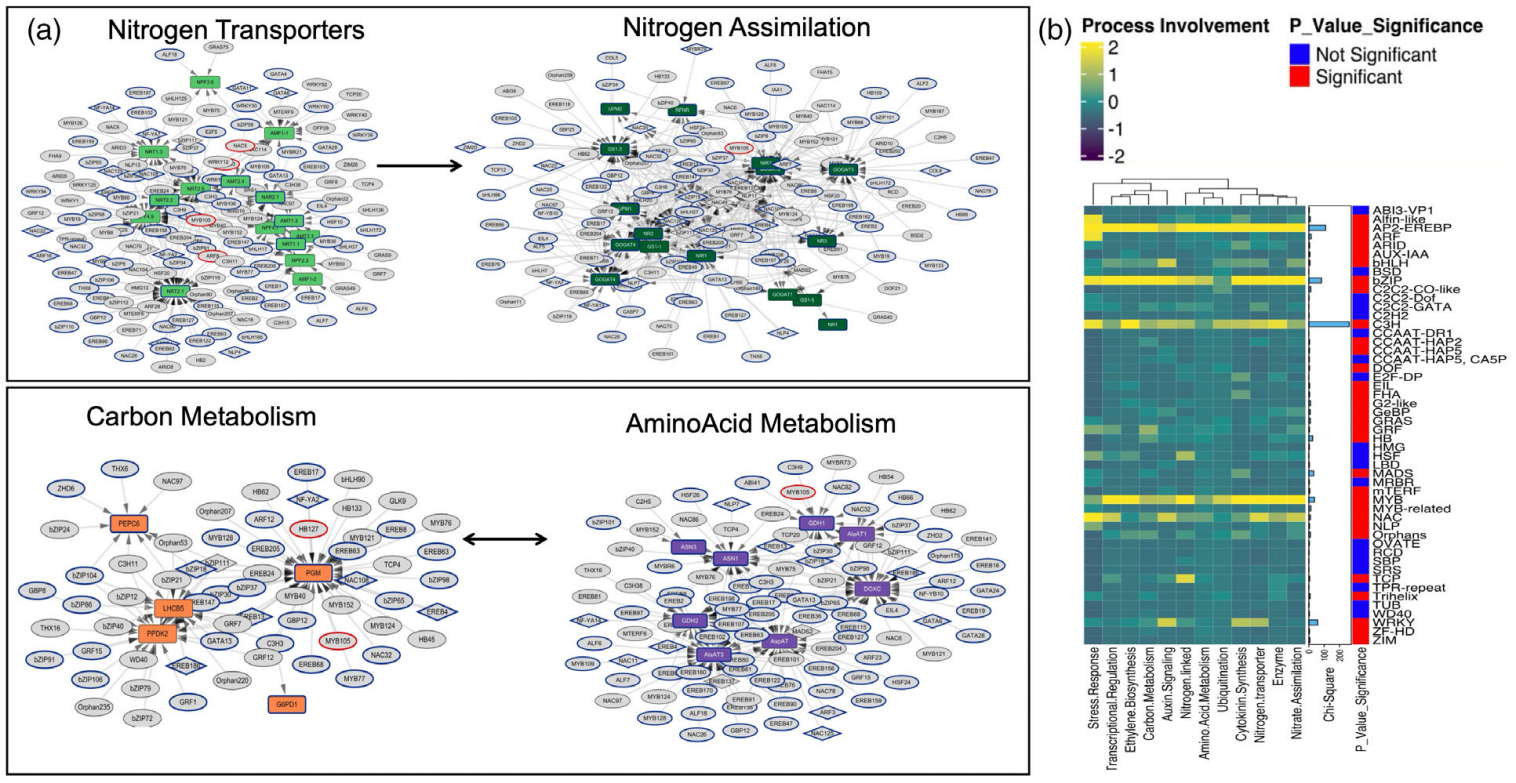
Overview of maize gene regulatory network statistics. (a) Nitrogen acquisition (nitrogen transporters; nitrogen assimilation) and C–N metabolism (carbon metabolism; amino‐acid metabolism) network from maize nitrogen uptake efficiency gene regulatory network. Colored rectangles mark curated pathway genes. Rectangles indicate promoters, ovals represent transcription factors (TFs), and diamonds symbolize genes that function as both promoters and TFs. (b) The heatmap delineates the activity of TF families across these biological processes, where color intensity correlates with activity level, vertical bars represent chi‐square statistics for each TF family, and significance is marked by red (*P* < 0.05) for significant and blue for nonsignificant *P*‐values. Various shapes and colors denote different components and processes the network.

**Table 1:** Highly connected promoters in the maize‐specific nitrogen uptake efficiency gene regulatory network (mNUEGRN)

Gene ID	Gene name	Indegree	Outdegree	Node type*	Ath gene name	Process
Zm00001eb061150	DUB	36	0	P	AT2G39210	Ubiquitination
Zm00001eb329780	HAD2	36	0	P	AT1G14310	Enzyme
Zm00001eb410960	DOXC	36	0	P	AT1G03400	Amino acid metabolism
Zm00001eb193660	NIR1	36	0	P	AthNIR1	Nitrate assimilation
Zm00001eb093650	NAC126	37	4	T/P	AthCUC2	Transcriptional regulation
Zm00001eb253820	GS1‐3	37	0	P	AthGLN1;2	Nitrate assimilation
Zm00001eb118950	NLP6	38	0	P	AthNLP6	Transcriptional regulation
Zm00001eb361110	NRT2.5	39	0	P	AthNRT2.2	Nitrogen transporter
Zm00001eb104260	NLP17	39	4	T/P	AthNLP4	Transcriptional regulation
Zm00001eb068280	AspAT	40	0	P	AthASPGB1	Amino acid metabolism
Zm00001eb327530	AlaAT3	40	0	P	AthALAAT2	Amino acid metabolism
Zm00001eb194260	PGM	42	0	P	AThPGM1	Carbon metabolism
Zm00001eb078860	NPF4.9	43	0	P	AT1G27040	Nitrogen transporter
Zm00001eb360480	GOGAT2	44	0	P	AthGLT1	Nitrate assimilation
Zm00001eb113030	TIR1	47	0	P	AthAFB2	Auxin signaling
Zm00001eb209670	NRT2.1	55	0	P	AthNRT2.1	Nitrogen transporter

*Note: Node type—There are two types of nodes: P: promoter, T/P: TF and promoter.

Out of 301 TFs belonging to 42 TF families within the maize GRN, 54% (163TFs) from the AP2‐EREBP, bZIP, NAC, and MYB TF families collectively account for 63% of all promoter–TF interactions in the network. The AP2‐EREBP family, which contains 53 members (18% of all TFs), contributes to 28% of all outgoing interactions (447/1625 edges) (Figure S3; Table S4a–c). The bZIP family comprises 30 members (10% of all TFs), accounts for 17% of the outgoing edges (270/1625 edges) with individual members such as ZmBZIP30 and ZmbZIP18 binding to 2.5% (42/1625) and 3% (48/1625) of all promoters, respectively (Figure S3; Table S4d,e). The MYB family, slightly smaller than AP2/EREBP and bZIP, demonstrates significant activity with 13.6% (217/1625) (Table S4f). To further study the network, we analyzed the overrepresented TF families within each functional submodule which was highly targeted. Given the more frequent presence of TF families within the network, and their overrepresentation of critical N‐associated metabolic genes, we hypothesized that these represent functional modules associated with discrete metabolic activities.

Furthermore, our assays confirmed previously characterized interactions of the Arabidopsis NLP family in maize that regulate key genes involved in N metabolism, with some new interactions and additional conserved interactions when compared to maize (Figure 2a). In maize, we introduced ZmNLP17, ZmNLP7, ZmNLP4, and ZmNLP13 into the regulatory network, observing 79 indegrees and 18 outdegrees for these TFs (Figure 2a). ZmNLP4, a maize ortholog of AthNLP6, displayed a conserved interaction with the nitrate reductase (NIR1) promoter, consistent with AthNLP6–NIR1 interactions in Arabidopsis. By contrast, ZmNLP17 (ortholog of AthNLP7), also interacted with NIR1 but this interaction was not conserved when comparing AthNLP6–NIR1 interactions. Moreover, within the maize eY1H GRN, we identified 764 potential interactions between TF families forming ‘three nodes’ motifs indicating TF1 binds to TF2 which both bind to a common promoter (Figure 2b; Table S5). We observed that the proportional representation of TF families within the network is reflected in their occurrence in these motifs. The distinct regulatory roles of these TFs alongside the identification of these motifs within the maize‐specific nitrogen uptake efficiency (NUE) GRN (mNUEGRN), suggest a complex network architecture that governs N metabolism.

**Figure 2:**
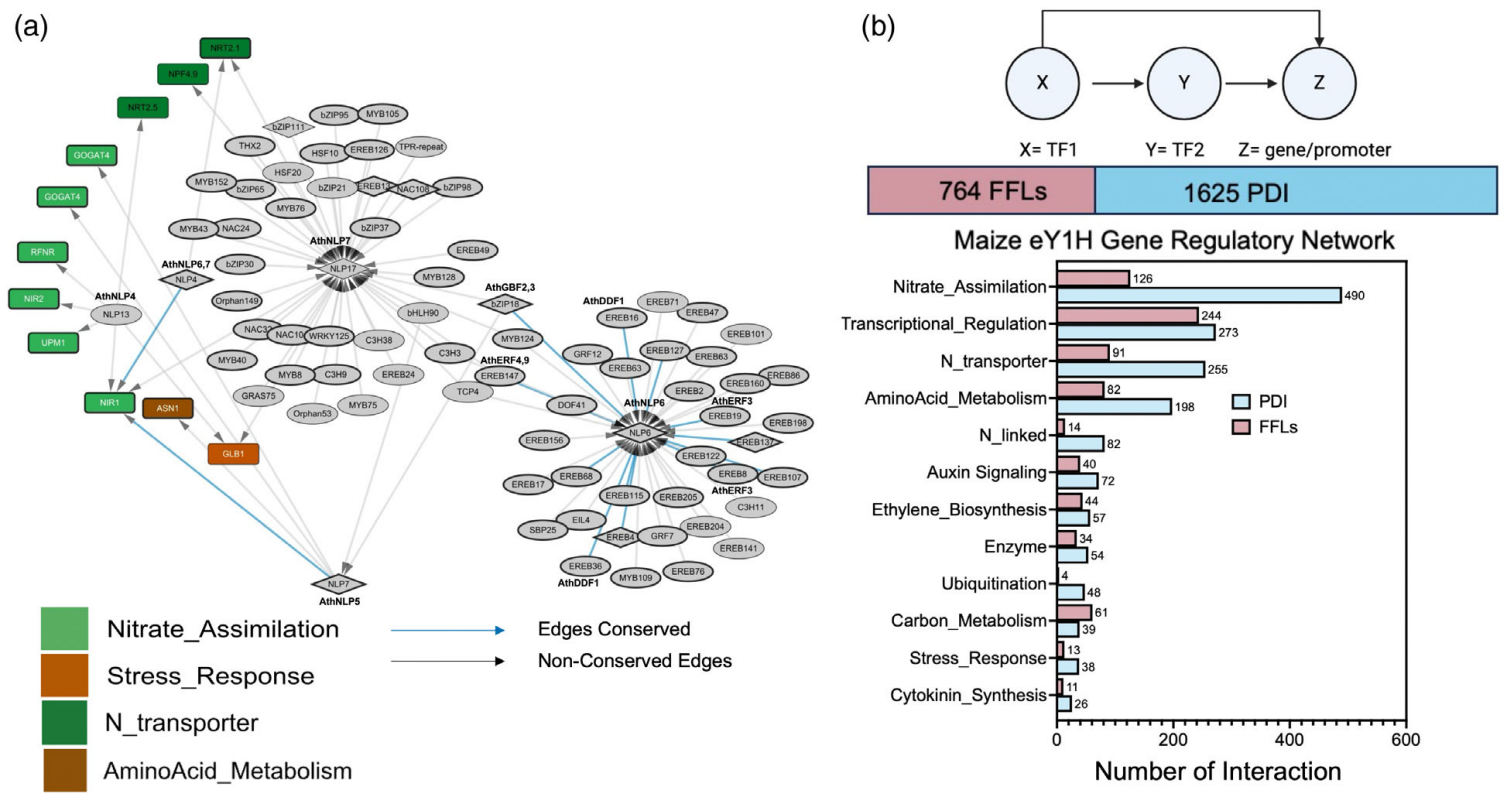
Conserved interactions between Arabidopsis and maize. (a) Submodules of the NODULE‐INCEPTION‐like proteins (NLPs) family member in the maize gene regulatory network (GRN). The light blue lines are the conserved edges between Arabidopsis and maize submodules of the NLP family. (b) Schematic diagram of feed‐forward loops and the statistics of those in the GRN for maize with pink representing the number of feed‐forward loops, and blue representing the total number of PDI interactions in the network.

In dissecting the maize GRN, four key functional modules (N assimilation, N transporter, carbon metabolism, and amino acid metabolism) were analyzed. The N assimilation module contains genes predicted to be critical for converting inorganic N into organic forms usable by the plant, was heavily populated with promoters bound by TFs from the AP2/EREBP family (85 interactions), the MYB family (49 interactions), and the bZIP family (37 interactions). Within the N transport module, the AP2/EREBP family exhibits extensive involvement with 47 interactions, followed by the bZIP family with 34 interactions. The amino acid metabolic module contains key enzymes involved in synthesizing essential amino acids. Here, the AP2/EREBP family had over 102 interactions with these enzyme promoters, and the bZIP family had 23 interactions. The carbon metabolic module contains enzymes interlinked with N metabolism which could coordinate the provision of the carbon backbones for amino acid metabolism. In this module, the bZIP family demonstrates the highest connectivity with 33 interactions. These discrete modules likely ensure a balanced interplay between carbon and N assimilation processes via regulation by different TF families.

### Temporal dynamics of gene expression and network analysis in response to N deprivation and recovery in maize

To better understand the maize GRN, we investigated global gene expression in response to N starvation and recovery. Our research employed a two‐phase experimental design in hydroponics to capture the transcriptomic responses and regulatory networks associated with N depletion and recovery. The N depletion phase transitioned from normal N to low N with samples collected at 0.5, 3, and 24 h, followed by a recovery phase from low N to normal N with samples collected at 24.5 and 48 h. The early time point 0.5 h was selected to capture immediate transcriptional responses, including the primary response genes and early signaling cascades. Previous studies (Dechorgnat et al., 2019; Wang et al., 2000) have shown that nitrogen responsive TFs and signaling components can be activated within 30 min to 1 h of nitrogen treatment. A 3‐h time point was selected as an intermediate time point to capture secondary and tertiary responses as downstream regulatory networks are activated. Finally, the 24‐h time point was used as the extended time point to capture long‐term adaptive adjustments of the transcriptome to either nitrogen limitation or recovery. The rationale for implementing nitrogen recovery after 0.5 and 24 h of N limitation (24.5, 48 h) was to provide a comprehensive temporal framework to track the full trajectory of plant transcriptional responses, from initial sensing through acclimation and adaptation. While this design does not necessarily replicate the longer term, variable N deprivation encountered in field conditions, it provides a controlled framework for probing the initial stages of N signaling. Furthermore, because all forms of N fertilizer ultimately are converted primarily to NO_3_^−^ by soil microbial activity, and nitrate is the most mobile fertilizer ion in soils, moving with the groundwater, there can be significant spatial variability in soil nitrate concentrations. Hence, roots, even in well‐fertilized soils, can grow into low nitrate soil regions and thus encounter localized soil N deprivation.

Expression analysis within leaf and root tissues in maize revealed genes with differences in N‐responsiveness specific to time points and/or tissue analyzed. We observed dynamic transcriptional changes in both leaves and roots in maize across all the time points of nitrogen deprivation and recovery. Differential expression analysis in maize identified a total of 11 768 genes in leaves and 7468 in roots across all time points (Tables S6 and S7). There were a total of 7498 genes in leaves and 3942 in roots differentially expressed during the N deprivation. For N deprivation, early responses in the leaves were 10% (1189/11 768 genes) affected at the 0.5‐h time point (Figure 3a). The strongest response occurred at the 3‐h time point, where 38% (4422/11 768 genes) were differentially expressed in leaves. This was followed by 16% of differentially expressed (1887/11 768 genes) at the 24‐h time point. In contrast, root tissues showed a gradual increase in the number of differentially expressed genes over time. At early deprivation time points (0.5 and 3 h), 15% (1128/7468 genes) and 18% (1364/7468 genes) were differentially expressed, respectively. Interestingly, by 24 h, roots displayed a slight increase in expression changes 19% (1450/7468 genes) (Figure 3b; Table S7). Functional enrichment analysis of the differentially expressed genes during nitrogen deprivation revealed significant enrichment in pathways related to oxidoreductase activities (likely nitrate and nitrite reductase activities) and known nitrogen starvation responses in both leaf and root tissues (Figure 3c). Among these, oxidoreductase activity acting on nitrogenous compounds as donors showed the strongest enrichment in both leaves (*P* = 0.00214) and roots (*P* = 9.4 × 10^−6^) during nitrogen deprivation. However, although pathways associated with cellular responses to nitrogen starvation showed enrichment, these trends were not statistically significant in either leaves or roots. In contrast, N transport was specifically enriched in roots, supporting the observation that genes involved in root N transport processes were among the earliest to respond to nitrogen deprivation. Furthermore, NAD/NADP‐dependent oxidoreductase activity was significantly enriched in roots (*P* = 2.56 × 10^−5^) (Table S8). Together, these results highlight a strong and tissue‐specific transcriptional reprogramming during nitrogen deprivation, with roots exhibiting distinct enrichment of transport‐ and redox‐related processes presumably associated with nitrate and nitrite reduction.

**Figure 3:**
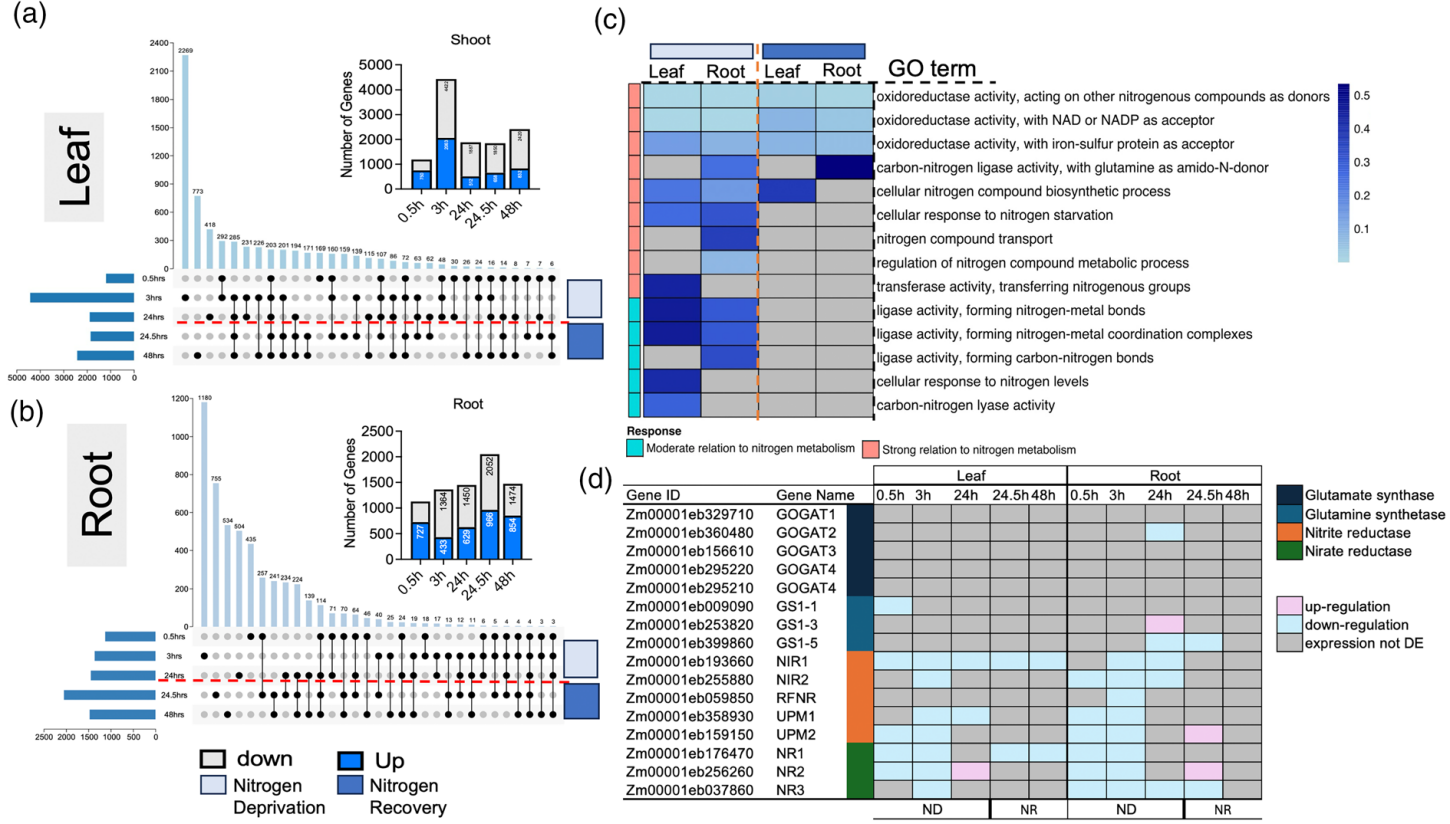
Spatiotemporal transcriptomic dynamics in maize under varying N conditions in leaf and root. (a, b) UpSet plots illustrate the number of differentially expressed genes with distinct temporal expression patterns under 0.5, 3, and 24 h under limiting nitrogen and at 24.5 and 48 h time points after recovery in leaves and roots. (c) Gene Ontology analysis of nitrogen‐related ontology in leaf and roots which are overrepresented. (d) Differentially expressed genes in the nitrogen assimilation modules (upregulation is depicted in pink and downregulation blue). ND, nitrogen deprivation; NR, nitrogen recovery.

Following nitrogen resupply (24.5–48 h), distinct recovery‐associated transcriptional responses emerged. There were a total of 4270 genes in leaves and 3526 in roots differentially expressed during the recovery phase. In leaves, 16% (1850/11 768 genes) were differentially expressed at 24.5 h, similar in magnitude to the deprivation response at 24 h, while 21% (2420/11 768 genes) were affected at 48 h of the transcriptome (Figure 3a). In roots, the largest transcriptional shift 27% (2052/7468 genes) occurred during the early recovery phase at 24.5 h. At 48 h, the response stabilized slightly, with 20% (1474/7468 genes) differentially expressed (Figure 3b). These trends highlight the temporal and tissue‐specific dynamics of nitrogen recovery, with leaves showing persistent adjustments, while roots displayed a pronounced but transient surge in gene expression upon resupply. Enrichment analyses during recovery indicated continued involvement of nitrogen‐related processes, particularly oxidoreductase activities in both tissues. However, in contrast to the deprivation phase, none of these enrichments reached statistical significance. To further investigate these patterns, we integrated the expression data with the mNUEGRN to explore shifts in regulatory activity associated with nitrogen deprivation and subsequent recovery.

We wanted to explore mNUEGRN using spatio‐temporal transcriptomic responses obtained from the differential gene expression data in both leaves and roots. In leaves, 31, 84, and 32 nodes in the mNUEGRN were differentially expressed at 0.5, 3, and 24 h, respectively, representing early response phases. In roots, 54, 18, and 46 nodes were differentially expressed at the same time points. During recovery, 39 nodes were differentially expressed in leaves at both 24.5 and 48 h, while in roots, 66 and 30 nodes showed differential expression at these time points, respectively. For genes associated with primary and secondary metabolic pathways, regulation in response to N stress appeared more tissue‐specific across modules (Table S9a). For instance, the genes LHCB5, PDK2, PGM, and PEP4 involved in C metabolism were predominantly downregulated in leaves during various N deprivation time points, whereas in roots, ZmG6PD1 and PGM were downregulated at 3 h, and LHCB5 was upregulated at 48 h. Interestingly, among plant hormone signaling pathway genes, LOG2, related to cytokinin biosynthesis, was downregulated at 3, 24.5, and 48 h in leaves but did not exhibit differential expression in roots. Additionally, the auxin signaling gene, ARF4, was upregulated exclusively in roots at 0.5 and 24 h, transitioning to N recovery at 24.5 h.

Our analysis indicated that, although few genes in the GRN responded to early N deprivation, two major modules, N assimilation and N transport, were significantly affected by N availability. Within the N assimilation pathway, numerous genes showed time‐specific up‐ and downregulation, with more pronounced changes in roots compared to leaves (Figure 3d). Notably, early response genes such as NIR1, NR3, NR1, NIR2, and UMP1 were consistently downregulated. In leaves, nitrite reductase NIR1 was downregulated across all time points, whereas in roots, it was downregulated only at 3 and 24 h. Nitrate reductase NR3 was downregulated at all time points except 48 h, and NR1 was downregulated during early time points in both tissues; however, in leaves, NR1 remained downregulated upon N recovery. These findings indicate that N assimilation‐related genes respond early to N deprivation, with distinct regulation patterns in leaves and roots. For N transporters, we observed four genes showing consistent regulatory patterns in roots and leaves to N reduced availability. Among high‐affinity transporters, the ammonium transporter, AMT1.3, was consistently downregulated at all time points in leaves and at 24 and 24.5 h in roots, while the nitrate transporter, NRT2, was predominantly upregulated in roots at all time points except 48 h. Among low‐affinity transporters, NPF3.6 was mainly downregulated in leaves, and NRT1 showed a similar pattern to NRT2, being primarily upregulated in roots at all time points except 48 h. Together, these results indicate that N transporters respond rapidly and, in a tissue‐specific manner to N deprivation in maize, with decreased expression of AMTs and concurrent induction of nitrate transporters, particularly in roots.

To further elucidate regulatory dynamics under N conditions, we identified correlated expression patterns between TFs and target genes using the NECorr package (Liseron‐Monfils et al., 2018), which employs the Gini correlation coefficient. Our network analysis revealed 167 negative interactions in leaves and 160 in roots, alongside 278 and 238 positive interactions in leaves and roots, respectively (Table S10; Figure S4a). These correlations highlighted specific modules within the mNUEGRN that were strongly associated with N response. When using Gini correlation, we observed a positive Gini correlation between C metabolism‐associated genes LHCB5, PDK2, and TFs ZmbZIP12 and ZmC3H11, with both genes; these TFs (ZmbZIP12 and ZmC3H11) showing downregulation under N deprivation and recovery (Figure S4; Table S9b). For PGM, an enzyme that plays a key role in carbohydrate metabolism, most interactions were positively correlated, while phosphoenolpyruvate carboxylase 4 (PEP4) exhibited a single positive correlation with ZmbZIP18, although this TF was not differentially expressed in our maize study. In roots, PGM was associated with eight TFs with positive correlations and three with negative correlations, including ZmOrphan207 (a grass‐specific TF), ZmNAC108, and HB62. Additionally, ZmbZIP18 demonstrated a positive correlation with pyruvate, orthophosphate dikinase2 (PDK2) in roots, though PDK2 was under N deprivation and recovery in maize.

Within N assimilation pathways in leaves, TFs displayed specific targeting patterns, with GOGAT2/3 showing positive correlations with members of the bZIP family (e.g., ZmbZIP18 and ZmbZIP30) as well as MYB family members (Figure 4a). NIR1 was positively correlated with C3H11, and GS1‐3 was positively correlated with ZmOrphan207 and bZIP34, along with several other TFs. In roots, GOGAT1 displayed a positive correlation with C3H11, while GOGAT2 exhibited both positive and negative correlations, suggesting condition‐dependent regulation. Notably, GS1‐3 was targeted by three bZIP TFs: ZmbZIP65 (positive), ZmbZIP40 (negative), and ZmbZIP18 (negative), as well as ZmOrphan207 with a positive correlation (Figure 4b). For nitrate and nitrite reductases, NR2 and NIR1 were positively regulated by C3H11. Additionally, for N transporters, ZmNPF4.9 in leaves was targeted by 16 TFs, including ZmbZIP30 and NLP17, while roots displayed fewer correlated interactions (Figure S5). Nonetheless, NRT2.1 in roots was positively regulated by ZmOrphan207. Additionally, ZmbZIP11, a common target of ZmbZIP18 and bZIP30, exhibited a positive correlation, suggesting coordinated regulation in response to N availability. These regulatory relationships emphasize complex TF‐mediated control over N response genes, pointing to tissue‐specific and context‐dependent activation and repression patterns.

**Figure 4:**
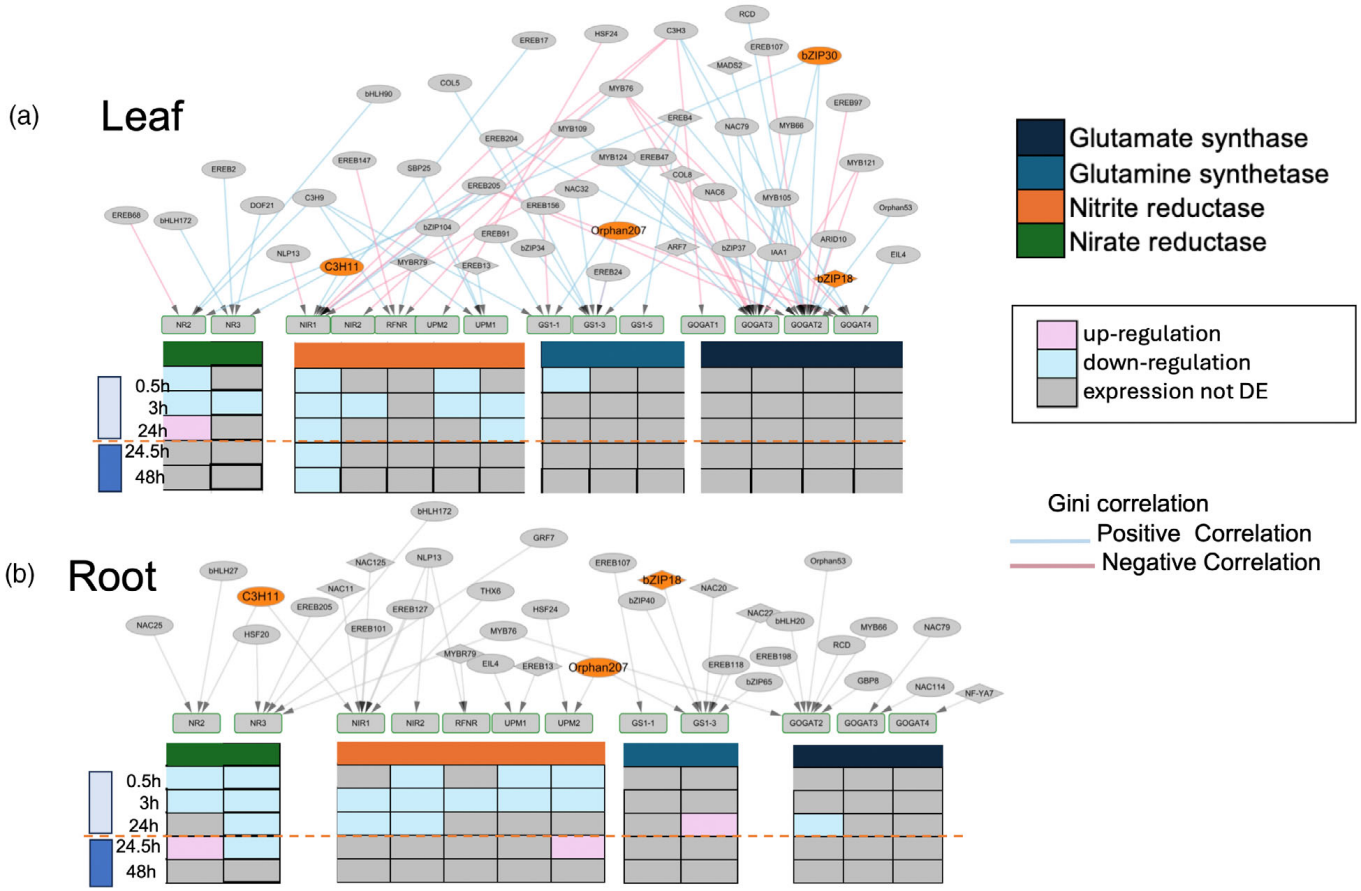
Transcriptomic analysis and Gini correlation in the N assimilation module of the maize yeast one hybrid gene regulatory network (mNUEGRN). (a) Expression patterns of N assimilation genes in leaves under N deprivation and recovery, with Gini correlations mapped onto the module. (b) Expression patterns of N assimilation genes in roots under N deprivation and recovery, with Gini correlations similarly mapped. Upregulated genes are indicated in pink, while downregulated genes are shown in blue. Positive Gini correlations are represented in blue, and negative interactions are shown in pink.

Based on the Gini correlation data, we aimed to explore potential feed‐forward loop (FFL) motifs in the mNUEGRN due to the hierarchical organization of TFs within the network. Our analysis identified approximately 764 potential FFL interactions in the mNUEGRN. However, we emphasize that while FFL motifs can be inferred computationally, the current dataset does not allow for disentangling the independent regulatory contributions of each TF within these loops. Consequently, the categorization of FFLs into coherent or incoherent subtypes presented here is to enable the generation of additional hypotheses about the interaction patterns and their effects on the network. Using this exploratory approach, we identified 11 candidate FFLs in leaf tissues and 12 in roots. In leaves, several FFLs involve TFs such as C3H9, bZIP30, NAC104, and SRS1, each associated with N‐responsive gene regulation (Figure 5a). For example, C3H9, bZIP30, and NAC104 form potential FFLs with NLP17, targeting NPF4.9, a key N transporter. These include patterns resembling coherent Type 2 (c2), coherent Type 4 (c4), and incoherent Type 3 (i3) configurations, suggesting diverse regulatory strategies that may integrate both activating and repressive inputs. Additional candidate motifs involve NAC108 with SRS1 and bZIP65 targeting *NRT1.3*. Interestingly, NAC108 has been previously implicated in regulating leaf senescence and photosynthetic apparatus degradation (Podzimska‐Sroka et al., 2015; Zhang et al., 2019), consistent with its placement in a leaf FFL that converges on auxin signaling (*TIR1*), potentially linking senescence and hormone‐mediated responses to N signaling. Other candidate motifs include bZIP18 with NAC32 and bZIP30 co‐targeting genes such as *AlaAT1*, *ARF22*, and *GOGAT2*, indicating putative mechanisms to coordinate N assimilation. In roots, FFLs featuring bZIP21 and bZIP18 exhibit patterns consistent with coherent Type 2 (c2) motifs targeting *NLP17*, *LOG2*, and *ACS6*, potentially stabilizing gene expression under N deprivation (Figure 5b). Similarly, bZIP18 appears in putative coherent Type 4 (c4) FFLs with TCP4 and bZIP65 targeting *GS1‐3*, an enzyme critical for N assimilation. In contrast, patterns resembling incoherent Type 2 (i2) FFLs, such as C3H3 and NAC126 targeting NAC109, could support flexible regulation under fluctuating N conditions. We also detected an FFL involving EREB205 and EREB137 that converges on NAC49, consistent with a possible reinforcing mechanism for NAC49 expression. While these predicted motifs provide a framework for future work incorporating N perturbation experiments and temporal expression profiling, which will be essential to validate the roles of these candidate FFLs in N‐responsive regulation.

**Figure 5:**
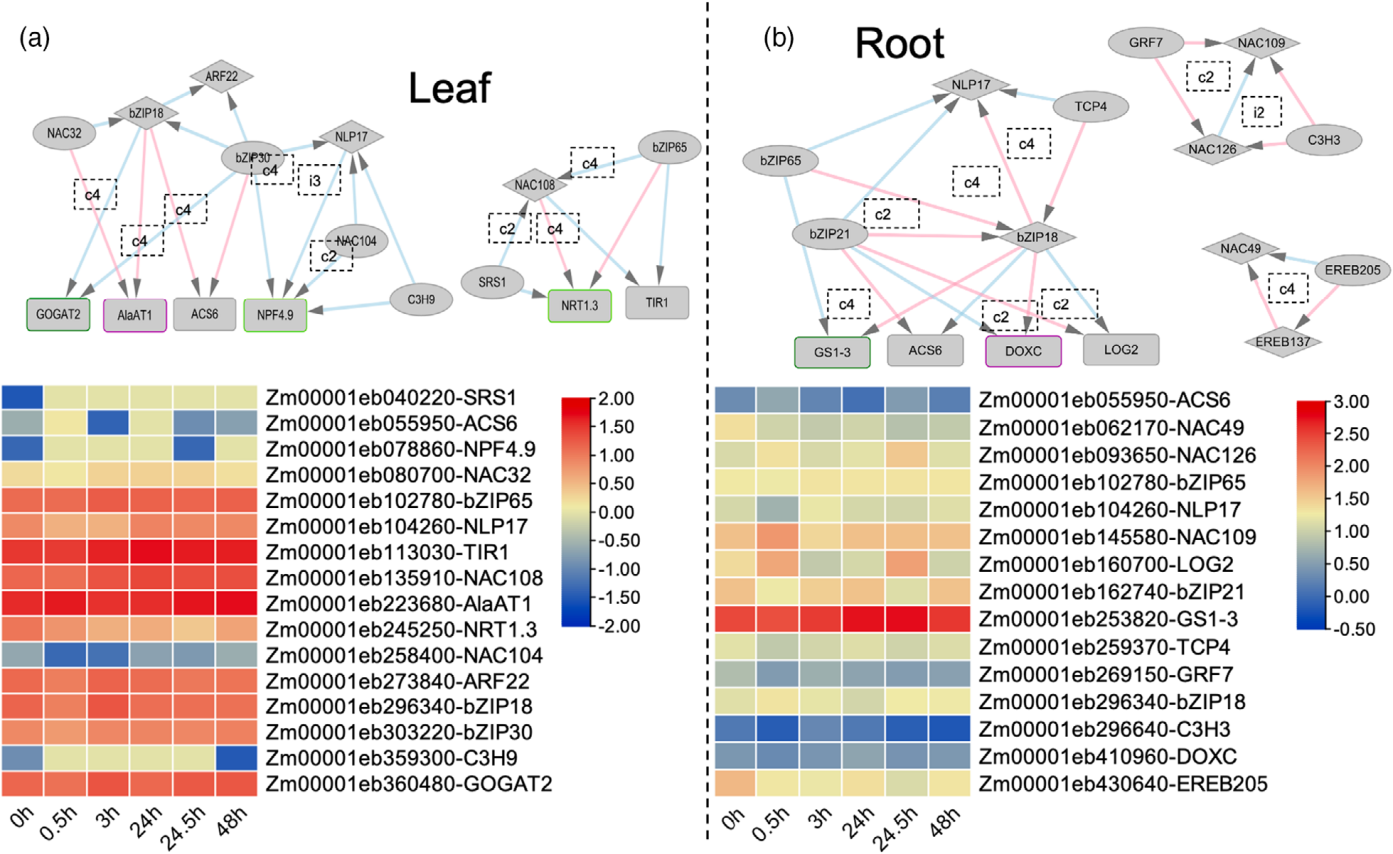
Feed‐forward loops (FFLs) in the transcriptional response to nitrogen stress. (a) Significant FFL interactions in leaf tissue within the maize‐specific nitrogen uptake efficiency gene regulatory network (mNUEGRN) network, illustrating regulatory motifs that shape nitrogen‐responsive gene expression. Heatmaps display gene expression patterns across various time points under N deprivation and recovery, with rows representing target genes and columns representing time intervals. (b) Significant FFL interactions in root tissue, similarly, highlighting regulatory motifs within the mNUEGRN that govern nitrogen response phases. Coherent FFL types (c1–c4) and incoherent FFL types (i1–i4) indicate consistent versus dynamic regulatory strategies, respectively, emphasizing tissue‐specific adaptations to N stress. The borders around the promoters depict which module that promoter was a part of. Purple: auxin signaling, dark green: nitrate assimilation and light green: nitrogen transporters.

### Comparative analysis of protein–DNA interactions in Arabidopsis and maize NUE GRNs

To identify conserved regulatory interactions in N assimilation, we identified conserved PDIs using ortholog/homolog predictions between the maize network mNUEGRN and the previously published Arabidopsis network (aNUEGRN) by Gaudinier et al. (2018) (Figure S6a). Our methodology for determining conservation was stringent; an interaction was considered conserved only if it involved orthologous genes (both promoter and TF) that were experimentally validated in both Arabidopsis and maize. Conversely, interactions that featured just one orthologous component, either a promoter or a TF, were not classified as conserved. This criterion allowed us to distinguish interactions that are shared across species (conserved), from those detected only in maize, thereby highlighting putative species‐specific regulatory connections. The projection of aNUEGRN to maize resulted in a merged network comprising 26 014 PDIs involving 226 promoters and 1165 TFs. To measure the degree of conservation, we specifically focused on interactions tested in the maize and Arabidopsis Y1H screens (Table S11a,b). The Arabidopsis Y1H network includes 603 edges that correspond to 1529 edges in the maize eY1H screen. Our quantitative analysis indicated that 18% (111/603) of the tested interactions in Arabidopsis were conserved compared to 11% (162/1529) of the maize GRN (Table S11a,b). The conservation of N assimilation and N‐linked genes was notably high between Arabidopsis and maize (Figure S6a). Specifically, the N assimilation pathway showed 38 conserved edges in Arabidopsis and 65 in maize (Figure S6a,b), with higher conservation in maize, reflecting its genome duplication events. Key conserved interactions were identified across both species, including orthologous relationships such as AthMYB9 and ZmMYB105, which bind to AthGLT1/ZmGOGAT, and the likely regulatory role of AthERF8 on AthGLT1/ZmEREB147, both targeting the AthGLT1/ZmGOGATA promoter (Table S11c,d). We further examined N transporter interactions between Arabidopsis and maize. In maize, we observed that 12% (191/1529) of edges were associated with N transporters. Among these, 5.2% (10/191) of interactions showed conservation to 10.3% (9/87) of the N transporters identified in Arabidopsis (Table S11c,d). In Arabidopsis, TFs such as AthERF4, AthERF9, AthGBF2, AthGBF3, and AthSFB2A target the promoter of AthNRT3.1, whereas in maize, ZmNRT3.1 is similarly targeted by ZmEREB147 and ZmHSF10 and by ZmbZIP18. Additionally, both species exhibit conservation of the ARF family, with AthARF4 binding to NRT2.4, and its maize orthologs ZmARF28 and ZmARF8 targeting the high‐affinity nitrate transporter ZmNRT2.4. ZmEREB147 in maize could play a key regulatory role, targeting a diverse set of N response‐related genes, including maize orthologs of AthNPF6.3 (ZmNPF1) and AthNPF2, as well as AT1G61730 and ZmGBP8, both of which interact with ZmNRT2.1. These findings position ZmEREB147 and ZmbZIP18 as pivotal and conserved TFs in maize, underscoring a complex, species‐specific regulatory architecture within maize N metabolism networks. Possibly, ZmEREB147 is modulating ZmNLP6, an ortholog of AtNLP7, a known regulator in N metabolism. Unlike EREB family members, bZIP TFs, particularly ZmbZIP18 and ZmbZIP30 (orthologs of AtGBF2 and AthGRF1), demonstrate broader interaction profiles, with ZmbZIP18 notably integrating hormone‐specific pathways and regulating ethylene‐related enzymes such as ZmACS1/2/6/7 (Figure S7).

### Comparative analysis of GRNs in maize and sorghum reveals complex nitrogen‐responsive dynamics

We extended our findings to another monocot species, *Sorghum bicolor*. In the absence of eY1H assays for sorghum, we developed its GRN using ortholog projections from maize, employing synteny analysis to identify 24 299 orthologous gene pairs. This method generated a projected network of 1596 PDIs, consisting of 93 promoters and 226 TFs for the sorghum NUE GRN (spNUEGRN) (Table S12; Figure 6, Figure S8). 

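Sorghum BTx623 seedlings growing in nutrient solution with nitrate were sampled at 0 h, then moved to solution without nitrate and sampled after 0.5, 3 and 24 h of deprivation. Nitrate was then returned, and plants were sampled 0.5 h later (24.5 h) and at 48 h. The paper places the last sampling 24 h after the return of nitrate, whereas the protocol in the sample labels gives 48 h. Each sample pooled 10 to 15 plants by the paper's account and 5 by the labels. Leaf, lateral root and primary root each have 3 libraries per time point. The labels also list 3 libraries per tissue as the recovery control at 48 h, a group that the paper's text does not describe, so that each tissue has 21 libraries. The authors sequenced poly(A) RNA, trimmed the reads with Trimmomatic, aligned them with STAR to the BTx623 reference genome and estimated the expression of each gene with StringTie. They deposited it in units of TPM, with a column per library and no scaling between libraries. TPM keep no record of how many reads were counted, so the depth behind each value is unknown and no counting interval is given. Differential expression was tested with limma on log2(TPM + 1), for genes with a TPM of at least 1 in at least 3 libraries of the tissue. All groups of a tissue entered 1 fit, and each time point was compared with 0 h. Differentially expressed genes (DEGs) are those with a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1, which are the thresholds that the paper gives for its own analysis. Fold changes are on the log2(TPM + 1) scale, which understates the changes of genes with low TPM. The number of genes with a TPM of at least 1 had a median of 17939 per leaf library, 21045 per lateral root library and 21306 per primary root library. The library labelled primary root 24.5 h replicate 3 had 30736 such genes, and the next highest primary root library had 21576. The library labelled lateral root 0 h replicate 1 had a mean correlation of 0.731 with the other libraries of its group, across genes on the log2 scale, and of 0.994 with its nearest library, leaf 48 h control replicate 3. Every comparison of lateral root with 0 h includes this library unless stated otherwise. It also enters the spread that the fit shares among all groups of lateral root.

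**Figure D1:**
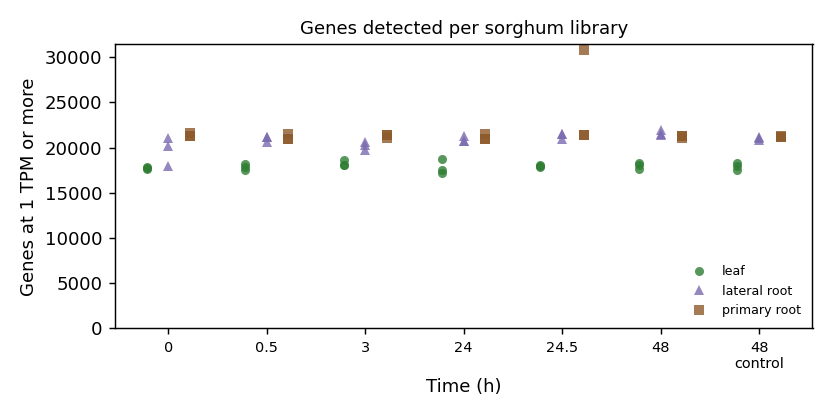
Number of genes with a TPM of at least 1 (vertical axis) in each library, by time in h (horizontal axis) and tissue (symbols); each point is 1 library. The library labelled primary root 24.5 h replicate 3 lies at 30736 genes.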

We further investigated sorghum gene expression in leaf and root tissues, focusing on responses at early N deprivation (0.5, 3, and 24 h) and recovery (24.5 and 48 h) conditions similar to our maize data. In the sorghum data, 35% of genes in leaves showed differential expression at 3 h, and 28% in lateral roots at 24.5 h, whereas in primary roots, 21% of DEGs at 0.5 h of N deprivation and during recovery at 24.5 h, mirroring similar trends observed in maize (Tables S13 and S14; Figure 7a,b).

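In leaf, 19882 genes were tested and 1615 were differentially expressed at 3 h (1102 higher and 513 lower than at 0 h). They make up 40.4% of the leaf calls summed over the 5 time points and 8.12% of the leaf genes tested. There were 482 leaf DEGs at 24 h, 867 at 24.5 h and 1037 at 48 h. At 0.5 h the count in leaf was 0, with a smallest adjusted p of 0.999 (limma with Benjamini-Hochberg adjustment) and 562 genes at an unadjusted p under 0.05. At that time the libraries of both groups did not overlap for 9.19% of the leaf genes, where chance gives 10%, and at 3 h for 46.7%. In lateral root, 3056 of 23151 genes passed at 24.5 h (2506 higher and 550 lower), which is 29.1% of the calls and 13.2% of the genes tested. The counts at 0.5, 3, 24 and 48 h were 2002, 1591, 2183 and 1674. Without the library labelled lateral root 0 h replicate 1, the count at 24.5 h was 2501, of which 1693 were among the 3056. Without 0 h replicate 3 it rose to 6400. In primary root, 23186 genes were tested, with 1245 DEGs at 0.5 h (518 higher and 727 lower) and 1348 at 24.5 h (876 higher and 472 lower). These are 23.0% and 24.9% of the primary root calls and 5.37% and 5.81% of the genes tested. The counts at 3, 24 and 48 h were 979, 1043 and 789. Without the library labelled primary root 24.5 h replicate 3, 1261 genes passed at 24.5 h (688 higher and 573 lower). The share of higher genes was then 54.6%, against 65.0% with this library. The primary root libraries at 24.5 h had the lowest mean correlations with their own group in this tissue, at 0.961, 0.952 and 0.937 for replicates 1, 2 and 3. Replicate 1 lay nearest lateral root 24.5 h replicate 3, with a correlation of 0.984. Results for primary root at 24.5 h rest on this uneven group. Restricting the fit to both groups compared left 0 lateral root DEGs at 24.5 h, with 2827 genes at an unadjusted p under 0.05. With the adjusted p alone, 3027 leaf genes passed at 3 h, and 2567 and 3335 primary root genes passed at 0.5 and 24.5 h. From its percentages the paper states that the sorghum trends mirror those in maize.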

**Figure 6:**
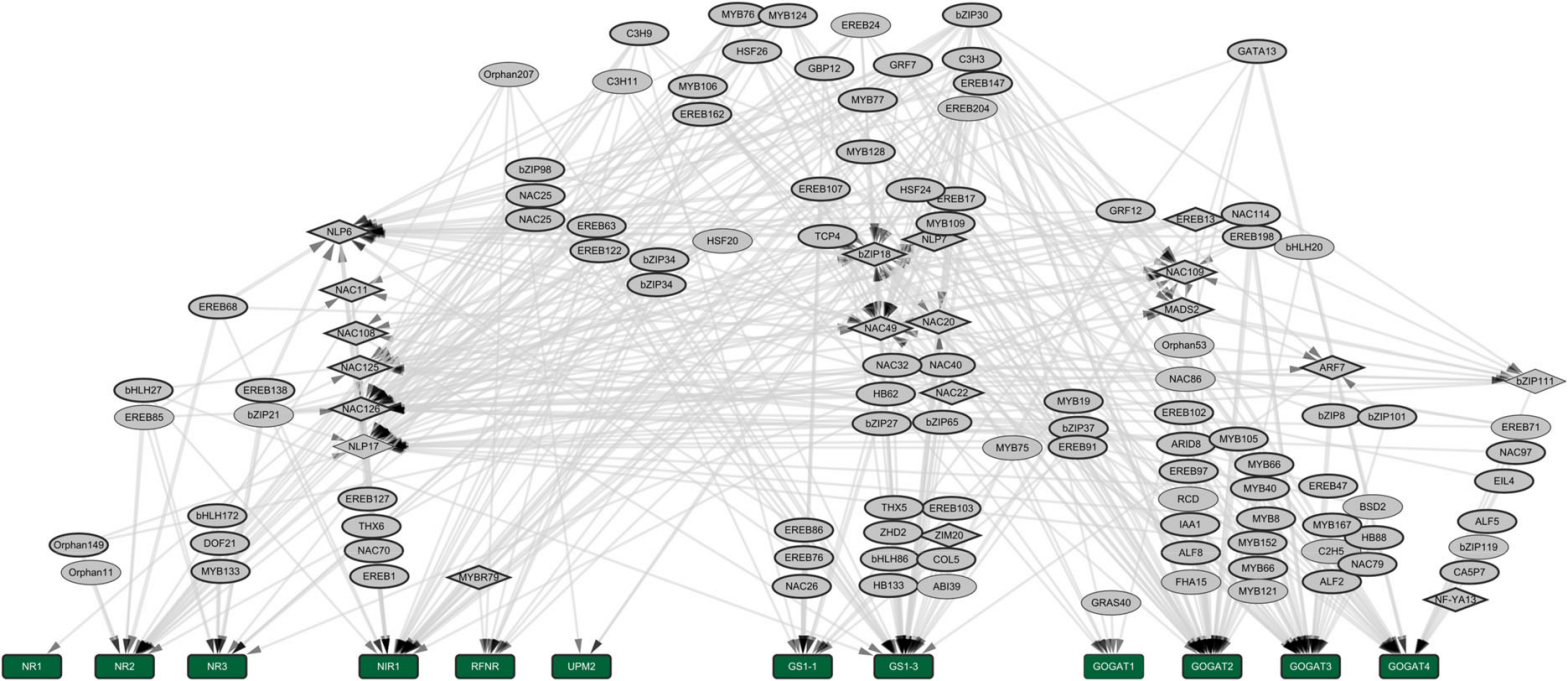
Transcriptional regulatory network of nitrogen assimilation genes. Network visualization of transcription factors (TFs, gray nodes) predicted to regulate key genes in the nitrogen assimilation pathway (green nodes). Nitrogen reductase genes (NR1, NR2, and NR3), nitrite reductase (NIR1), glutamine synthetases (GS1‐1 and GS1‐3), glutamate synthases (GOGAT1, GOGAT2, GOGAT3, and GOGAT4), and the uroporphyrinogen methyltransferase (UPM2) are shown as central target nodes. Directed edges represent regulatory interactions predicted from gene expression data and/or motif enrichment analysis, with arrowheads pointing toward the putative target gene. Node size is proportional to connectivity (number of predicted interactions), and edge thickness reflects interaction confidence. For the entire projected sorghum gene regulatory network, see Figure S8.

**Figure 7:**
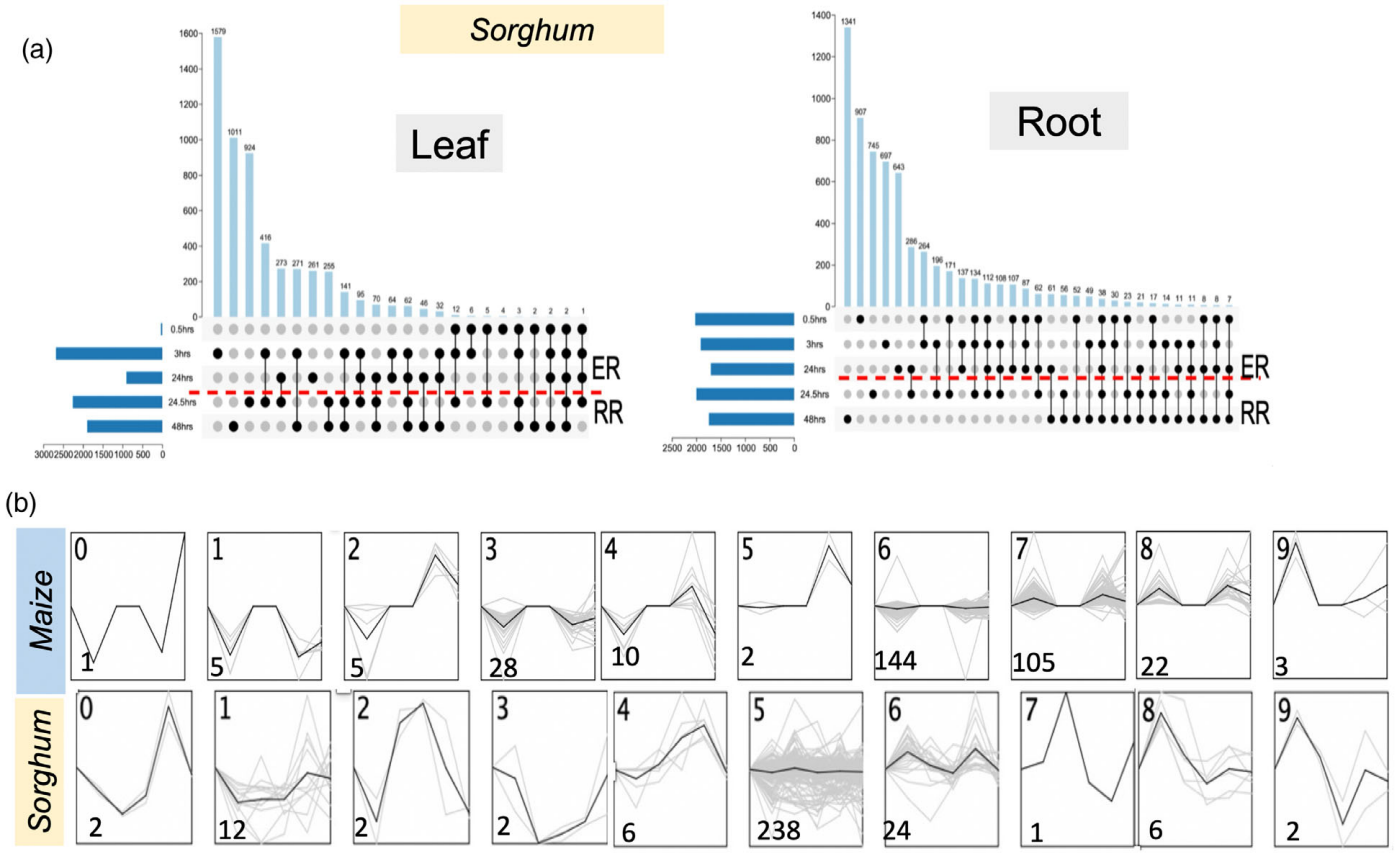
Spatiotemporal transcriptomic dynamics in maize and sorghum under varying nitrogen conditions. (a) UpSet plots depict the number of differentially expressed genes patterns in 0.5, 3, and 24 h under limiting nitrogen and at 24.5 and 48 h time points after recovery patterns in leaves and roots in sorghum. (b) Genes within the nitrogen uptake efficiency gene regulatory network were categorized into 10 clusters based on expression dynamics in maize and sorghum roots. Gray lines represent individual gene expression trajectories, while black lines serve as the representative expression profile for each cluster.

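The changes between successive nutrient solutions were also counted directly. Against 24 h, the return of nitrate gave 60 DEGs in leaf at 24.5 h (25 higher and 35 lower), 326 in lateral root (286 higher and 40 lower) and 882 in primary root (660 higher and 222 lower). Leaving out the library labelled leaf 24.5 h replicate 2 left 8 DEGs in leaf, and leaving out primary root 24.5 h replicate 1 gave 1521 in primary root. The lateral root count was 845 without the library labelled lateral root 0 h replicate 1, which widens the spread shared by all groups in the fit. The lower count in lateral root than in primary root therefore does not show a weaker response there. The share of higher genes depends on the scaling of TPM between libraries. At 3 h, 68.2% of the leaf DEGs were higher as deposited and 54.3% after median-of-ratios scaling, which lowered the median log2 fold change of all leaf genes by 0.15. The largest rise in leaf at 3 h was that of SORBI_3003G191000, from 1.55 ± 0.499 to 1055 ± 235 TPM (mean ± SD, n = 3), a log2 fold change of 8.69 (SE 1.35, adjusted p = 0.00039 from limma with Benjamini-Hochberg adjustment). The largest fall was that of SORBI_3003G149100, from 342 ± 54.6 to 18.9 ± 3.11 TPM, a log2 fold change of -4.11 (SE 0.27, limma adjusted p = 1.2e-07). SORBI_3002G384400 rose by 6.91 on the log2 scale. ENSRNA049483594 fell by 3.93, from 135 ± 222 TPM at 0 h to 0.785 ± 0.337 TPM, and its change was -5.14 without the library labelled leaf 0 h replicate 1 and -2.0 without 0 h replicate 2, where it was no longer called. In lateral root at 24.5 h, the nitrate transporter genes SORBI_3004G009400 (NRT2) and SORBI_3004G009500 (NRT1) rose most, by 7.43 and 6.42 on the log2 scale, and by 6.54 and 4.84 without the library labelled lateral root 0 h replicate 1. They carry neighbouring IDs and belong to 1 family, and the TPM do not show how reads shared between them were assigned. The largest falls, those of SORBI_3002G403600 (HAD2) and SORBI_3004G214900, were of -5.27 and -4.88. Without the same library, the change of HAD2 was -3.87 and that of SORBI_3004G214900 was -3.69. In primary root at 0.5 h, SORBI_3009G154200 and SORBI_3009G036100 rose by 4.52 and 4.40 and SORBI_3007G067350 and SORBI_3007G066932 changed by -4.67 and -4.56, with adjusted p of 0.0023, 0.00054, 8.1e-06 and 8.2e-06 (limma with Benjamini-Hochberg adjustment). The size of both rises depends on the libraries at 0 h, where SORBI_3009G154200 averaged 3.54 ± 5.12 TPM and SORBI_3009G036100 84.8 ± 116 TPM. With single libraries left out they ranged from 4.03 to 5.43 and from 3.51 to 5.61, and both stayed called. Genes given by ID alone were not matched to names here.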

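Of the genes in the spNUEGRN of Table S12, 255 passed the expression filter in leaf, 298 in lateral root and 300 in primary root. In leaf, 30 of them were differentially expressed at 3 h (12 higher and 18 lower), 13 at 24 h, 21 at 24.5 h and 37 at 48 h. Adjusted over the list alone, the leaf counts were 32, 14, 22 and 37. None passed in leaf at 0.5 h, where 15 had an unadjusted p under 0.05. At 3 h the network genes passed in 11.8% of cases in leaf, against 8.12% of all leaf genes tested. In primary root, 43 network genes were differentially expressed at 0.5 h (25 higher and 18 lower), 29 at 3 h, 33 at 24 h, 35 at 24.5 h and 28 at 48 h. Adjusted over the list alone, there were 45, 29, 35, 37 and 32. In lateral root the counts were 56, 35, 44, 76 and 25, or 77, 44, 51, 84 and 27 adjusted over the list alone. Leaving out the library labelled lateral root 0 h replicate 3 moved them most, for instance to 109 at 0.5 h and 88 at 48 h. The paper's Table S15 lists 46 DEGs for leaf at 3 h, 29 of which passed here, and 50 for root at 0.5 h, 36 of which passed in primary root and 29 in lateral root. All calls shared with Table S15, at each time point and in each tissue, had the direction given there. This does not hold for all root genes listed there when those not called here are counted too. In lateral root, 41 of 49 tested genes had the listed direction at 0.5 h and 20 of 39 at 48 h. In primary root 49 of 49 and 40 of 40 did.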

The expression data were overlaid onto the network (Table S15) to assess if the expression patterns indicate putative conservation between the maize GRNs and the projected sorghum network. Gene expression data of maize and sorghum were then clustered into 10 distinct groups according to temporal profiles of the nodes within both the maize and sorghum networks (Figure 7b). Within the leaf data, it was revealed that N availability influenced expression trends in Clusters 0, 1, 2, and 5; specifically, a marked decrease in expression was observed between 0.5 and 3 h of N deprivation in both maize and sorghum (Table S16a,b). 

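Table S16 assigns 1 leaf gene to cluster 0, 1 to cluster 1, 5 to cluster 2 and 12 to cluster 5, as grouped by the authors on these same samples. Between 0.5 and 3 h of deprivation, the mean log2(TPM + 1) of the genes changed from 14.1 ± 0.0852 to 13.3 ± 0.151 (SD, n = 3 libraries) in cluster 0, a difference of -0.75. The differences were -0.69 in cluster 1, -1.40 in cluster 2 and -1.10 in cluster 5. In each of these clusters every gene was lower at 3 h, and every library at 3 h lay below every library at 0.5 h (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Averaging TPM in place of its logarithm moved cluster 2 most, to -0.47 on the log2 scale. Leaving out single libraries kept the difference of cluster 5 between -1.35 and -0.90. From Table S16 the paper states that N availability influenced the expression of these clusters.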

In maize, clusters 0, 1, 2, 3, and 5 demonstrated an initial decline in gene expression at the 0.5 h time point under N‐limiting conditions, followed by a further decrease at the 24‐h time point for root datasets (Figure 7c; Figure S9; Table S16c). In contrast, clusters 6, 8, and 9, in roots for maize showed opposing expression trends under 0.5 and 24 h suggesting initial responses to N deprivation are varied, but general trends emerge over time (Figure 7b). Notably, Clusters 0, 1, 2, and 5 in sorghum for roots showed patterns similar to those in maize, with an initial increase in gene expression under N‐limiting conditions (Table S16d). Despite these variations, no clusters favored specific N processes or TFs.

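The root clusters of Table S16 were evaluated in primary root, whose mean TPM match those listed in the table at 0, 0.5, 3 and 24 h. Between 0 and 0.5 h, the mean log2(TPM + 1) changed by -0.82 in cluster 0 (2 genes), by -1.25 in cluster 1 (12 genes) and by -0.53 in cluster 2 (2 genes). In these clusters every library at 0.5 h lay below every library at 0 h (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). Cluster 5 holds 238 genes, of which 148 (62.2%) were lower at 0.5 h. Its mean changed by -0.10 (two-sided exact permutation test, p = 0.7), and by 0.02 without the library labelled primary root 0 h replicate 1. Averaging TPM gave -0.99 for cluster 1.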

Using these data, we integrated Gini correlation analyses for maize and sorghum to gain insights into gene regulation patterns and TF interactions within the mNUEGRN and spNUEGRN networks. 

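Gini correlations were computed here for the 1596 edges of Table S12 from TPM across the 21 libraries of each tissue. Of both directions of the statistic, which rank either the TF or the target, the value with the larger absolute size was kept. A correlation above 0.5 or below -0.5 counts as past the paper's threshold. Values based on 100000 permutations per edge gave each p, with Benjamini-Hochberg adjustment over the edges. In leaf, 240 edges were positive and 122 negative past the threshold, and 51 edges had an adjusted p under 0.05. Primary root had 254 positive and 160 negative edges, with 110 at an adjusted p under 0.05, and lateral root had 247 and 279, with 155. Leaving out the library labelled lateral root 0 h replicate 1, an alternative chosen after seeing the data, gave 223 and 212 in lateral root. When the libraries were permuted independently for each gene, a median of 137 leaf edges, 155 primary root edges and 160 lateral root edges still passed the threshold, and the highest numbers in 1000 permutations were 176, 184 and 199. Permutation also removes changes over time that many genes share, so an excess over these numbers need not be specific to the network. Computing the correlation on the means of the 7 groups raised the counts of leaf and primary root most, to 706 and 820 edges. With Spearman's rho in place of the Gini correlation there were 179 and 210.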

Given the extensive expression of N assimilation genes in maize, we began by examining these patterns in sorghum. In sorghum leaves, most nitrate reductase genes showed fewer correlated interactions, except for NR2, which demonstrated a negative correlation with NAC25. In contrast to maize, where bZIP34 interacts with GS1‐3 with a positive correlation, sorghum showed a negative correlation for this interaction. Additionally, glutamine synthesis‐related genes exhibited more differential expression in sorghum than in maize. 

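Table S12 gives NR1 (SORBI_3007G153900) 1 regulating edge, NR2 (SORBI_3004G312500) 19 and NR3 (SORBI_3004G196101) 12. In leaf the edge of NR1 had a Gini correlation of 0.227 and none of the edges of NR3 passed the threshold. NR3 averaged 0.212 ± 0.106 TPM in leaf at 0 h (SD, n = 3) and was below the expression filter. NR2 had 2 edges past the threshold, both negative and both from genes named NAC25. For NAC25b (SORBI_3008G021800) and NR2, the Gini correlation was -0.513 (permutation p = 0.061, adjusted p = 0.30 with Benjamini-Hochberg adjustment over the 1596 edges). Pearson's r was -0.349 (permutation p = 0.12) and Spearman's rho -0.426 (permutation p = 0.056) across 21 libraries. Without both libraries farthest from the median of NAC25b, r was -0.450. For NAC25a (SORBI_3005G018500) and NR2, the Gini correlation was -0.501 (permutation p = 0.095, adjusted p = 0.38), with r of -0.334 (permutation p = 0.14), rho of -0.428 (permutation p = 0.054) and r of -0.379 without both farthest libraries. NAC25a is listed at 0 TPM in 15 of the 21 leaf libraries. Tied values were ranked in column order, so its Gini correlation with NR2 can depend on that order. Without the libraries of replicate 2, this correlation was 0.248, and without replicate 2 that of NAC25b was -0.460. With single libraries left out, an alternative chosen after seeing the data, that of NAC25b ranged from -0.620 (without 48 h replicate 3) to -0.376 (without 48 h control replicate 1).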

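Table S12 lists 2 sorghum genes as bZIP34 with an edge to GS1-3 (SORBI_3004G247000). In leaf, bZIP34b (SORBI_3009G137100, mean of 19.5 TPM) and GS1-3 (mean of 924 TPM) had a Gini correlation of -0.574 (permutation p = 0.022, adjusted p = 0.18 with Benjamini-Hochberg adjustment over the 1596 edges). Pearson's r was -0.553 (permutation p = 0.0083) and Spearman's rho -0.464 (permutation p = 0.036) across the 21 leaf libraries, and r was -0.472 without both libraries farthest from the median of bZIP34b. When single libraries were left out, an alternative chosen after seeing the data, the Gini correlation stayed past the threshold and reached -0.677. The Gini correlation of bZIP34b to GS1-3 was under the threshold after median-of-ratios scaling (-0.406) and without the control libraries (-0.479). For bZIP34a (SORBI_3004G200866), listed at 0 TPM in 10 leaf libraries, it was -0.0946 (permutation p = 0.83), with r of -0.0771 (permutation p = 0.74), rho of -0.0749 (permutation p = 0.75) and r of -0.173 without both farthest libraries. It changed to 0.251 without the libraries of replicate 1. The tied values of bZIP34a were likewise ranked in column order.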

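Of the glutamine synthetase and glutamate synthase genes that Table S15 names, 6 of 8 passed the expression filter in leaf. GOGAT1 (SORBI_3002G402700) fell in leaf from 658 ± 82.0 TPM at 0 h to 192 ± 38.0 TPM at 3 h (SD, n = 3), a log2 fold change of -1.78 (SE 0.20, adjusted p = 2.8e-05 from limma with Benjamini-Hochberg adjustment), between -1.90 and -1.61 with single libraries left out. At 24.5 h it was lower than at 0 h by a log2 fold change of -1.19 (SE 0.20, limma adjusted p = 0.0013). GS1-1 (SORBI_3001G451500) changed in leaf at 3 h by -1.03 (SE 0.27, limma adjusted p = 0.015). Without 3 h replicate 3 the change was -0.93 and was no longer called. GS1-3 and the 3 genes named GOGAT2 were not differentially expressed in leaf at any of the 5 time points. In primary root, GS1-1 alone of the 7 genes tested passed, with log2 fold changes of -2.12 at 3 h, -1.98 at 24 h, -1.36 at 24.5 h and -2.04 at 48 h. GOGAT1 was also called in lateral root at 3, 24, 24.5 and 48 h and GS1-3 at 24 h, in comparisons that include the library labelled lateral root 0 h replicate 1.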

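In primary root at 3 h, NR1 averaged 40.5 ± 2.15 TPM against 130 ± 11.2 TPM at 0 h (SD, n = 3), a log2 fold change of -1.66 (SE 0.18, adjusted p = 2.3e-05 from limma with Benjamini-Hochberg adjustment). NIR1 (SORBI_3004G309300) averaged 99.9 ± 12.3 against 545 ± 77.3 TPM, a change of -2.43 (SE 0.17, limma adjusted p = 4.9e-07). With each library left out in turn, the change of NR1 stayed between -1.70 and -1.59 and that of NIR1 between -2.54 and -2.34. NR2 averaged 68.0 ± 21.9 against 155 ± 48.3 TPM, a change of -1.18 (SE 0.35, limma adjusted p = 0.034). The call of NR2 was lost in 4 of the 6 fits without a single library, with a change of -0.92 without 3 h replicate 1. NR3 averaged 0.261 ± 0.0987 TPM at 0 h and was not tested. NR2 was lower already at 0.5 h, at 30.4 ± 12.7 TPM, a log2 fold change of -2.34 (SE 0.35, limma adjusted p = 0.0003), and NIR1 at 265 ± 57.8 TPM, a change of -1.05 (SE 0.17, adjusted p = 0.00071). After median-of-ratios scaling the change of NIR1 at 0.5 h was -0.96, which is not past the fold threshold. The change of NR1 at 0.5 h was -0.70 (SE 0.18, limma adjusted p = 0.016). From these genes the paper states that the downregulation resembles the pattern in maize with timing differences.

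**Figure D2:**
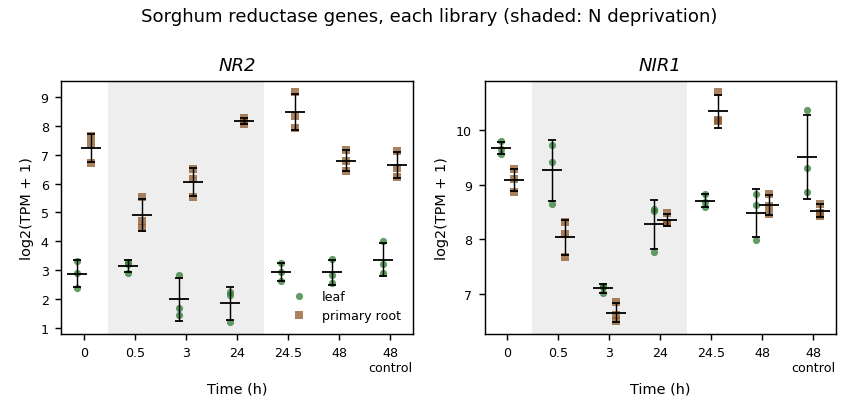
Expression of NR2 and NIR1 as log2(TPM + 1) (vertical axis) at each time in h (horizontal axis) in leaf and primary root. Points are libraries, bars are the mean ± SD of 3 libraries, and shading marks N deprivation; NIR1 at 3 h lies below 0 h in every library of either tissue.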

In primary roots, we observed a consistent downregulation of both nitrate and nitrite reductase at the 3‐h time point under N deprivation, like patterns in maize but with timing differences. While both sorghum and maize showed mixed positive and negative correlations for nitrate reductase genes NR2 and NR3, some correlations diverged between species. For instance, in sorghum SbbZIP81, an ortholog of maize ZmbZIP18, was downregulated at the 0.5‐ and 3‐h time points during N deprivation and again at the 24.5‐h recovery phase, showing a negative correlation (Table S17), whereas maize ZmbZIP18 was not responsive to the N treatments but still functioned as a network hub. Additionally, SbOrphan207 in sorghum exhibited a species‐specific N response, with significant downregulation in primary roots at 0.5 h, contrasting with its upregulation in maize. 

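In primary root, 5 of the 19 edges to NR2 passed the Gini threshold, 1 positive and 4 negative, with values from -0.662 to 0.668. Of the 12 edges to NR3, 6 passed, 2 positive and 4 negative, with values from -0.774 to 0.840. None of the edges to NR2 or NR3 had an adjusted p under 0.05 by permutation, with Benjamini-Hochberg adjustment over all edges. NR3 averaged under 1 TPM in primary root at every other time point and 1.87 ± 1.70 TPM (SD, n = 3) at 24.5 h.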

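The gene that Table S12 lists as bZIP18 (SORBI_3009G237600), the paper's SbbZIP81, averaged 9.75 ± 2.4 TPM (SD, n = 3) in primary root at 0 h and 35.9 ± 4.98 TPM at 0.5 h. The log2 fold change was 1.79 (SE 0.29, adjusted p = 0.00064 from limma with Benjamini-Hochberg adjustment), every library at 0.5 h was above every library at 0 h, and the change stayed between 1.65 and 1.96 with single libraries left out. At 3 h it averaged 20.2 ± 6.55 TPM, a change of 0.96 (SE 0.29, limma adjusted p = 0.037), and at 24.5 h 20.1 ± 4.72 TPM, a change of 0.97 (SE 0.29, adjusted p = 0.034). Both changes stayed just under the fold threshold, and both passed it with a pseudocount of 0.1, at 1.03. In lateral root the gene also rose at 0.5 h, by 1.84 on the log2 scale, and by 1.28 without the library labelled lateral root 0 h replicate 1. Across the 21 primary root libraries, the Gini correlation of bZIP18 and NR2 was -0.636 (permutation p = 0.0070, adjusted p = 0.077). Pearson's r was -0.324 (permutation p = 0.15) and Spearman's rho -0.565 (permutation p = 0.0090). Without both libraries farthest from the median of bZIP18, which are both from 0.5 h, r was -0.142, so that the linear relation rests on them.

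**Figure D3:**
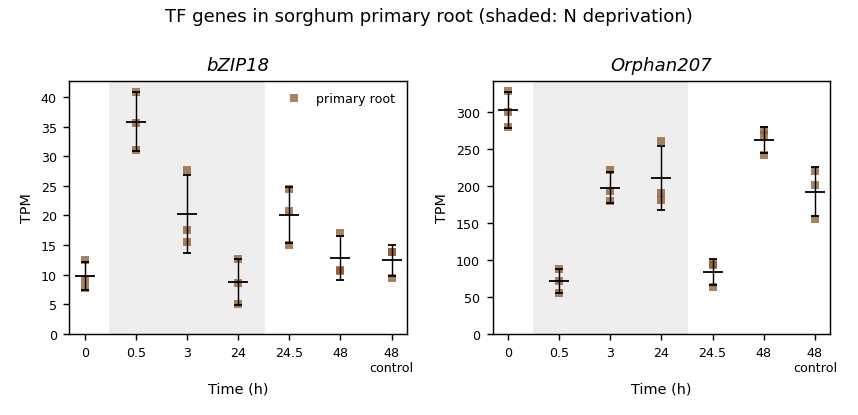
Expression of bZIP18 and Orphan207 in TPM (vertical axes) at each time in h (horizontal axis) in primary root. Points are libraries, bars are the mean ± SD of 3 libraries, and shading marks N deprivation; at 0.5 h bZIP18 averages 35.9 TPM and Orphan207 71.0 TPM.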

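Orphan207 (SORBI_3001G218400) averaged 303 ± 24.3 TPM (SD, n = 3) in primary root at 0 h and 71.0 ± 16.5 TPM at 0.5 h, a log2 fold change of -2.10 (SE 0.19, adjusted p = 2.2e-06 from limma with Benjamini-Hochberg adjustment). With each library left out in turn the change stayed between -2.27 and -1.93. At 3 h the change was -0.61 (SE 0.19, limma adjusted p = 0.039), under the fold threshold. At 24.5 h the gene averaged 83.8 ± 17.5 TPM, a change of -1.86 (SE 0.19, limma adjusted p = 1.2e-05) against 0 h and of -1.32 against 24 h. The paper contrasts this downregulation with the behaviour of the gene in maize, which was not analysed here.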

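As a regulator, Orphan207 has 12 edges in Table S12. In leaf, 2 of them had a Gini correlation past the threshold, both positive, and neither had an adjusted p under 0.05 by permutation. In primary root 2 passed, both negative and both with an adjusted p under 0.05 by permutation with Benjamini-Hochberg adjustment over the 1596 edges, and the lowest value was -0.733.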

In maize, Orphan207 interaction held significance as a regulator, while in sorghum, this was not the case.

However, within the sorghum network, we found that N transporters were more significant than in maize with interactions from NLP17 (SbNLP2), which are then modulated by HSF20 with a positive correlation. 

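NLP17 (SORBI_3002G287400, the paper's SbNLP2) averaged 19.7 ± 1.39 TPM (SD, n = 3) in primary root at 0 h, 5.19 ± 1.07 TPM at 0.5 h and 31.5 ± 2.4 TPM at 24 h. Its log2 fold change was -1.75 (SE 0.19, adjusted p = 1.7e-05 from limma with Benjamini-Hochberg adjustment) at 0.5 h and 0.65 (SE 0.19, adjusted p = 0.039) at 24 h. HSF20 (SORBI_3006G182800) fell from 3.05 ± 0.468 to 0.581 ± 0.0911 TPM at 0.5 h and averaged 9.78 ± 5.60 TPM at 24.5 h. Its changes of -1.35 and 1.28 had limma adjusted p of 0.029 and 0.033, and each call was lost in 5 of the 6 fits without a single library. As a regulator NLP17 has 5 edges, of which 2 passed the Gini threshold in primary root, those to NRT1 (SORBI_3004G009500) and NRT2 (SORBI_3004G009400). In leaf or primary root, 16 relations between genes that the paper names were examined, not all of which it names as pairs, with p adjusted over the 1596 edges. For NLP17 and NRT1 the Gini correlation was 0.602 (permutation p = 0.021, adjusted p = 0.14), Pearson's r 0.408 (permutation p = 0.065) and Spearman's rho 0.573 (permutation p = 0.0077), with r of 0.403 without both farthest libraries. For NLP17 and NRT2 it was 0.548 (permutation p = 0.053, adjusted p = 0.24), with r of 0.295 (permutation p = 0.19), rho of 0.518 (permutation p = 0.017) and r of 0.291 without both farthest libraries. For HSF20 and NLP17 it was 0.599 (permutation p = 0.019, adjusted p = 0.14), with r of 0.362 (permutation p = 0.11), rho of 0.592 (permutation p = 0.0054) and r of 0.690 without both farthest libraries. HSF20 had 9 edges, of which 4 passed in primary root, all positive. For HSF20 and NRT1 it was 0.788 (permutation p = 0.0010, adjusted p = 0.025), with r of 0.792 (permutation p = 0.00018) and rho of 0.640 (permutation p = 0.0022). Without 24.5 h replicates 1 and 3, the libraries farthest from the median of HSF20, r was 0.463. The values of NRT1 and NRT2 are uncertain between each other, as they are neighbouring genes of 1 family.

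**Figure D4:**
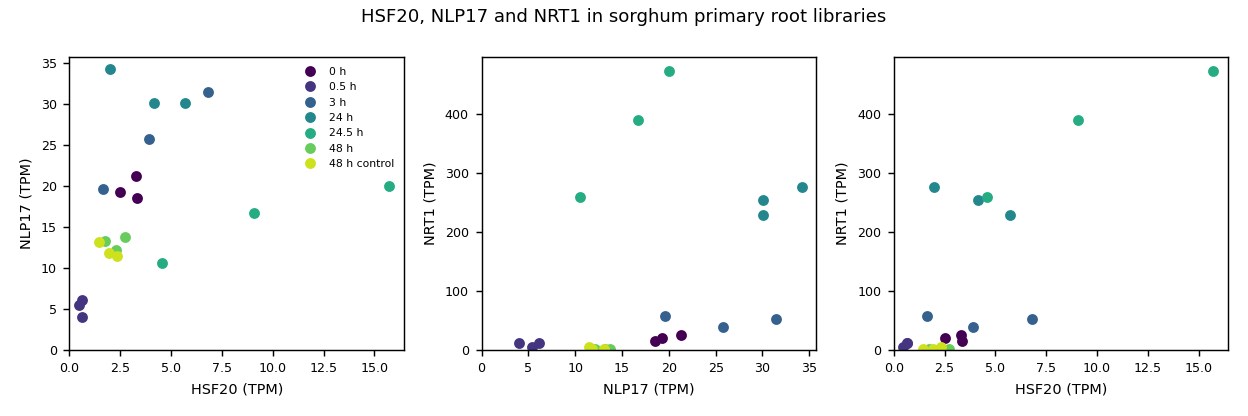
Expression of HSF20, NLP17 and NRT1 in TPM against each other in the primary root libraries, with the genes named on the axes of each panel. Each point is 1 library, coloured by time point; the relation of HSF20 and NRT1 has an r of 0.792 over 21 libraries.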

Similar to the maize network, we analyzed FFLs for the sorghum network, and we found a total of 638 FFLs (Table S18). 

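Enumerating the loops in the edges of Table S12, in which a first TF regulates a second TF and both regulate a target, gave 638 FFLs. All 3 Gini correlations passed the threshold in 9 FFLs in leaf, 29 in primary root and 47 in lateral root. When libraries were permuted independently for each gene, the median number was 0 in leaf, 1 in primary root and 1 in lateral root, the highest number in 1000 permutations was 6, 7 and 11, and no permutation reached the observed number (permutation p = 0.001, the smallest these permutations can give). Such permutation removes every relation between genes and treats libraries of the same time point as independent. Changes over time shared by many genes can exceed it too. The p therefore does not compare these loops with other sets of 3 genes. The count rose most when the correlations were computed on the means of the 7 groups, to 51 in leaf, 85 in primary root and 101 in lateral root. It fell most at a threshold of 0.6 in leaf and primary root, to 2 and 9, and with Pearson's r in lateral root, to 9. Without 3 h replicate 1 there were 6 FFLs in leaf. Leaving out all libraries of replicate 2 gave 35 in leaf, and leaving out those of replicate 3 gave 71 in primary root.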

Among those 638 FFLs, we found 9 significant FFLs for the leaf data and 26 for the root data based on Gini correlation (Figure S10). 

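In primary root, NLP17 is the second TF of 2 FFLs past the threshold with HSF20 as the first TF, and their targets are NRT1 and NRT2. The edge from HSF20 to NRT2 had a Gini correlation of 0.793 (permutation p = 0.0016, adjusted p = 0.032 with Benjamini-Hochberg adjustment over the 1596 edges). Pearson's r was 0.804 (permutation p = 0.0003) and Spearman's rho 0.632 (permutation p = 0.0025) across 21 libraries, and r was 0.391 without both libraries farthest from the median of HSF20. All 3 correlations of each loop were positive, which makes both loops coherent type 1 (c1). Loops past the threshold are coherent almost by construction, so only the signs of the single correlations bear on the type. Without the libraries of replicate 1, the correlation of NLP17 and NRT2 was 0.487, under the threshold. With Pearson's r in place of the Gini correlation neither loop passed, as r was 0.362 for HSF20 and NLP17. Both loops remained past the threshold in all 21 fits that each left out a single library, an alternative chosen after seeing the data.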

The interaction of SbNLP2 (ZmNLP17) was found to exhibit incoherent type 1 (i1) FFLs with HSF20 and NRT2.2 in the primary root (Figure 8). Further analysis of the FFL motifs within our sorghum datasets revealed unique evidence for regulatory rewiring of the SbbZIP81 as compared to its ortholog, ZmBZIP18, in maize. Traditionally, FFLs involved a TF regulating both a secondary TF and a downstream target gene. However, in sorghum, SbbZIP81 exhibited significant interactions that were more of a TF‐TF centric regulatory motif which deviates from what is seen in traditional FFLs. This deviation from traditional FFLs points to a reorganization of the transcriptional network within sorghum during N deprivation and N recovery. 

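The paper's SbbZIP81 (bZIP18) takes part in 7 of the 9 FFLs past the threshold in leaf and in 16 of the 29 in primary root. In leaf it is the second TF in 6 of them and the first in 1, and in primary root it is the second TF in 15 and the first in 1. In primary root the target is itself a TF in 7 of the 16 loops, and in 4 of these the target is NLP17. By type, 6 of the 16 are c1, 3 are c2, 5 are c3 and 2 are c4. As a regulator, bZIP18 has 47 edges, of which 7 positive and 8 negative ones passed the threshold in primary root, its own edge to itself included. For the edge to NLP17 in primary root, the Gini correlation was -0.637 (permutation p = 0.0053, adjusted p = 0.064 with Benjamini-Hochberg adjustment over the 1596 edges), with r of -0.594 (permutation p = 0.0042), rho of -0.495 (permutation p = 0.024) and r of -0.401 without both farthest libraries. From these motifs the paper proposes a reorganization of the transcriptional network in sorghum.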

While maize ZmbZIP18 also appears to participate in similar FFL motif structures, the regulatory shifts in sorghum are more pronounced. These differences suggest a possible species‐specific adaptation in the regulatory architecture of bZIP18 and related transcriptional regulators though additional evidence including functional validation of key TF‐Target interactions and broader sampling across grass species would be needed to establish evolutionary trajectories with confidence. Together, the data suggest that although some core interactions are conserved, the regulatory roles diverge between maize and sorghum possibly reflecting lineage‐specific responses to environmental or developmental cues.

**Figure 8:**
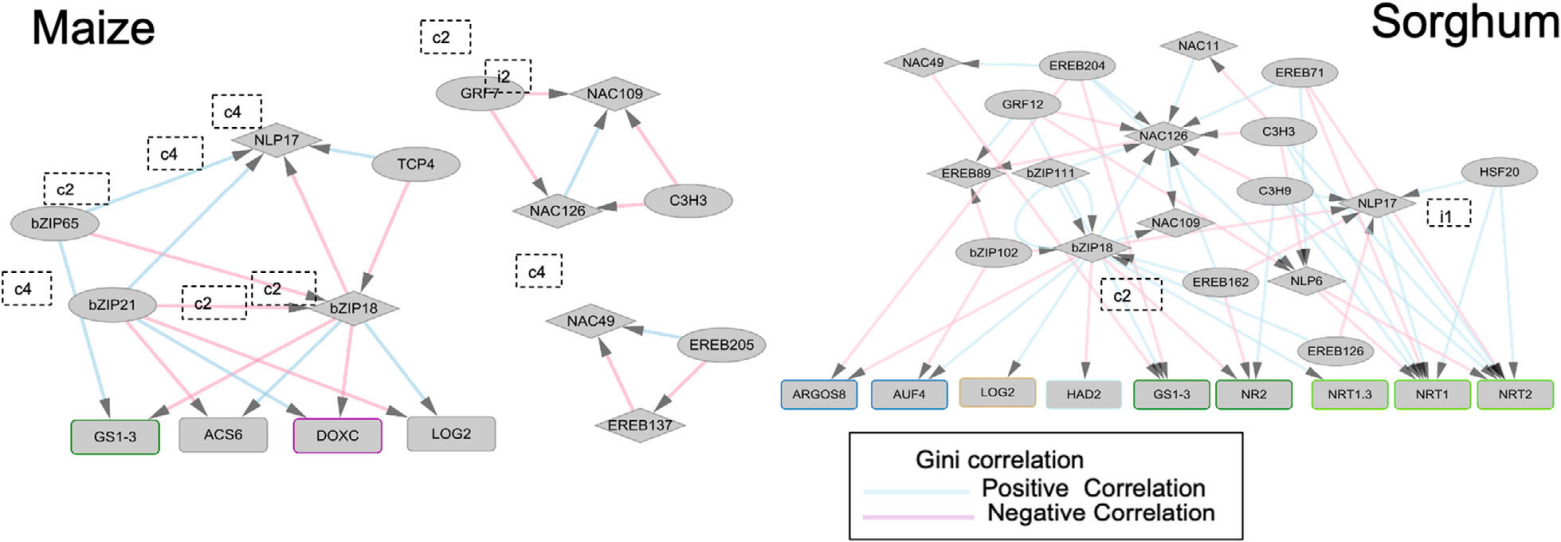
Feed‐forward loops in the transcriptional response to nitrogen stress in both maize and sorghum roots. Positive Gini correlations are represented in blue, and negative interactions are shown in pink.

## DISCUSSION

Our study presents a comprehensive comparative analysis of the GRNs governing N metabolism in Arabidopsis, maize, and sorghum. These results not only deepen our understanding of the conserved and species‐specific regulatory elements in plant N metabolism but also offer valuable insights for future research. One of the most striking findings is the significant evolutionary conservation of specific key components and interactions within the GRNs across these species as measured by eY1H interactions and transcriptome profiling. Notably, the conservation of N assimilation pathway regulation by specific TFs such as bZIP family members, emphasizes the likely fundamental importance of these elements. This suggests that the primary architecture for N metabolism may have been established early in plant evolution and conserved across lineages, as previously proposed (Valverde et al., 2018). However, experimental validation is essential to confirm the functional significance of the identified regulatory interactions found in this research. Utilizing mutagenized lines, techniques such as chromatin immunoprecipitation (ChIP) or other heterologous assays can provide *in planta* validation for the elucidated networks.

### Distinct temporal responses to N deprivation and recovery

The close relationship between plant development and N availability, a key nutrient for plant growth, is well documented (Yousuf et al., 2022). Numerous studies have investigated plant responses to N availability, mapping essential genes and pathways involved in this complex process (Bi et al., 2007; Vidal et al., 2020). However, our study emphasizes the temporal dynamics of these responses, particularly during sudden changes in N availability in pathways such as N assimilation and transport, which appear more intricate than previously understood for maize and sorghum under early response to N deprivation. 

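The withdrawal of nitrate (0.5 h against 0 h) and its return (24.5 h against 24 h) were compared within sorghum, as both follow a change of nitrate by 0.5 h and share no library. In primary root, 267 genes were differentially expressed in both comparisons, of which 238 moved the same way (158 up and 80 down) and 29 in opposite directions. In lateral root there were 188 such genes, 184 of them moving the same way and 4 in opposite directions. Among 100 regroupings of the libraries, the real one included, no other gave as many genes in both, and the largest other numbers were 39 in primary root and 1 in lateral root. Other splits of the libraries gave a median of 0 DEGs in each of these comparisons, which left few genes to share. The regrouped counts therefore do not test whether genes moved the same way. Over all genes tested, whether called or not, the correlation of both changes was less extreme. It was 0.400 in primary root, where 7 of the 100 regroupings gave one as large in size, 0.279 in lateral root (3 of 100) and 0.252 in leaf (28 of 100). With the adjusted p alone, 512 genes moved the same way in primary root. The number moving the same way in lateral root was 423 without the library labelled lateral root 0 h replicate 1. In leaf 0 genes were differentially expressed in both. In primary root, bZIP18 and Orphan207 moved the same way both times, with log2 fold changes of 1.79 and -2.10 at the withdrawal and of 1.17 and -1.32 at the return. The call of bZIP18 at the return was lost in 3 of the 6 fits without a single library, with 0.86 without 24 h replicate 3, and that of Orphan207 in none. NIR1 and G6PD1 (SORBI_3006G030800) moved in opposite directions, with changes of -1.05 and -1.31 at the withdrawal and of 1.99 and 2.35 at the return. The call of NIR1 at the withdrawal was lost in 2 of the 6 fits without a single library. NR1 changed by -0.70 at the withdrawal, where it was not called, and by 1.36 at the return.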

Maize and sorghum, both staple crops of substantial agronomic importance, exhibited rapid and extensive transcriptional reprogramming within just 0.5 h of N deprivation, emphasizing their evolutionary adaptation to fluctuating environments. Notably, while nitrate assimilation genes in both species showed broadly similar trends, we observed species and tissue‐specific differences in timing. For instance, we observed that leaf responses were more consistent, whereas root responses fluctuated and, in some cases, transitioned from downregulation to upregulation at later time points. These species‐specific differences also extend to N transporters and carbon metabolism. 

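In leaf NIR1 averaged 816 ± 67.5 TPM at 0 h and 136 ± 7.05 TPM at 3 h (SD, n = 3), a log2 fold change of -2.58 (SE 0.33, adjusted p = 9e-05 from limma with Benjamini-Hochberg adjustment). It remained lower at 24 h (317 ± 88.8 TPM, -1.40, limma adjusted p = 0.018), at 24.5 h (417 ± 36.0 TPM, -0.97, adjusted p = 0.066) and at 48 h (367 ± 102 TPM, -1.19, adjusted p = 0.025). The call at 24 h was lost in 4 and that at 48 h in 5 of the 6 fits without a single library, whereas the change at 3 h stayed between -2.63 and -2.51. In primary root NIR1 changed by -0.73 at 24 h and was higher at 24.5 h, at 1318 ± 291 TPM, a change of 1.26 (SE 0.17, limma adjusted p = 0.00014). The difference between both tissues in this change was tested as an interaction in limma and was -2.23 (SE 0.38, adjusted p = 0.00035). NR2 in primary root averaged 379 ± 170 TPM at 24.5 h, a change of 1.24 (limma adjusted p = 0.024) that was lost in 3 of the 6 fits without a single library. NR1 averaged 264 ± 39.6 TPM, a change of 1.01 (limma adjusted p = 0.0014) that was lost in 4 such fits. In leaf, NR1 changed by -0.96 (SE 0.38, limma adjusted p = 0.095) at 3 h and NR2 by -0.88 (adjusted p = 0.12), and neither was called.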

In maize, transporters such as NRT1.1, NRT1.3, AMT1.3, and AMT2.3 in leaves were repressed at early time points of N deprivation but rebounded strongly during recovery, indicating active reestablishment of nitrate flux. Carbon‐related enzymes such as PEPC and PGM also reset rapidly in maize leaves following N recovery. However, maize roots exhibited more upregulation during N recovery, suggesting tissue‐specific prioritization of recovery. In contrast, sorghum displayed a slower and more variable recovery in leaves for N transporters. 

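Of the 15 N transporter genes that Table S15 names, 13 passed the expression filter in leaf, and NRT1 and NPF4.9 did not. None of them was differentially expressed in leaf at 0.5, 24 or 24.5 h, and 1 was at 3 h. AMT2.3 (SORBI_3004G173200) rose at 3 h from 0.346 ± 0.433 to 4.99 ± 0.849 TPM (SD, n = 3), a log2 fold change of 2.19 (SE 0.43, adjusted p = 0.0025 from limma with Benjamini-Hochberg adjustment). At 48 h, NPF4.7 (SORBI_3005G090600) was higher than at 0 h, with 21.4 ± 6.4 against 7.28 ± 2.95 TPM, a change of 1.45 (SE 0.31, limma adjusted p = 0.0053). NPF3.6 (SORBI_3009G136700) was lower, with 0.456 ± 0.0220 against 2.09 ± 0.501 TPM, a change of -1.07 (SE 0.29, limma adjusted p = 0.025) that was lost in 5 of the 6 fits without a single library. NRT2.5 (SORBI_3003G270800) changed by 1.79 at 24.5 h without passing the limma adjusted p and was called only when the fit was restricted to both groups compared. The median log2 fold change of the 13 genes was 0.19 at 0.5 h, 0.34 at 3 h, 0.12 at 24 h, 0.11 at 24.5 h and 0.03 at 48 h.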

While root nitrate transporters were upregulated early, both NRT1 and NRT2 were repressed at later stages (48 h), indicating a prolonged or delayed adjustment in sorghum. 

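In primary root, NRT1 averaged 19.5 ± 4.45 TPM at 0 h, 48.8 ± 9.98 at 3 h, 253 ± 23.6 at 24 h and 374 ± 108 at 24.5 h (SD, n = 3). The log2 fold changes were 1.28, 3.65 and 4.17, with adjusted p of 0.017, 5.2e-06 and 1.3e-06 (limma with Benjamini-Hochberg adjustment). At 48 h NRT1 averaged 1.04 ± 0.110 TPM, a change of -3.31 (SE 0.32, limma adjusted p = 1.9e-05). NRT2 averaged 4.76 ± 1.04 TPM at 0 h, 11.1 ± 2.87 at 3 h, 124 ± 25.9 at 24 h, 243 ± 69.7 at 24.5 h and 0.268 ± 0.0668 at 48 h. Its changes were 1.06, 4.44, 5.38 and -2.17, the last with an limma adjusted p of 0.00032. The calls of NRT1 and NRT2 at 3 h were each lost in 2 of the 6 fits without a single library. At 0.5 h NRT1 was lower (9.32 ± 4.08 TPM, -1.07, limma adjusted p = 0.042), a call lost with most alternatives and in 4 of the 6 fits without a single library, with -0.67 without 0.5 h replicate 1. NRT2.5 rose from 0.245 ± 0.0226 to 42.8 ± 20.4 TPM at 24 h, a change of 5.04 (SE 0.24, limma adjusted p = 2.6e-09). NAR2.1 (SORBI_3004G202400) averaged 114 ± 13.7 TPM at 0 h, 439 ± 106 at 24 h and 48.2 ± 3.34 at 48 h, with changes of 1.92 and -1.22. In the libraries labelled as the 48 h control, NRT1 averaged 2.02 ± 1.47 TPM, NRT2 0.290 ± 0.105 and NAR2.1 50.8 ± 8.00. Against that control, the changes at 48 h were -0.47 for NRT1 (limma adjusted p = 0.85), -0.02 for NRT2 (adjusted p = 1) and -0.06 for NAR2.1. From the lower expression at 48 h the paper concludes that the adjustment in sorghum is prolonged or delayed.

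**Figure D5:**
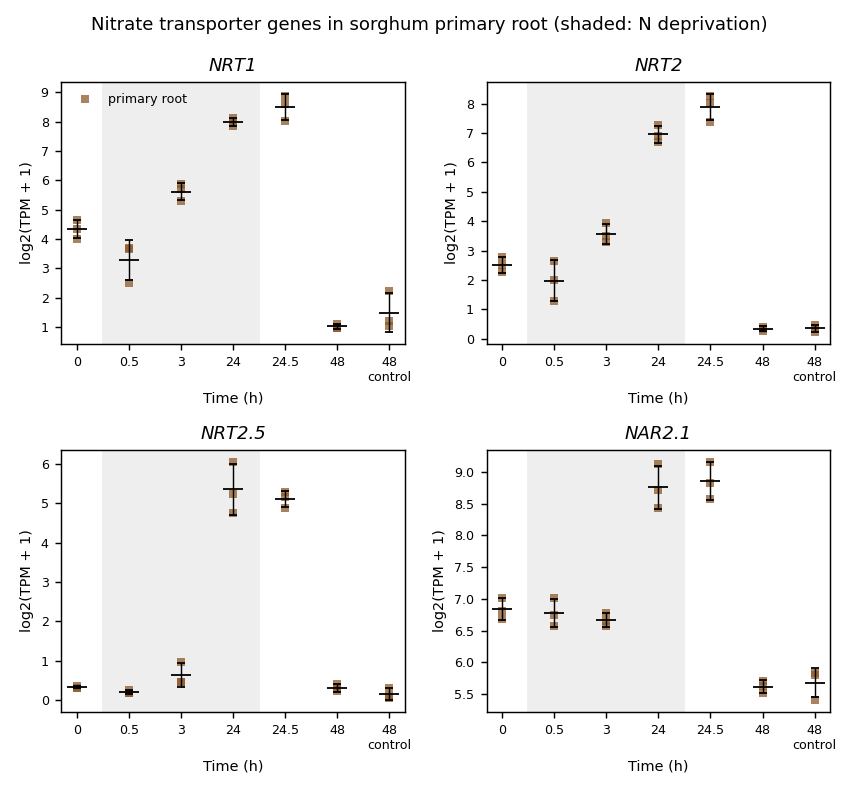
Expression of NRT1, NRT2, NRT2.5 and NAR2.1 as log2(TPM + 1) (vertical axes) at each time in h (horizontal axis) in primary root. Points are libraries, bars are the mean ± SD of 3 libraries, and shading marks N deprivation; NRT1 averages 374 TPM at 24.5 h and 1.04 TPM at 48 h.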

Sorghum carbon metabolism also diverged from maize; G6PD1 expression in maize was affected only at 3 h of N deprivation, when it was transiently downregulated in roots, whereas in sorghum, it was consistently downregulated at 0.5–24 h in roots during N deprivation. 

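In primary root, G6PD1 averaged 299 ± 33.8 TPM at 0 h, 122 ± 31.2 at 0.5 h, 43.6 ± 3.35 at 3 h and 76.1 ± 4.07 at 24 h (SD, n = 3). The log2 fold changes were -1.31, -2.75 and -1.96, with adjusted p of 0.00047, 5.6e-07 and 2e-05 (limma with Benjamini-Hochberg adjustment), and each stayed past the threshold in all 6 fits without a single library. At 24.5 h G6PD1 averaged 408 ± 136 TPM, a change of 0.39 (limma adjusted p = 0.21). In lateral root it averaged 323 ± 253 TPM at 0 h and 48.6 ± 5.01 at 3 h, a change of -1.95 (limma adjusted p = 0.066). The change in lateral root at 0.5 h was -0.16, and it depends on single libraries, with -1.46 without 0 h replicate 1 and 0.51 without 0 h replicate 2. The change at 3 h was -3.25 without the library labelled lateral root 0 h replicate 1.

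**Figure D6:**
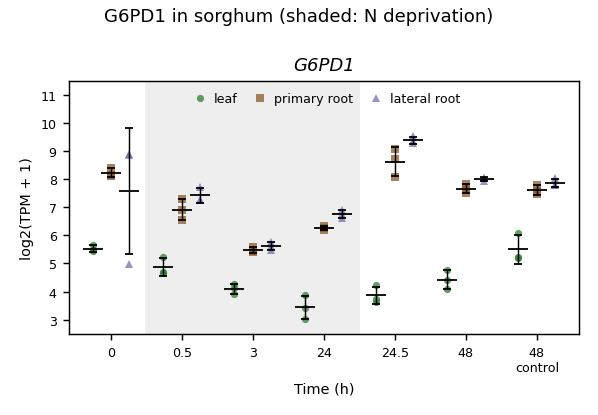
Expression of G6PD1 as log2(TPM + 1) (vertical axis) at each time in h (horizontal axis) in leaf, primary root and lateral root. Points are libraries, bars are the mean ± SD of 3 libraries, and shading marks N deprivation; primary root averages 43.6 TPM at 3 h.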

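In leaf, G6PD1 averaged 45.2 ± 3.95 TPM at 0 h and 28.7 ± 6.69 TPM at 0.5 h, a log2 fold change of -0.66 that was not called. It averaged 16.2 ± 2.01 TPM at 3 h, 10.1 ± 3.24 at 24 h, 13.8 ± 3.38 at 24.5 h and 20.8 ± 5.11 at 48 h (SD, n = 3). The log2 fold changes were -1.43, -2.09, -1.67 and -1.11, with adjusted p of 0.0013, 0.00035, 0.00067 and 0.0097 (limma with Benjamini-Hochberg adjustment). The call at 48 h was lost without 48 h replicate 2, where the change was -0.94. Tested as an interaction in limma, the change in leaf minus that in primary root was 1.32 at 3 h (SE 0.34, adjusted p = 0.0098), -0.13 at 24 h (adjusted p = 0.85) and -2.06 at 24.5 h (SE 0.34, adjusted p = 0.00022).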

Interestingly, in sorghum, G6PD1 expression from 3 to 48h in leaves was downregulated. However, PEPC and PGM showed little transcriptional response to the N deprivation and recovery. These findings suggest that maize employs a rapid reset strategy to restore nitrogen and carbon homeostasis, while sorghum adopts a more gradual, adjustment to changes in N status. These patterns highlight finely tuned, temporally staged regulatory systems for nutrient sensing and response. This aligns with earlier research on the short‐term dynamics of plant transcriptomes in response to environmental stresses, such as drought or nutrient stress (Menz et al., 2016; Singh et al., 2022).

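PEPC6 (SORBI_3002G167000) averaged 12.2 ± 0.418 TPM in leaf and 75.3 ± 10.7 TPM in primary root at 0 h (SD, n = 3). Its largest change in primary root over the 5 time points was -0.55 (SE 0.12, adjusted p = 0.0057 from limma with Benjamini-Hochberg adjustment) at 24.5 h, and it was not called in leaf, primary root or lateral root at any of them. PGM (SORBI_3004G234100) was not called in leaf either. In primary root it averaged 53.2 ± 16.7 TPM at 0 h and 143 ± 14.8 TPM at 24.5 h, a change of 1.45 (limma adjusted p = 0.00023), between 1.25 and 1.68 with single libraries left out. At 3 h its change was -1.05 (limma adjusted p = 0.004), a call that was lost without 0 h replicate 2, with -0.81, and without 3 h replicate 3. In lateral root PGM rose by 2.66 on the log2 scale at 24.5 h, between 1.86 and 3.07 with single libraries left out.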

### Key TFs and network stability

One striking finding from our study is the divergence in expression profiles of specific TF families, namely members of the bZIP and EREB families between the closely related crops, maize and sorghum. Despite their close phylogenetic relationship, the distinct expression trajectories suggest adaptations specific to each species, possibly driven by differences in native habitats or domestication histories. The bZIP TF family, in particular, has been implicated in various stress responses, including nutrient deprivation (Erpen et al., 2018; Golldack et al., 2014). The distinct patterns we observed between maize and sorghum may reflect their unique evolutionary strategies for managing N fluctuations. Where maize generally requires more N due to its higher yield potential and greater N uptake, sorghum, being more drought tolerant, has lower N requirements, especially under water‐limited conditions (Muchow, 1998). As our treatments did not include water‐limited conditions for either maize or sorghum, we observed distinct shifts in TFs expression patterns, consistent with the changing N requirements of maize and sorghum.

TFs central in the network reveal their potential role as master regulators, controlling multiple downstream target genes associated with N responsiveness. By binding to a broad range of promoter regions, these TFs act as hubs, disseminating signals to orchestrate a coordinated response to N fluctuations in multiple biological processes (Du et al., 2020). This is particularly relevant in complex pathways, such as N transport, adding another layer of complexity to our understanding of plant N metabolism and its adaptability to changing environments. Within this framework, ZmNLP17 emerged as a particularly influential regulator in our GRN. Its extensive connectivity, including interactions with nitrate uptake and assimilation genes as well as other TFs, positions it as a central hub in maize N metabolism. This observation aligns with independent evidence from Cheng et al. (2021), which identified NLP17 as one of the top‐ranked TFs predictive of N use efficiency in field‐grown maize. Moreover, functional studies of its Arabidopsis homolog, NLP5, demonstrated that loss‐of‐function mutants exhibit enhanced N use efficiency under low‐N conditions, supporting the idea that NLP17 integrates N sensing with transcriptional responses. Together, these results suggest that NLP17 plays a pivotal role in coordinating N‐responsive regulatory networks in maize. Additionally, our network analysis highlights a regulatory module centered on NLP17 that connects to other key TFs, notably bZIP30 and bZIP18. Both bZIP TFs show extensive connectivity in the maize and sorghum GRNs, with bZIP18 directly targeting NAR2 in the sorghum leaf network and bZIP30 forming multiple interactions with NLP17/NLP6. These links suggest that bZIP18 and bZIP30 may act as integrators of N signaling, bridging upstream nitrate sensing with downstream transcriptional responses. 

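In leaf, bZIP18 has 47 edges as a regulator, of which 6 positive and 5 negative ones passed the Gini threshold, its own edge to itself included. As a regulator, bZIP30 (SORBI_3002G076100) has 43 edges, of which 12 positive and 3 negative ones passed in leaf. For bZIP18 and NAR2.1 in leaf, the Gini correlation was -0.506 (permutation p = 0.14, adjusted p = 0.44 with Benjamini-Hochberg adjustment over the 1596 edges), with Pearson's r of -0.238 (permutation p = 0.23), Spearman's rho of -0.176 (permutation p = 0.45) and r of -0.243 without both farthest libraries. Without the libraries of replicate 1 it was 0.0939. NAR2.1 averaged only 0.71 TPM over the leaf libraries. For bZIP30 and NLP17 in leaf the Gini correlation was 0.684 (permutation p = 0.0038, adjusted p = 0.079), with r of 0.618 (permutation p = 0.0036) and rho of 0.586 (permutation p = 0.0061). Without both libraries farthest from the median of bZIP30, r was 0.285, so that the linear relation rests on them. In primary root it was -0.634 (permutation p = 0.0046, adjusted p = 0.061), with r of -0.659 (permutation p = 0.0011), rho of -0.495 (permutation p = 0.025) and r of -0.547 without both farthest libraries. Table S12 holds no edge from bZIP30 to NLP6. For bZIP18 and NLP6 (SORBI_3003G003600) in leaf the Gini correlation was 0.689 (permutation p = 0.0025, adjusted p = 0.065), with r of 0.595 (permutation p = 0.0043), rho of 0.622 (permutation p = 0.0035) and r of 0.477 without both farthest libraries.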

Their functional relevance is further underscored by their evolutionary conservation: maize bZIP18 and bZIP30 are orthologs of Arabidopsis GBF proteins, which are known regulators of multiple stress‐responsive pathways, including N deprivation. Moreover, overexpression of maize bZIP30 in rice has been shown to enhance plant performance under stress (Perveen et al., 2020), providing additional support for their roles as positive regulators of N‐associated responses. Together, these findings position NLP17, bZIP18, and bZIP30 as a potential core regulatory module coordinating N uptake, assimilation, and adaptation across species.

Our findings reveal a complex regulatory network characterized by what can best be described as ‘consistent rewiring’ within these systems. A particularly challenging aspect of our study was identifying the specific TFs responsible for regulating key transporters involved in N uptake and metabolism. This difficulty may stem from the multifaceted nature of these networks, where multiple TFs often interact to co‐regulate target genes (Swift & Coruzzi, 2017). Notably, we observed instances where TFs not only interacted with the promoter regions of transporter genes but also with the promoter regions of other TFs, adding an additional layer of complexity to the already intricate regulatory landscape. To address this complexity, we employed the NECorr package and the Gini correlation coefficient to study co‐expression relationships. These tools provide a robust framework for disentangling the multifaceted regulatory relationships, providing deeper insights into gene regulation (Ko & Brandizzi, 2020).

In GRNs, FFLs are important for coordinating responses to changes in nutrient availability and environmental conditions. By integrating inputs from different TFs, FFLs help fine‐tune metabolic processes and stress adaptation. FFLs are broadly classified into eight categories (coherent types I–IV and incoherent types I–IV), each defined by the direction and nature of the regulation. In our analysis, Gini coefficients suggesting activation and repression were used to identify the types of FFLs present. Within maize, interactions among bZIP TFs illustrate the complexity of these regulatory circuits. For example, bZIP18, together with bZIP30 and related family members, was associated with incoherent type IV and coherent type II FFLs. These configurations may contribute to pulse‐like expression dynamics in pathways such as nitrate assimilation and N reductase. 

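Among the 9 leaf FFLs past the threshold, 6 were coherent type 1 (c1), 2 were c3 and 1 was c2. Both c3 loops in leaf have targets near the floor, NAR2.1 and NRT1, which averaged 0.71 and 0.49 TPM over the leaf libraries. No expression filter was applied to the correlations. The 29 in primary root comprised 12 c1, 9 c3, 4 c2 and 4 c4 loops, and the 47 in lateral root 26 c3, 12 c1, 4 c2, 4 c4 and 1 incoherent type 2 (i2) loops. Without the library labelled lateral root 0 h replicate 1, an alternative chosen after seeing the data, the 48 lateral root loops comprised 21 c3, 10 c1, 7 c2 and 10 c4 loops, and no i2 loop. Over all 638 FFLs, whether or not they passed the threshold, the signs of the Gini correlations gave 193 c1, 68 c2, 70 c3, 73 c4, 80 i1, 27 i2, 59 i3 and 68 i4 loops in leaf. In primary root they gave 116 c1, 77 c2, 146 c3, 75 c4, 78 i1, 62 i2, 46 i3 and 38 i4 loops. Type c1 was the most frequent in leaf and c3 in primary root, and in leaf c3 was less frequent than i1 and c4. With Pearson's r in place of the Gini correlation, 4 leaf loops passed, all c1. The order of c1 and c3 among the leaf loops past the threshold was reversed by some alternatives. After median-of-ratios scaling there were 6 c1 and 9 c3 loops. Without 24 h replicate 2 there were 6 and 8, and without 48 h control replicate 1 there were 5 and 7. Both types were equal on group means and without 3 h replicate 2, and c1 led in the other alternatives.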

In sorghum, however, we observed different FFL patterns, with coherent type I and type III more prominent. This contrast suggests possible species‐specific differences in regulatory architecture, though the extent of functional conservation remains to be determined. Direct characterization of bZIP18 mutants in both maize and sorghum will be necessary to clarify whether these observed network patterns reflect conserved functional roles.

By engaging in coherent and incoherent FFLs, these TFs orchestrate gene expression patterns that are crucial for maintaining cellular homeostasis and promoting adaptive responses. This sophisticated regulatory architecture underscores the importance of understanding FFLs to decipher the broader principles of gene regulation in plants. Notably, NAC108 emerges as a central node within a leaf FFL targeting *TIR1* and auxin signaling. Given NAC108's established role in senescence and photosynthetic apparatus degradation, its placement in this circuit points to a context‐dependent function in which NAC108 may couple nitrogen status with hormone‐mediated developmental transitions. This suggests that NAC108 integrates metabolic and degradation pathways, reinforcing the idea that FFLs provide flexible platforms for cross‐tissue and cross‐process coordination. Overall, the study of FFLs in GRNs not only enhances our comprehension of basic biological processes but also offers potential applications in agriculture and biotechnology. By manipulating these regulatory circuits, it may be possible to develop crops with improved resilience to environmental stresses and enhanced nutrient use efficiency.

## CONCLUSION

This study serves as a comprehensive exploration into the GRNs governing N metabolism across Arabidopsis, maize, and sorghum. It brings forth key insights that deepen our understanding of the evolutionary conservation and divergence in the regulation of NUE, a critical factor in sustainable agriculture. We leveraged an array of methodologies including Y1H assays, DAP‐seq techniques, and ortholog‐based strategies, thereby uncovering high‐confidence PDIs and revealing the role of TFs in N metabolism. The study outlines both the conserved and unique elements of these GRNs, drawing attention to the evolutionary plasticity within each species due to genome duplication events and environmental pressures as is the case for the maize genome. While the core architecture for N metabolism is conserved across species, our study reveals species‐specific variations in the fine‐tuning and rewiring of GRNs. These variations contribute to the adaptability of plants to specific environmental challenges. Our results emphasize the importance of temporal dynamics in the N response of maize and sorghum. Both crops exhibit intricate adaptations that enable them to swiftly respond to fluctuations in N availability. These findings highlight the distinct, yet finely tuned strategies employed by maize and sorghum to reset their metabolic balance during periods of N deprivation and recovery, emphasizing the robust resilience of these plants. In conclusion, our study provides a comprehensive framework for understanding the complex regulatory landscape of N metabolism in plants. These insights have implications for both basic science and applied research, offering potential avenues for enhancing crop yield and environmental sustainability.

## MATERIALS AND METHODS

### Plant materials and growth conditions

Maize B73 and Sorghum BTx623 seeds were first treated with fungicides, bleach, ethanol, and deionized water (dH_2_O). The treated seeds were germinated in the moistened rolls in a growth chamber under a 16‐h light/8‐h dark cycle, with temperatures set at 30°C/23°C. The growth chamber provided 600 μmol m^−2^ sec^−1^ illumination and maintained 50% humidity. After germination, seedlings with consistent root emergence were selected: maize after 3 days and sorghum after 7 days. These seedlings were then transferred to Magnavaca's nutrient solution, optimized for normal nitrogen (NN) treatment (Magnavaca et al., 1987).

After 12 days of growth in the NN solution, both maize and sorghum plants were transferred to a modified Magnavaca's nutrient solution with limiting nitrogen (LN) treatment. In this solution, Ca(NO_3_)^2^ and MnSO_4_ were replaced with CaCl_2_ and MnCl_2_, and all nitrate salts were removed from the medium. Root and leaf samples from both species were harvested under the limiting nitrate conditions at intervals of 0, 0.5, 3, and 24 h. Additionally, after 1 day of nitrate deprivation, nitrates were reintroduced into the nutrient solution to observe nitrate recovery, with further root and leaf sampling at 0.5 and 24 h post‐initiation of recovery.

For leaf sampling, we collected the second and third fully developed leaves from both maize and sorghum during their respective fifth leaf stages. For root samples, sorghum primary and lateral roots were collected separately, while for maize, seminal and crown roots were collected and mixed. To ensure a representative sample for each time point, 10–15 plants were pooled together. Additionally, three biological replicates were conducted for both leaves and roots for each species, providing robust data for analysis.

### Establishing a GRN for maize using Y1H assay

To construct a comprehensive GRN for maize, our study began with the identification of key target genes and TFs associated with N metabolism. We used our previous work on the Arabidopsis on an enhanced *Y1H* assay GRN outlined by Gaudinier et al. (2018) as a foundational model for the comparative genomics on maize and sorghum. The Arabidopsis Y1H GRN included 1660 PDIs comprising 345 TFs and 98 promoters. Using an ortholog‐based approach through Gramene compara from the maize PanGenome release 2.0 (Tello‐Ruiz et al., 2022), we integrated the maize orthologs of Arabidopsis eY1H GRN. Additionally, we incorporated additional TFs on maize N regulation from the published studies which allowed us to increase the percentage of TF promoters (baits) related to N processes. In assembling the Y1H assay network of maize, we cloned and transformed selected TFs. Specifically, 104 maize promoters from B73 maize genomic DNA were isolated, cloned, and amplified to 2 kb or to the nearest upstream gene. These were recombined into pDONRP4‐P1R entry vectors using Phusion Taq polymerase (NEB), while others were synthesized and cloned into an *attL4–attR1* vector backbone. The recombined promoters were fully sequenced and then transferred into reporter vectors pMW2 and pMW3 using LR Clonase II (Invitrogen, Carlsbad, CA, USA). These constructs were sequence‐confirmed and then introduced into the yeast strain YM4271. Additionally, constructs that were resistant to transformation in YM4271 were instead transformed into the Y1H‐S2 strain. Moreover, 493 TFs, sourced from the maize TFome, were amplified and recombined into D‐TOPO (Invitrogen), sequenced for accuracy, and then recombined into pDEST‐AD‐2μ using LR Clonase II (Invitrogen). These constructs were transformed into the yeast strain Yα1867 following the protocol outlined by Gaudinier et al. (2018). Yeast colonies were screened for autoactivation and construct presence, and the promoter strains were mated against the TF strains as previously described.

### Comparison of maize Y1H network with Arabidopsis DAP‐seq data

To assess the conservation of PDIs between maize and *A. thaliana*, we compared the maize Y1H network with Arabidopsis DAP‐seq data and the existing Arabidopsis Y1HGRN used to construct the mNUEGRN (O'Malley et al., 2016). Using an orthology‐based approach, we identified maize orthologs of Arabidopsis TFs and target genes via Gramene Compara (Tello‐Ruiz et al., 2022) and examined whether the regulatory interactions observed in maize were conserved in Arabidopsis. We integrated DAP‐seq TF binding profiles from Arabidopsis, mapping TF binding sites onto maize promoter regions to assess overlap with maize Y1H‐derived interactions. This analysis identified a subset of PDIs that were conserved across both species, highlighting core regulatory elements in N metabolism. The conserved interactions were not used to filter the maize GRN but rather to determine which regulatory relationships were shared across species and which lacked corresponding DAP‐seq evidence from Arabidopsis datasets. The final network visualization was generated using Cytoscape v3.9.0 (Shannon et al., 2003), allowing for an in‐depth comparison of species‐specific versus evolutionarily conserved N regulatory interactions.

### Network connectivity analysis

To assess the connectivity and regulatory influence of TFs within the maize N GRN, we calculated the expected outdegree for each TF. The outdegree represents the number of target genes regulated by a given TF, providing insight into the distribution of regulatory interactions across the network.

From this network, the expected outdegree for analysis and significance of TF families within modules was calculated as follows:

$$\text{Expected Outdegree for}\;\mathrm{TF}=\begin{array}{l} \frac{\text{Number of}\;\mathrm{TF}\;\text{Members}}{\text{Total Number of}\;\mathrm{TFs}}\\ \times \;\text{Total Outgoing Edges.} \end{array}$$

The chi‐square statistic is then calculated using:

$$\chi^{2}=\sum \left(\frac{{\left(O_{i}-E_{i}\right)}^{2}}{E_{i}}\right)$$

where (*O*_*i*_) is the observed frequency and (*E*_*i*_) is the expected frequency, derived from the calculation above. This test assesses the deviation of observed interactions from those expected under a hypothesis of random distribution across the network. The *P*‐value, corresponding to the chi‐square statistic and reflecting the probability of observing such a deviation by chance, is calculated based on the chi‐square distribution with degrees of freedom set to 1 (for the comparison of one category).

### RNA‐Seq library construction and data analysis

We used specific RNA extraction methods which were tailored for maize and sorghum. In maize, total RNA was isolated from hydroponically grown samples of root and leaf collected at various time points: 0.5, 3, 24, 24.5, and 48 h. These time points were chosen to capture early, intermediate, and long‐term transcriptional responses to N depletion and resupply. This process involved the use of TRIzol reagent, followed by RQ1 DNase treatment, phenol/chloroform/iso‐amyl alcohol extraction, and ethanol precipitation (Rio et al., 2010). For sorghum, the total RNA extraction from samples at corresponding time points (mentioned above) was performed using the Zymo Research RNA/DNA mini purification kit, with minor adjustments to the standard protocol (Zymo Research, Irvine, CA, USA). In both species, we isolated poly(A)+RNA using Invitrogen oligo(dT) magnetic beads (610‐02). Subsequently, RNA‐seq libraries were prepared using the Epicentre ScriptSeq kit (SS10906) for maize and NEBNEXT kits from New England Biolabs for sorghum. These libraries were then sequenced on an Illumina HiSeq 2500 platform, generating raw sequence data in FASTQ format.

Quality control checks on these raw sequence files were carried out using FastQC (Andrews et al., 2010). The maize reads did not require trimming; the sorghum reads were trimmed using Trimmomatic v.0.3.9 (Bolger et al., 2014). After processing, the reads were aligned to their respective reference genomes, maize B73v5 and sorghum BTx623 v3.1, using the STAR aligner (Dobin et al., 2013). Transcript assembly was then performed using StringTie v2.1.4 with default parameters, and data were normalized in TPM (Pertea et al., 2015).

DEGs were identified using the DESeq2 R package, applying an adjusted *P*‐value threshold of less than 0.05 and a log2 Fold Change (log2FC) greater than 1. Functional enrichment analysis of these DEGs was conducted with the BINGO plug‐in in Cytoscape (Maere et al., 2005), focusing on Gene Ontology (GO) (Gene Ontology Consortium, 2021) and KEGG pathway enrichment (Kanehisa & Goto, 2000). Visualization of the results was done in RStudio, using the ggplot2 and enrichKEGG packages, with an emphasis on the top 20 significant molecular function/biological process GO terms and KEGG pathways.

### Developing a projected GRN for sorghum using orthology‐based comparative genomics

Similar to the identification of nodes in the maize GRN, we used an orthology‐based approach using the Gramene Compara pipeline to construct a corresponding NUE GRN for sorghum. Initially, the protein‐coding sequences of both maize and sorghum gene models, as available on Gramene, were subjected to a comparative analysis using the Ensembl Compara pipeline v107, to identify orthologs between the two species (Cunningham et al., 2022; Vilella et al., 2009). This method reports both one‐to‐one and one‐to‐many orthology relationships between maize and sorghum. Subsequent to the ortholog identification, a gene‐to‐gene synteny analysis was performed. For this purpose, we used DAGchainer, a tool for identifying conserved genomic regions and syntenic blocks across different species (Haas et al., 2004). Finally, syntenic orthologs were used to project the maize Y1H GRN to spNUEGRN.

### Gini correlation

Gini correlation coefficients were calculated between all PDI gene pairs using normalized gene expression data from the root and leaf samples for all the time points described previously for both maize and sorghum (Ma & Wang, 2012). Edges with a Gini correlation coefficient >0.5 or <−0.5 were considered activating or repressing, respectively.

### NECorr

The R package, NECorr, was employed to discern crucial regulator–gene interactions within our network. This method underscores the significance of hub genes in driving systemic cascades, as detailed by Liseron‐Monfils et al. (2018). The model is bifurcated into two main components: NECorr‐Hub and NECorr‐reg. NECorr‐Hub aggregates molecular network structure with gene expression from our RNA‐seq libraries, produced from the time‐series data, to prioritize genes based on their network significance. This is achieved by evaluating various parameters, including co‐expression based on the Gini coefficient across edges and tissue‐specific gene expression using the Gini coefficient. Such a ranking facilitates the identification of hub genes, instrumental in eliciting the right system responses. Subsequent to pinpointing these hub genes, the NECorr‐reg utilizes machine learning, specifically the random forest algorithm, to identify potential regulators linked to these hubs. Together, NECorr aims to highlight the regulatory dynamics inherent to molecular networks.

## AUTHOR CONTRIBUTIONS

DW, SMB, and LK conceived and designed the study. JB, LZ, MR, AG, A‐MB, BS, MJF, and SA conducted the experiments. JB, AO, and CL‐M constructed the networks for both maize and sorghum. JB, SK, and VK performed the data analysis. JB, SK, VK, and AO wrote the manuscript. DW, SMB, LK, SK, VK, AG, AO, and JB edited and refined the manuscript. All authors have reviewed and approved the final version.

## CONFLICT OF INTEREST

The authors have not declared a conflict of interest.

## Supporting information

**Figure S1.** Schematic diagram of the research workflow.
**Figure S2.** Overview of maize gene regulatory network statistics.
**Figure S3.** Network statistics of connectivity of TF families within the maize GRN.
**Figure S4.** Carbon metabolism in maize leaf and roots.
**Figure S5.** Nitrogen transporter module in maize leaf and roots with expression datasets.
**Figure S6.** Comparative analysis of conserved functional categories between Arabidopsis and maize networks.
**Figure S7.** Comparative analysis of G‐box binding factors in Arabidopsis and maize.
**Figure S8.** Visualization of the projected sorghum nitrogen uptake use efficiency gene regulatory network.
**Figure S9.** Temporal transcriptomic dynamics in maize and sorghum under varying nitrogen conditions.
**Figure S10.** Significant FFLs in sorghum leaf and roots.

**Table S1.** Promoter clones for the maize Y1H assays and TF (Libraries) clones for the maize Y1H assays.

**Table S2.** Maize NUE gene regulatory network (mNUEGRN).

**Table S3.** Network statistics for TF families, promoters and subfunctional process in the mNUE GRN.

**Table S4.** Indegree and outdegree information for large TF families within the mNUEGRN.

**Table S5.** Feedforward loops within the mNUEGRN.

**Table S6.** Differentially expression genes across all time points in leaf in maize.

**Table S7.** Differentially expression genes across all time points in roots in maize.

**Table S8.** Functional enrichment using gene ontology among leaf and roots for maize expression data.

**Table S9.** Differential expressed genes of leaf and roots in maize with functional description for promoters/TFs within the GRN.

**Table S10.** Gini correlation analysis in leaf and roots of maize.

**Table S11.** Conserved interaction in mNUEGRN in comparison to the Arabidopsis GRN.

**Table S12.** Nodes and edges within the sorghum projected gene regulatory network (spNUEGRN).

**Table S13.** Differentially expressed genes across all time points in leaf of sorghum.

**Table S14.** Differentially expressed genes across all time points in roots of sorghum.

**Table S15.** Differential expressed genes of leaf and roots in sorghum with functional description for promoters/TFs within the GRN.

**Table S16.** Clustering of the expression data (TPM) from leaf and root for maize and sorghum GRN.

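Sheets b and d of Table S16 list the mean TPM of each network gene at 6 time points, with its cluster. For the 240 leaf genes, the means of the 3 deposited libraries lay within 1% of the listed values at every time point. For the 295 root genes, the means of the primary root libraries lay within 1% at 0, 0.5, 3 and 24 h for every gene, at 24.5 h for 62 genes and at 48 h for 19. The lateral root means lay within 1% for at most 10 of the 295 genes at any time point.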

**Table S17.** Gini correlation analysis in leaf and roots for sorghum.

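Table S17 lists for each edge a Gini correlation and Pearson's r with its p. From the 21 deposited leaf libraries, Pearson's r and the Gini correlation matched the listed values for 100% of the 1596 edges, within 0.002. From the 21 primary root libraries, Pearson's r matched for 3.69% of the 1355 edges whose genes both appear in Table S16, and the Gini correlation for 2.95%. The columns for root give 236 positive and 167 negative edges past the paper's threshold, by the paper's own values, where the deposited primary root libraries give 254 and 160.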

**Table S18.** Feed‐forward loops of spNUEGRN.

## Data Availability

The data that supports the findings of this study are available in the Supporting Information of this article. Raw sequencing datasets generated in this study have been deposited to NCBI SRA under the accession number PRJNA883413. Additional scripts used for transcriptomics analysis related to this paper can be found on GitHub: https://github.com/JanBraynen/RNA‐seq_analysis. Additionally, we added all TPM values to NCBI GEO under the accession numbers GSE312408 and GSE312411 for maize and sorghum, respectively.

# Supplementary material for: Decoding nitrogen uptake efficiency in maize and sorghum: insights from comparative gene regulatory networks
**Source:** Plant J. 2025 Dec 18;124(6):e70631. doi: 10.1111/tpj.70631
**Supplement:** Supplementary file 1 — Figure S1. Schematic diagram of the research workflow. Figure S2. Overview of maize gene regulatory network statistics. Figure S3. Network statistics of connectivity of TF families within the maize GRN. Figure S4. Carbon metabolism in maize leaf and roots. Figure S5. Nitrogen transporter module in maize leaf and roots with expression datasets. Figure S6. Comparative analysis of conserved functional categories between Arabidopsis and maize networks. Figure S7. Comparative analysis of G‐box binding factors in Arabidopsis and maize. Figure S8. Visualization of the projected sorghum nitrogen uptake use efficiency gene regulatory network. Figure S9. Temporal transcriptomic dynamics in maize and sorghum under varying nitrogen conditions. Figure S10. Significant FFLs in sorghum leaf and roots.

**Decoding Nitrogen Use Efficiency in Maize and Sorghum: Insights from Comparative Gene Regulatory Networks**

Janeen Braynen^1^, Lifang Zhang^1^, Sunita Kumari^1^, Andrew Olson^1^, Vivek Kumar^1^, Michael Regulski^1^, Christophe Liseron-Monfils^2^, Allison Gaudinier^3,4^, Anne-Maarit Bågman^5,8^, Shane Abbitt^6^, Mary J. Frank^6^, Bo Shen^6^, Leon Kochian^7^, Siobhan M. Brady^5,8^, Doreen Ware^1,9^

^2^ National Research Council Canada, 101 gymnasium place, Saskatoon, SK, S7N 0W9, Canada.

Supplementary Figures

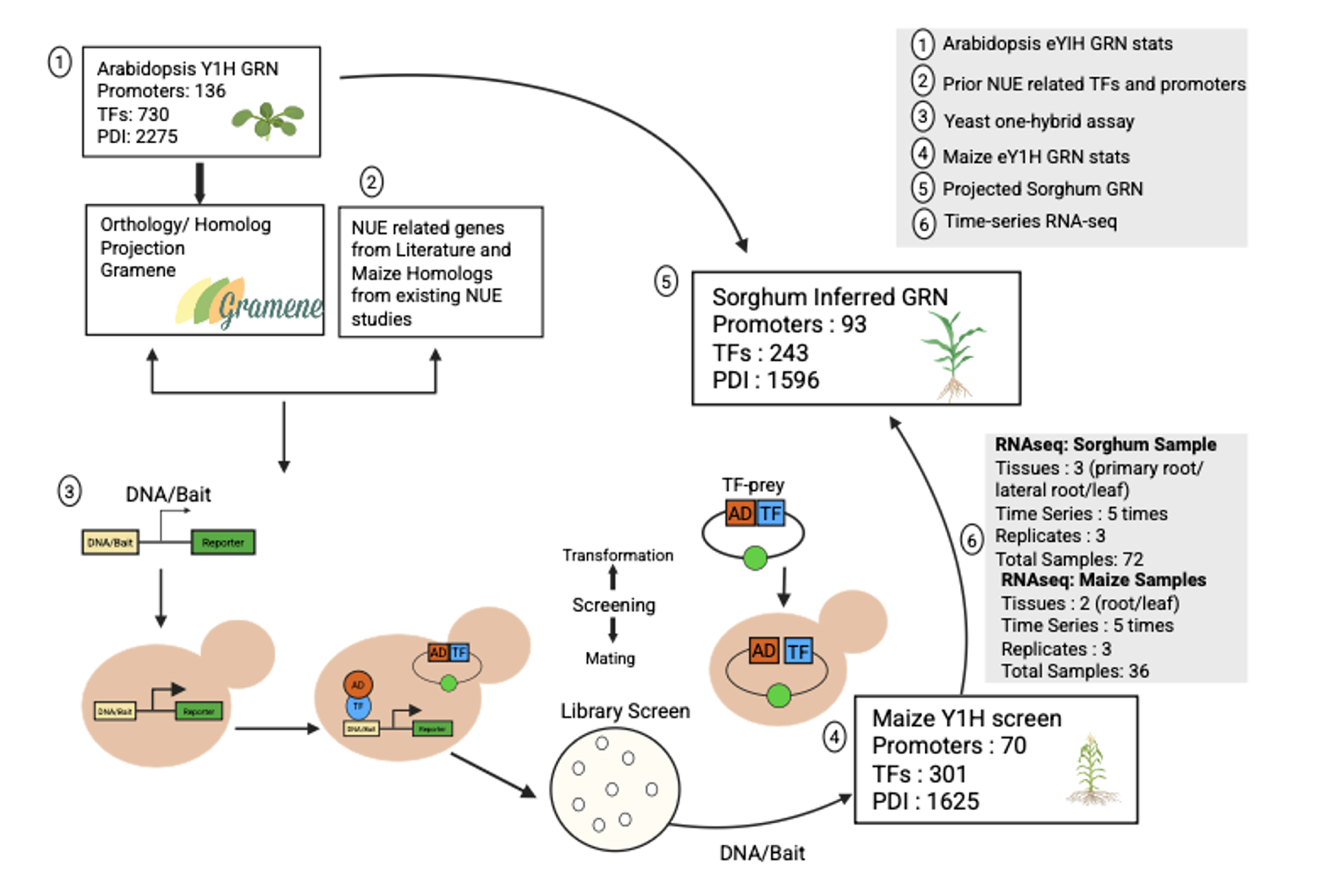

**Figure S1** **Schematic Diagram of the Research Workflow** This schematic diagram illustrates the key steps in constructing a gene regulatory network from ortholog prediction using Y1H assays in *Arabidopsis*, leveraging the Gramene infrastructure. It includes the integration of nitrogen use efficiency (NUE)-related genes, identified through a comprehensive literature review of genes commonly associated with nitrogen metabolism in maize and other crop species. Following ortholog prediction, Y1H assays were performed to construct the gene regulatory network, which was then compared and overlapped with gene expression data. Numbers in the diagram correspond to specific stages of the experimental workflow. The Y1H assay representation has been adapted from Sewell and Furman Bass (2018). In boxes 1, 4 and 5 in Figure S1, PDI stands for protein-DNA interaction.

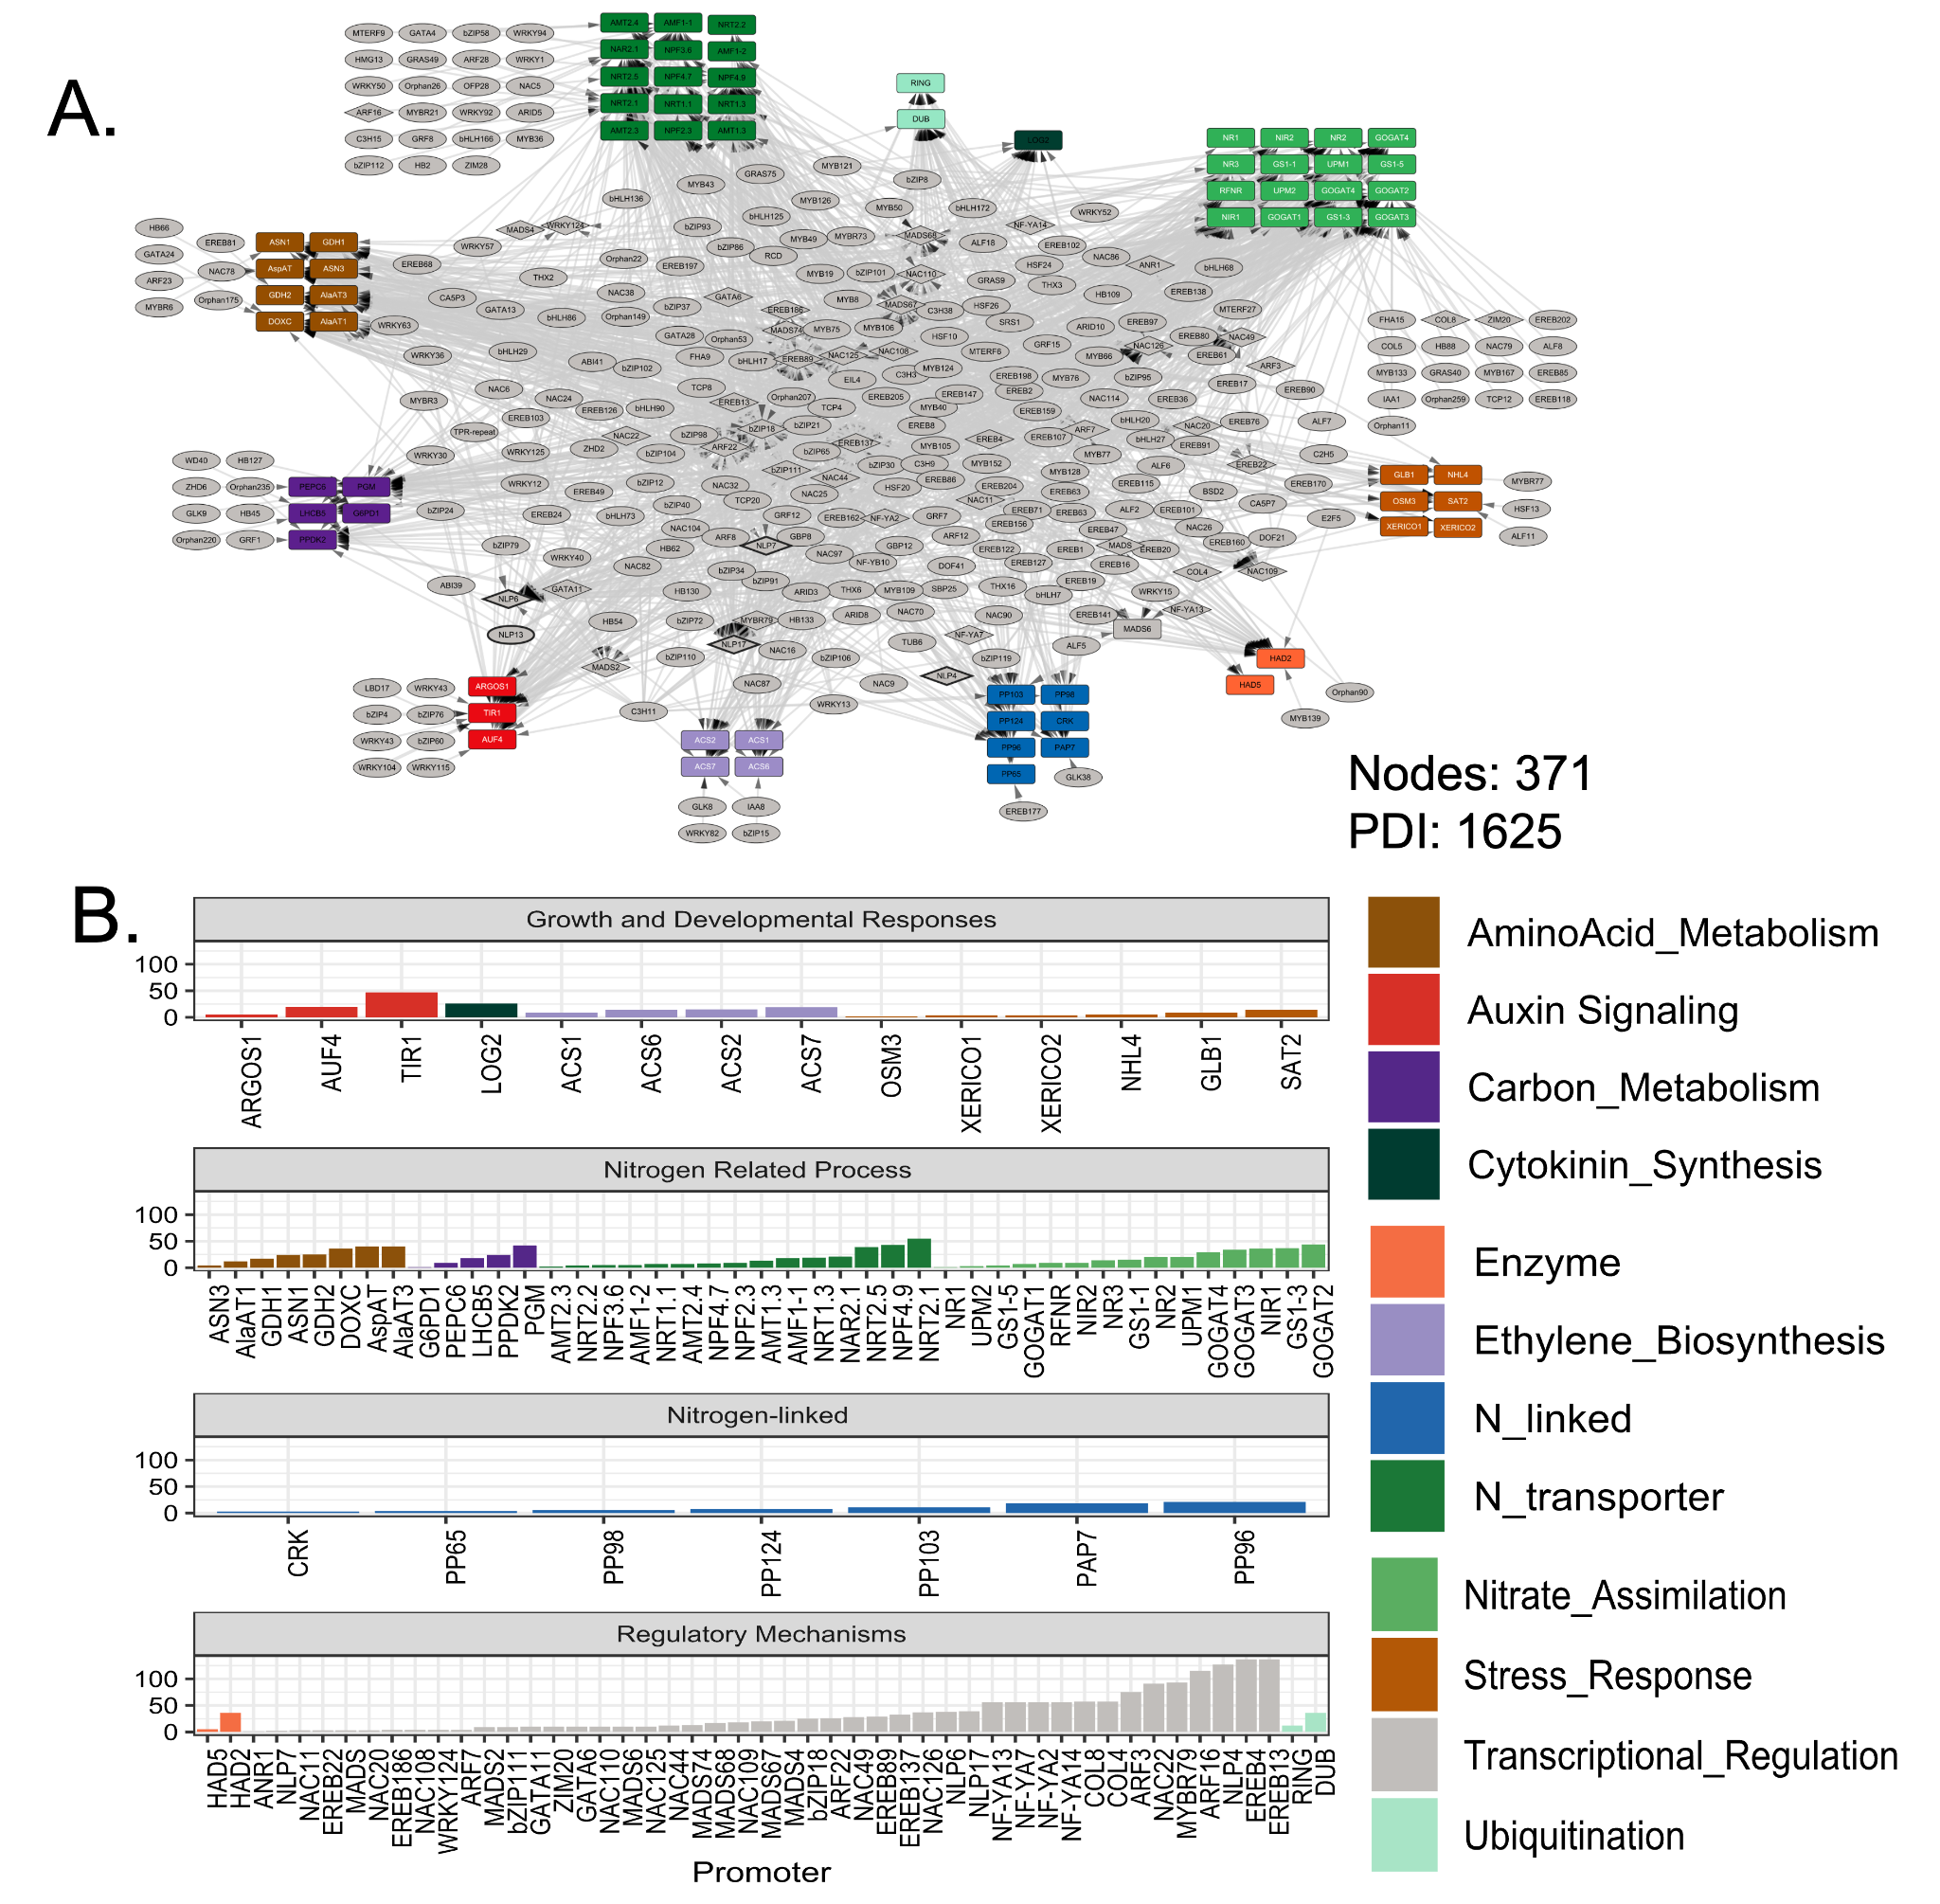

**Figure S2** **Overview of Maize Gene Regulatory Network Statistics.** (A) The Cytoscape visualization presents maize sub-networks by functional categories and transcription factors (TFs), with nodes depicted as ovals for TFs (prey), rectangles for promoters (baits), and diamonds for entities serving as both TFs and promoters. (B) The number of TFs binding to promoters across these four promoter groups: growth and development, nitrogen-related, nitrogen-linked, and regulatory mechanisms. Different shapes represent different nitrogen processes: rectangles for promoters, ovals for transcription factors (TFs), and diamonds for genes functioning both as promoters and TFs. Distinct colors highlight various nitrogen-associated processes: light green for nitrogen transport, dark green for nitrate assimilation, purple for amino acid biosynthesis, pink for stress response, red auxin signaling, brown ethylene biosynthesis, blue nitrogen linked, light blue enzymes, orange carbon metabolism, dark brown ubiquitination and yellow cytokinin synthesis. Genes with blue borders represent orthologs, while those with red borders signify homologs of Arabidopsis.

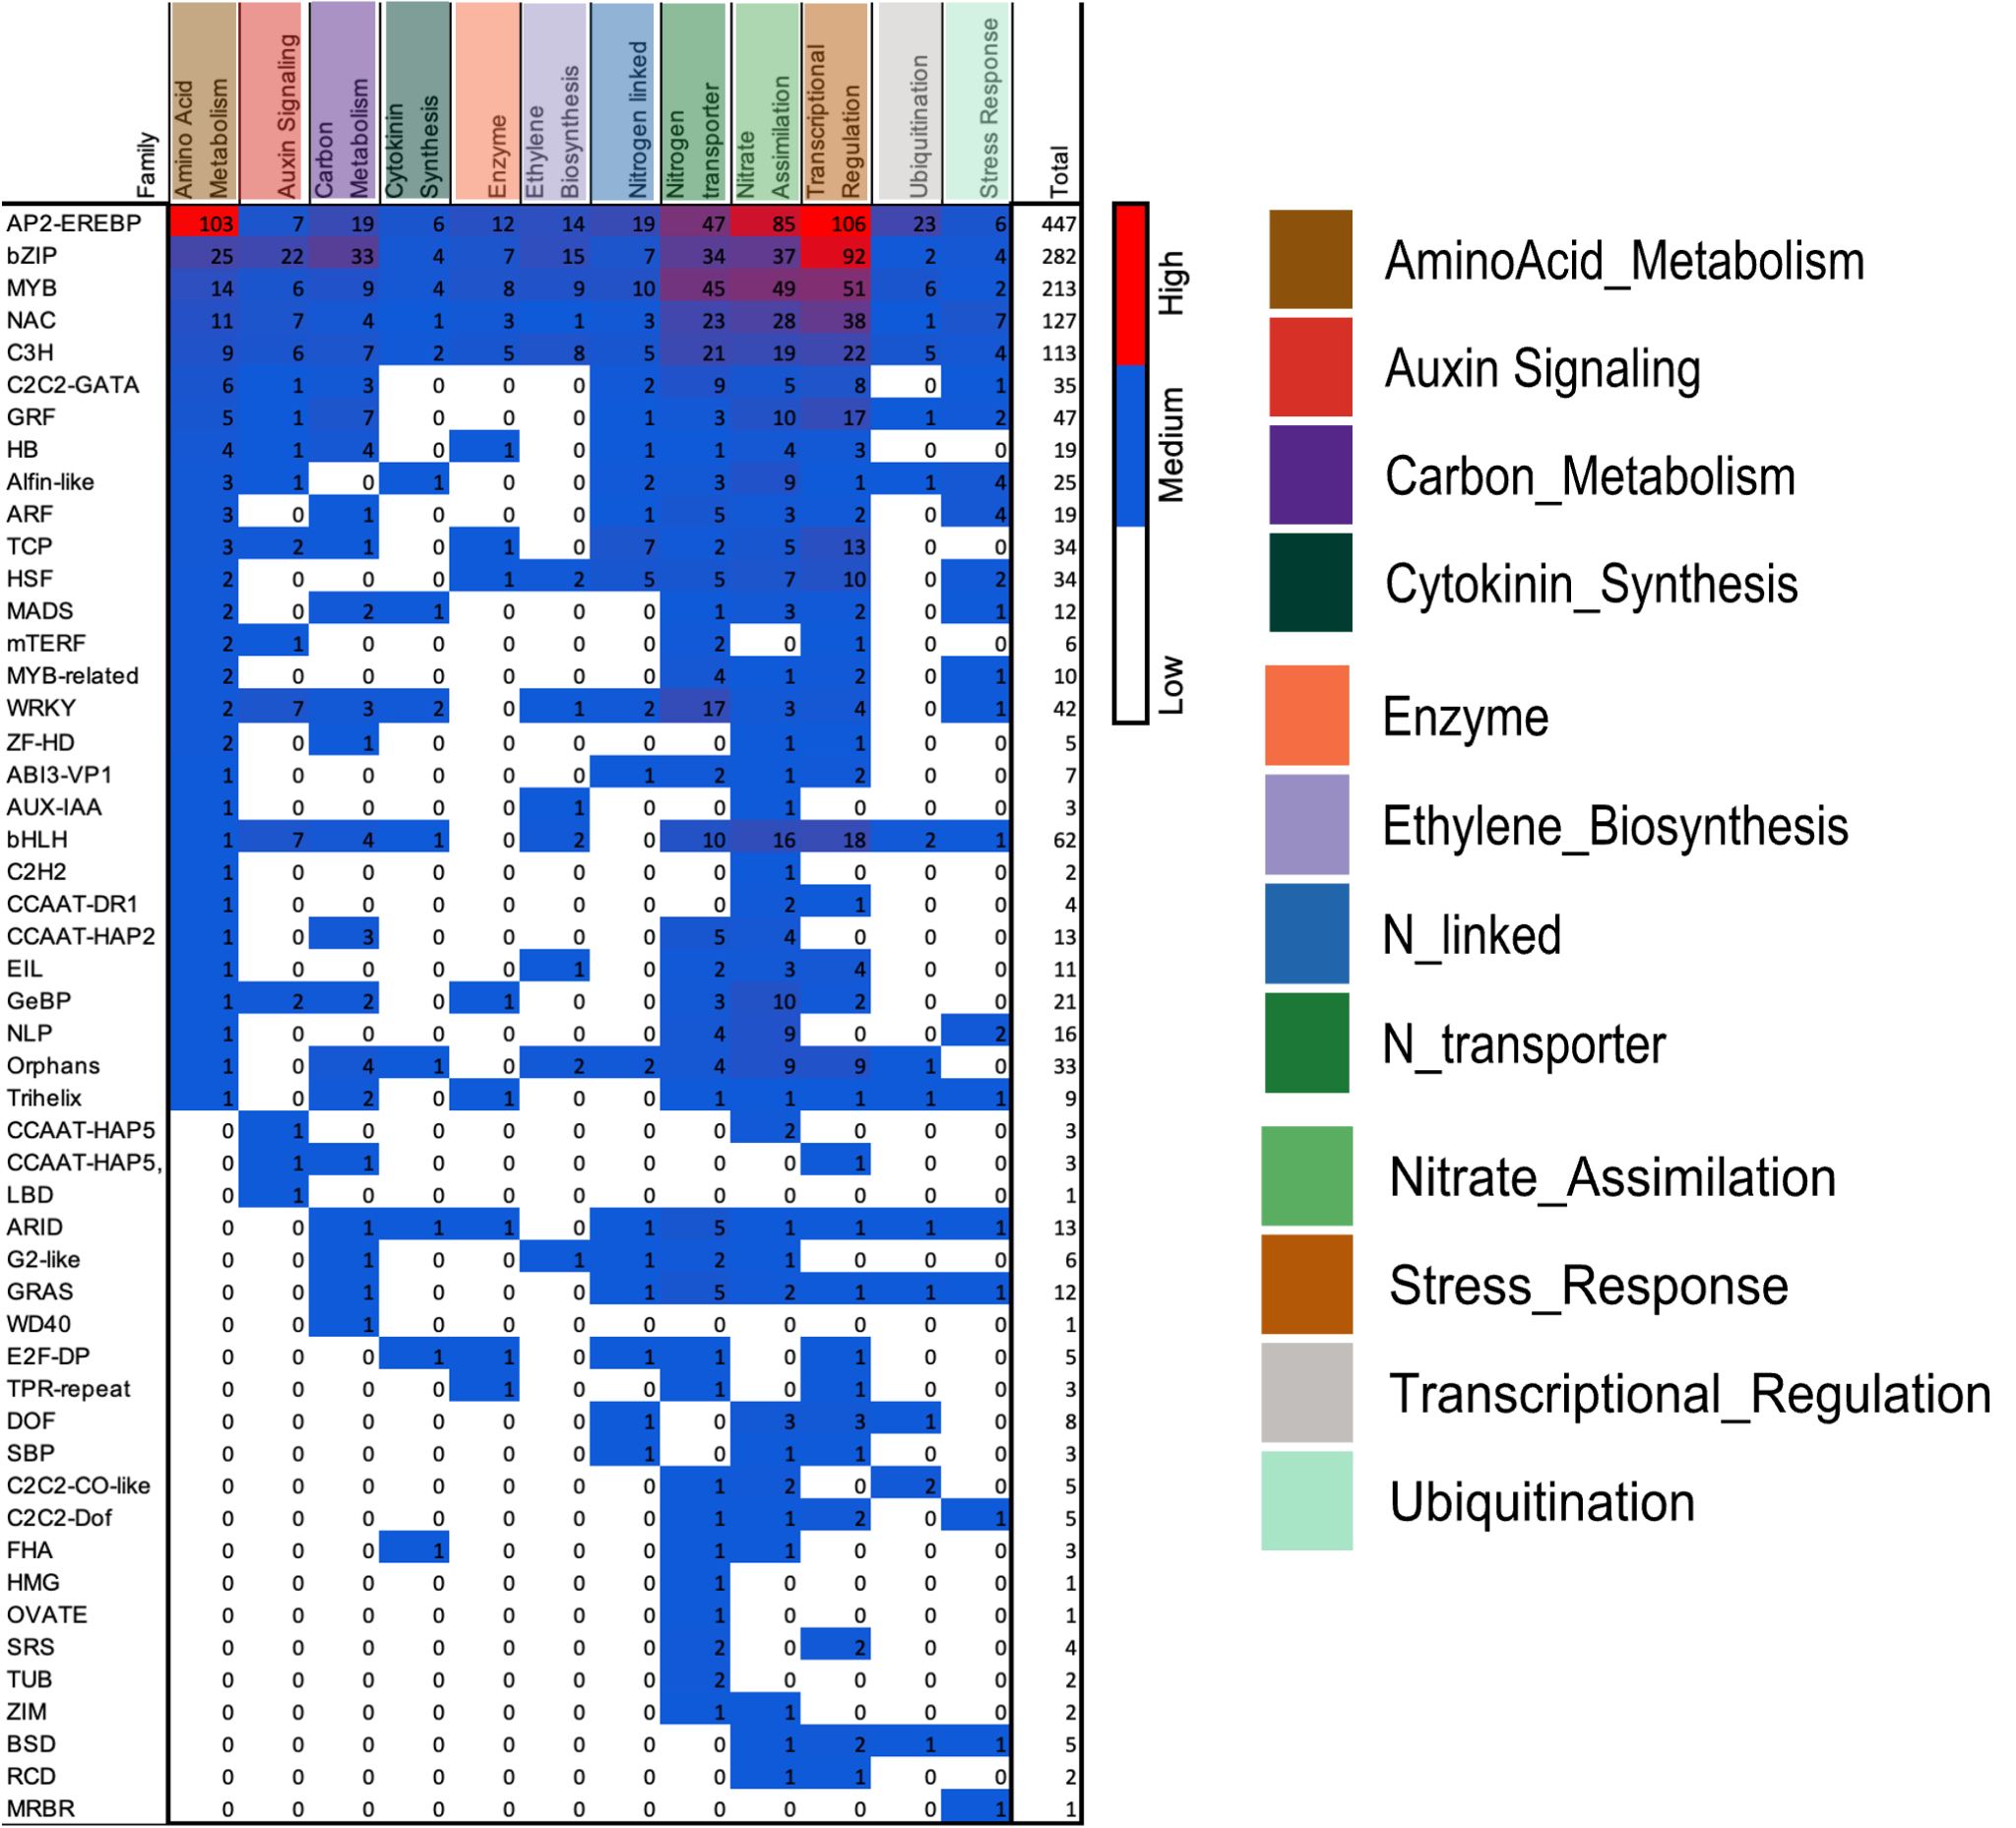

**Figure S3** Network statistics of connectivity of TF families within the Maize GRN. Color scale based on the number of connections within each submodule.

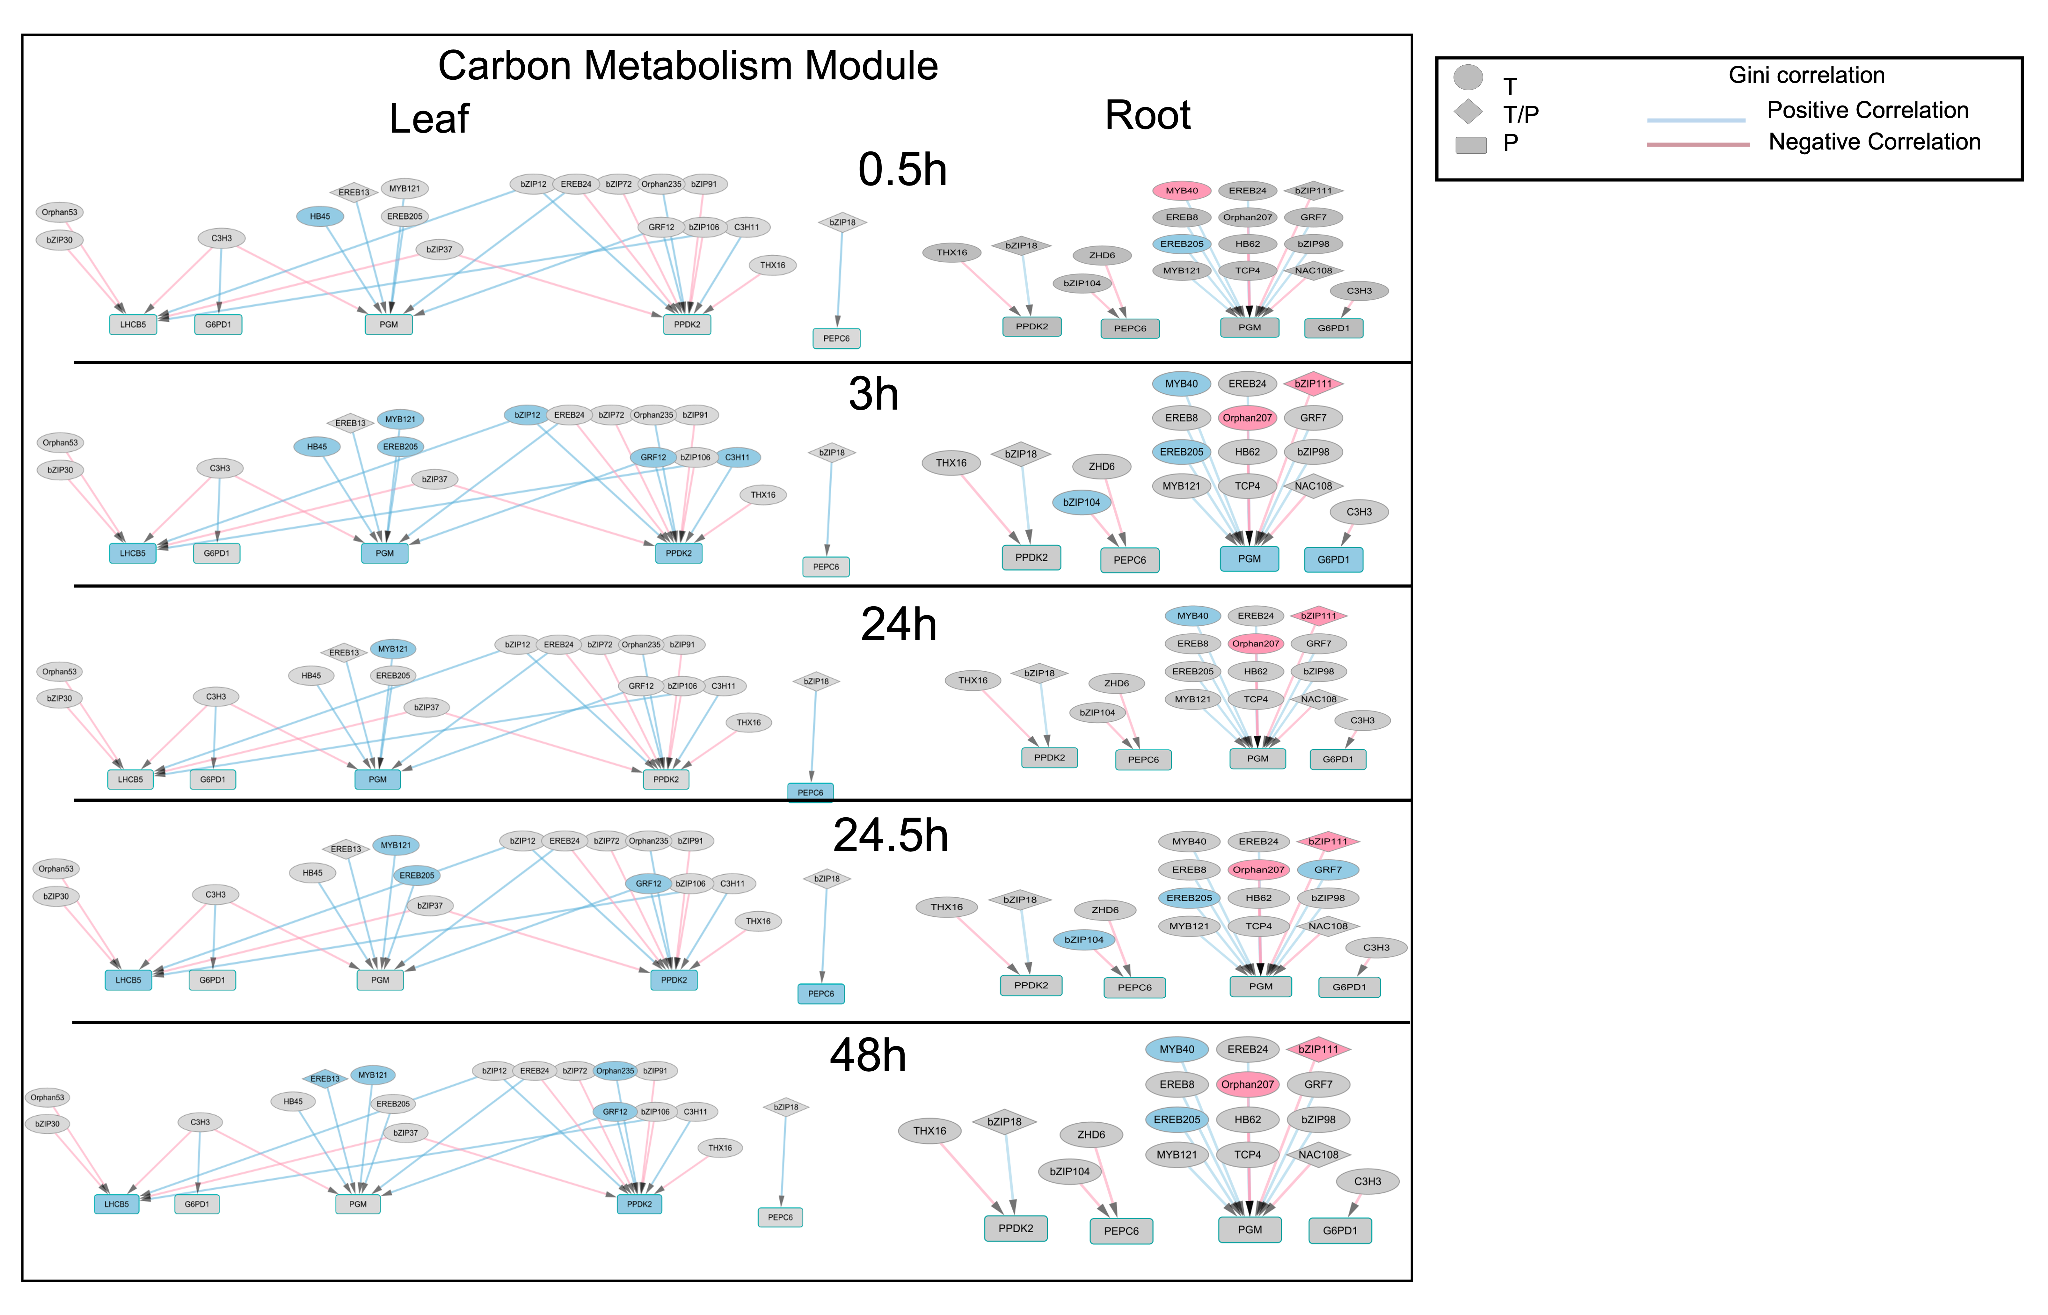

**Figure S4 Carbon Metabolism in Maize Leaf and Roots.** Time series transition data illustrating dynamic changes in carbon metabolism over specified time points, with mini correlations mapped onto the carbon metabolism pathway. Upregulated genes are indicated in pink, while downregulated genes are shown in blue. Positive Gini correlations are represented in blue, and negative interactions are shown in pink. Gini correlation matrix showing correlation >0.5 or <-0.5 of the leaf and roots.

**
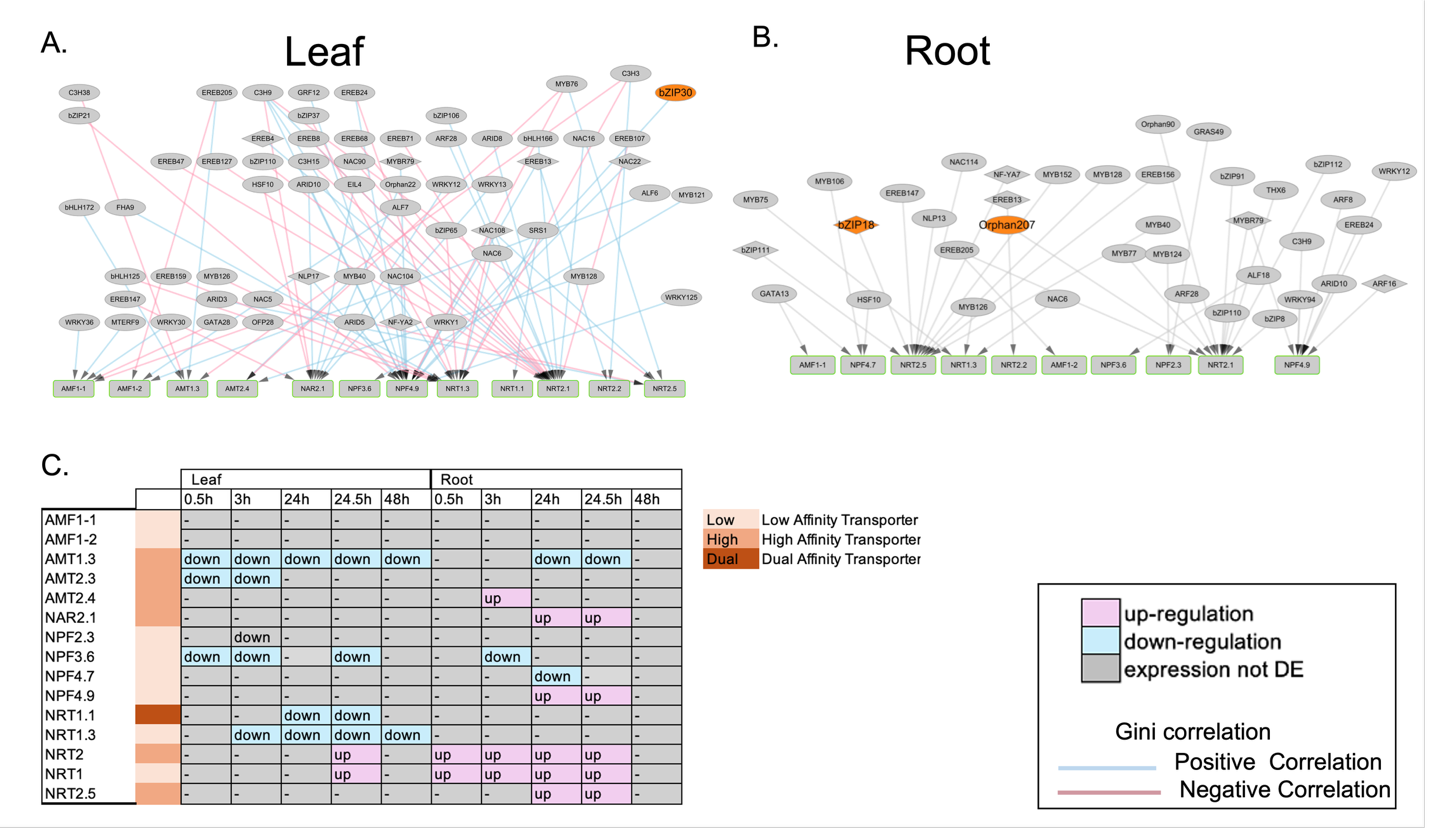
**

**Figure S5 Nitrogen Transporter Module in Maize Leaf and Roots with Expression Datasets.** (A-B) Nitrogen (N) transporter module displaying mini correlation for leaf and root tissues, respectively, indicating network interactions within nitrogen transport pathways. (C) Expression patterns of nitrogen transporters in maize leaf and root samples. Upregulated genes are indicated in pink, while downregulated genes are shown in blue. Positive Gini correlations are represented in blue, illustrating supportive interactions, and negative interactions are shown in pink, highlighting inverse relationships within the module.

**
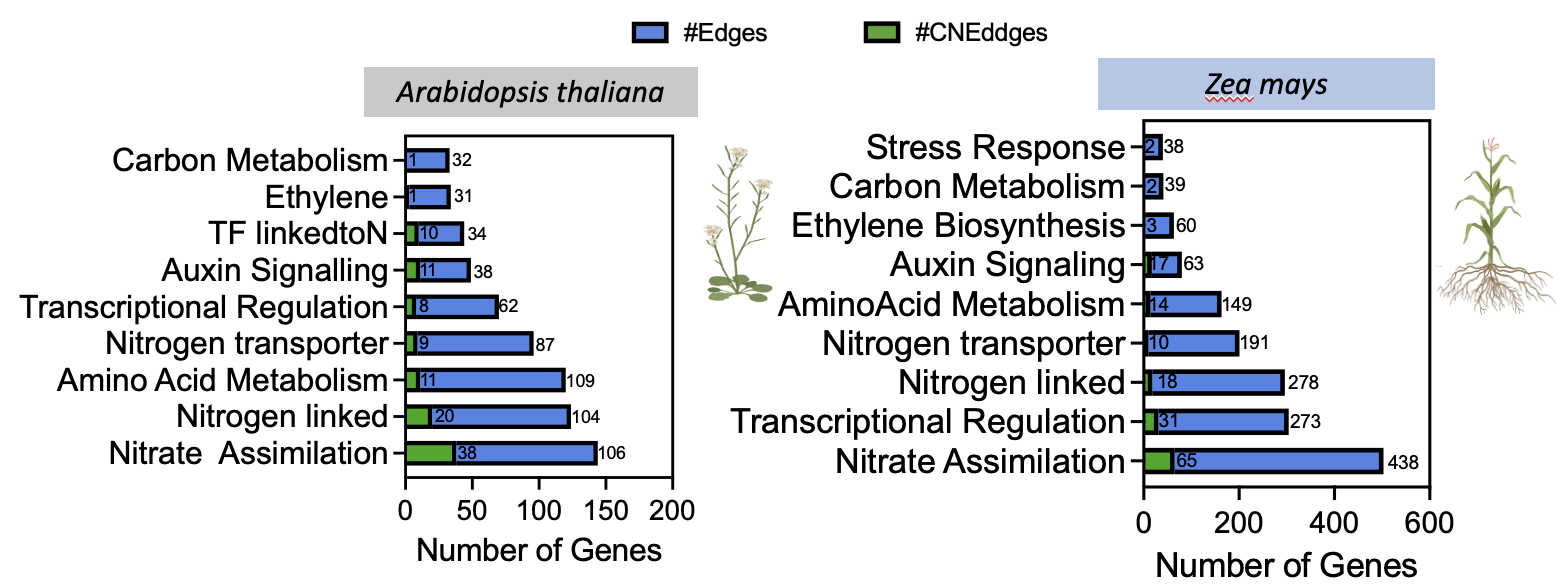
**

**Figure S6 Comparative analysis of conserved functional categories between Arabidopsis and maize networks.** (a-b) These sections highlight the conserved interactions focusing on nitrogen-related processes. The green section specifically emphasizes the conserved protein-DNA interactions (PDIs) within this framework.

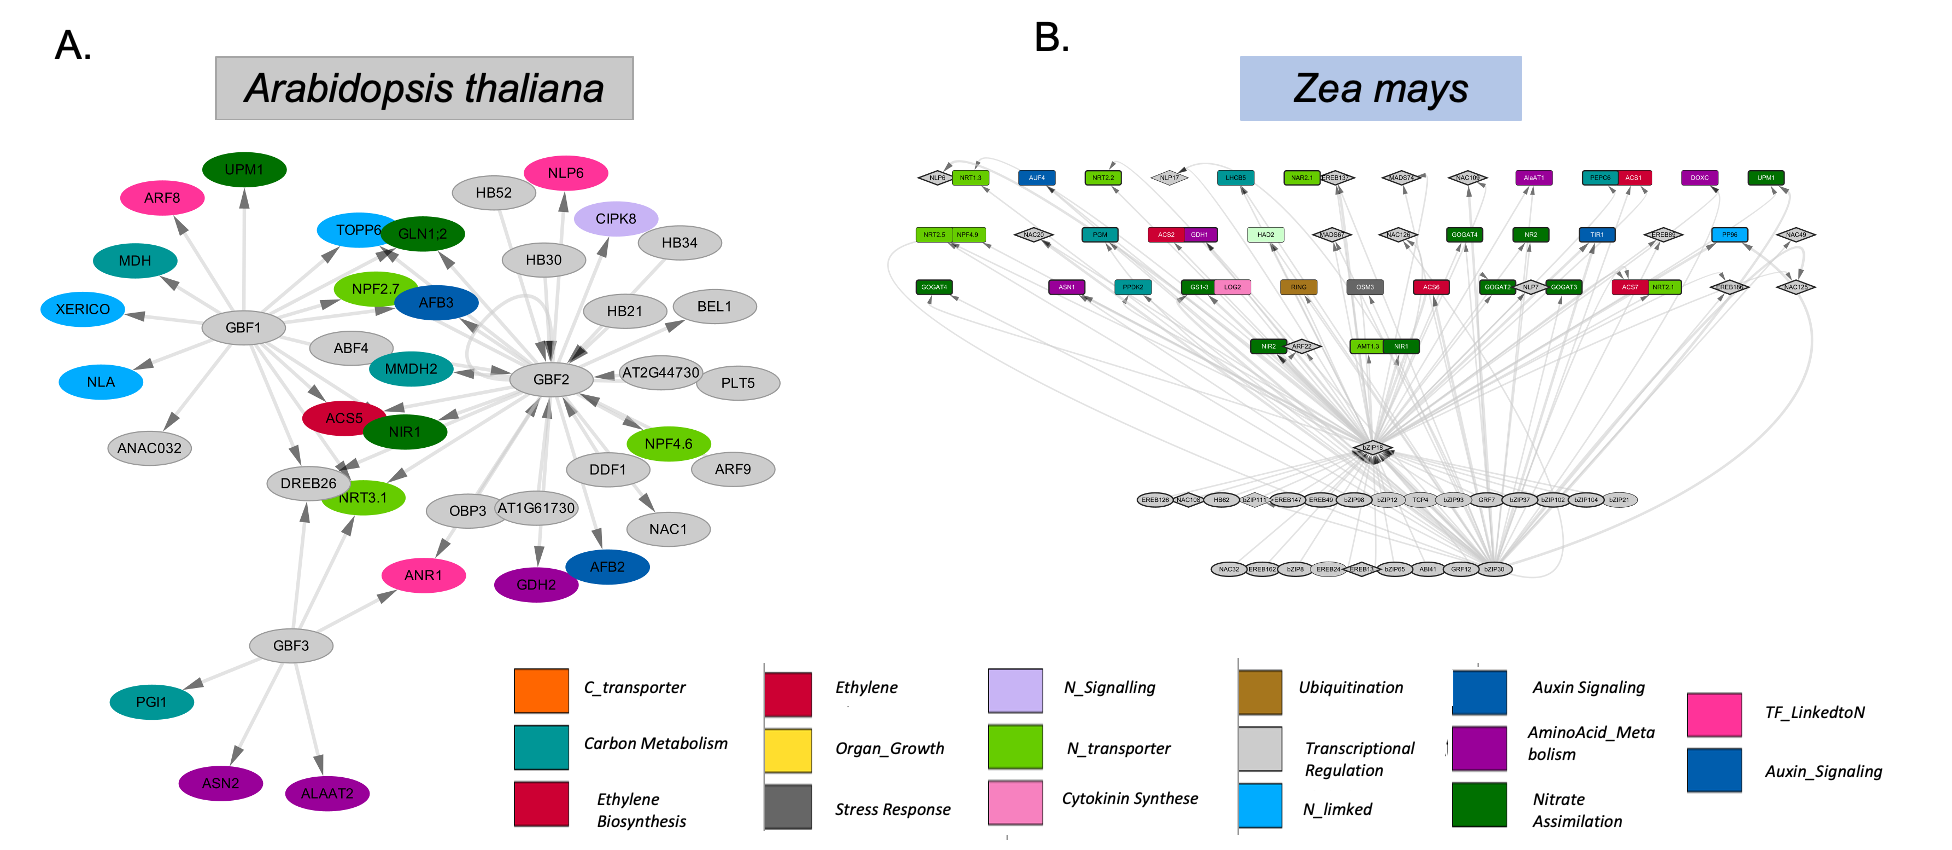

**Figure S7 Comparative analysis of G-box binding factors in Arabidopsis and Maize.** (a) In Arabidopsis, GBF1, GBF2, and GBF3, critical for stress-responsive networks, exhibit conserved interactions primarily in multiple nitrogen pathways. (b) The Maize orthologs of Arabidopsis GBF TFs, bZIP18 and bZIP30, demonstrate hierarchical interactions, reflecting the complex regulatory networks in Maize.

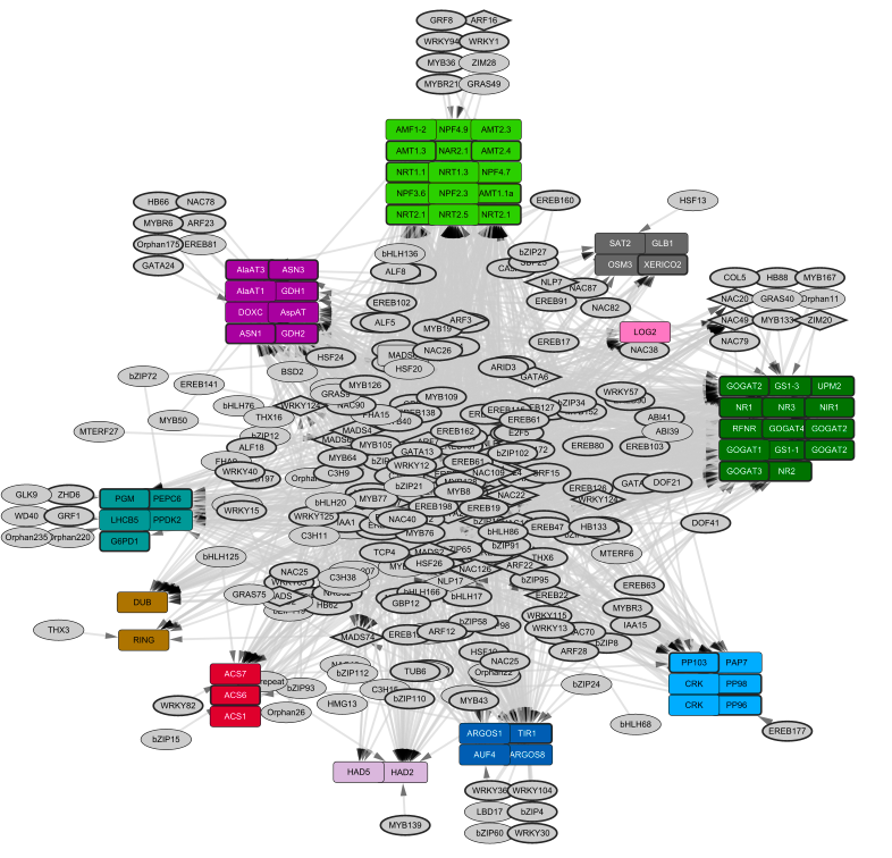

**Figure S8 Visualization of the Projected Sorghum Nitrogen UptakeUse Efficiency Gene Regulatory Network.** Various shapes and colors denote different components and processes: rectangles indicate promoters, ovals represent TFs, and diamonds symbolize genes that function as both promoters and TFs. The colors designate specific nitrogen-associated processes: light green for nitrogen transport, dark green for nitrate assimilation, purple for amino acid biosynthesis, gray for stress response, blue for auxin signaling, lavender for enzyme activity, red for ethylene, brown for ubiquitination, light blue for N-linked glycosylation, and pink for cytokinin synthesis.

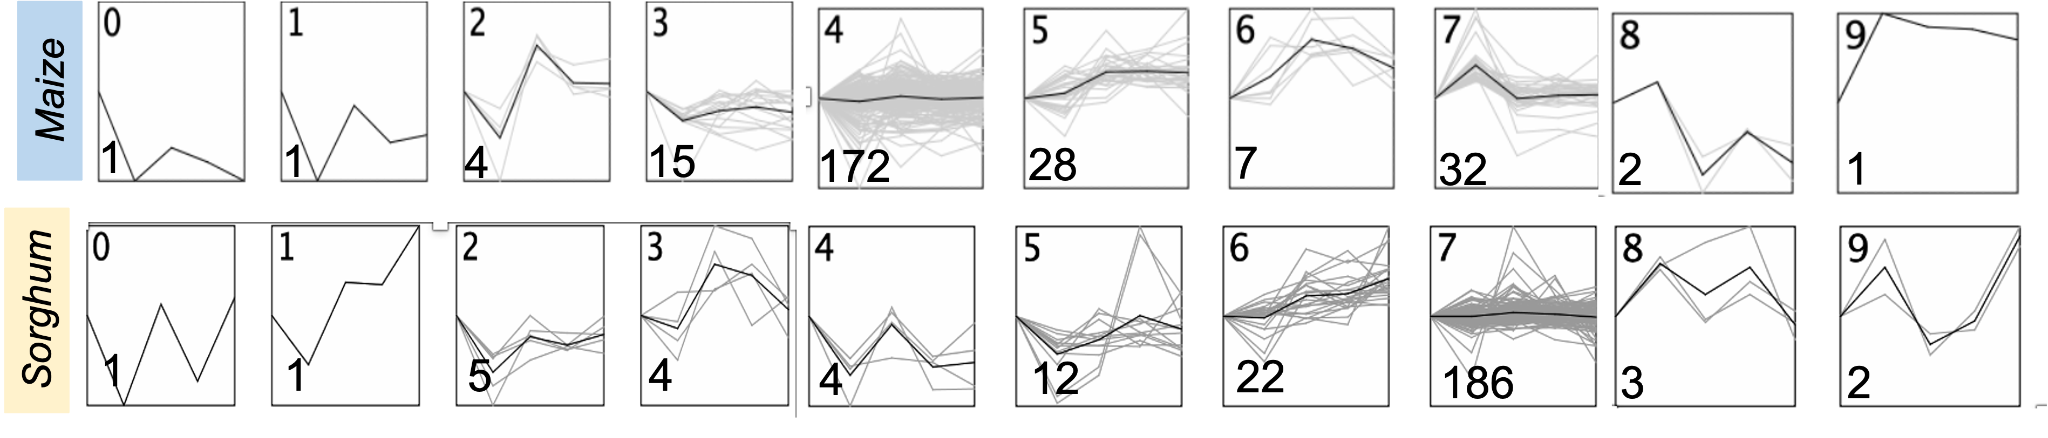

**Figure S9: Temporal transcriptomic dynamics in Maize and Sorghum under varying nitrogen conditions.** The expressed genes of the NUE GRN were categorized into ten clusters based on expression dynamics in leaf data. Gray lines represent individual gene expression trajectories, while black lines serve as the representative expression profile for each cluster.

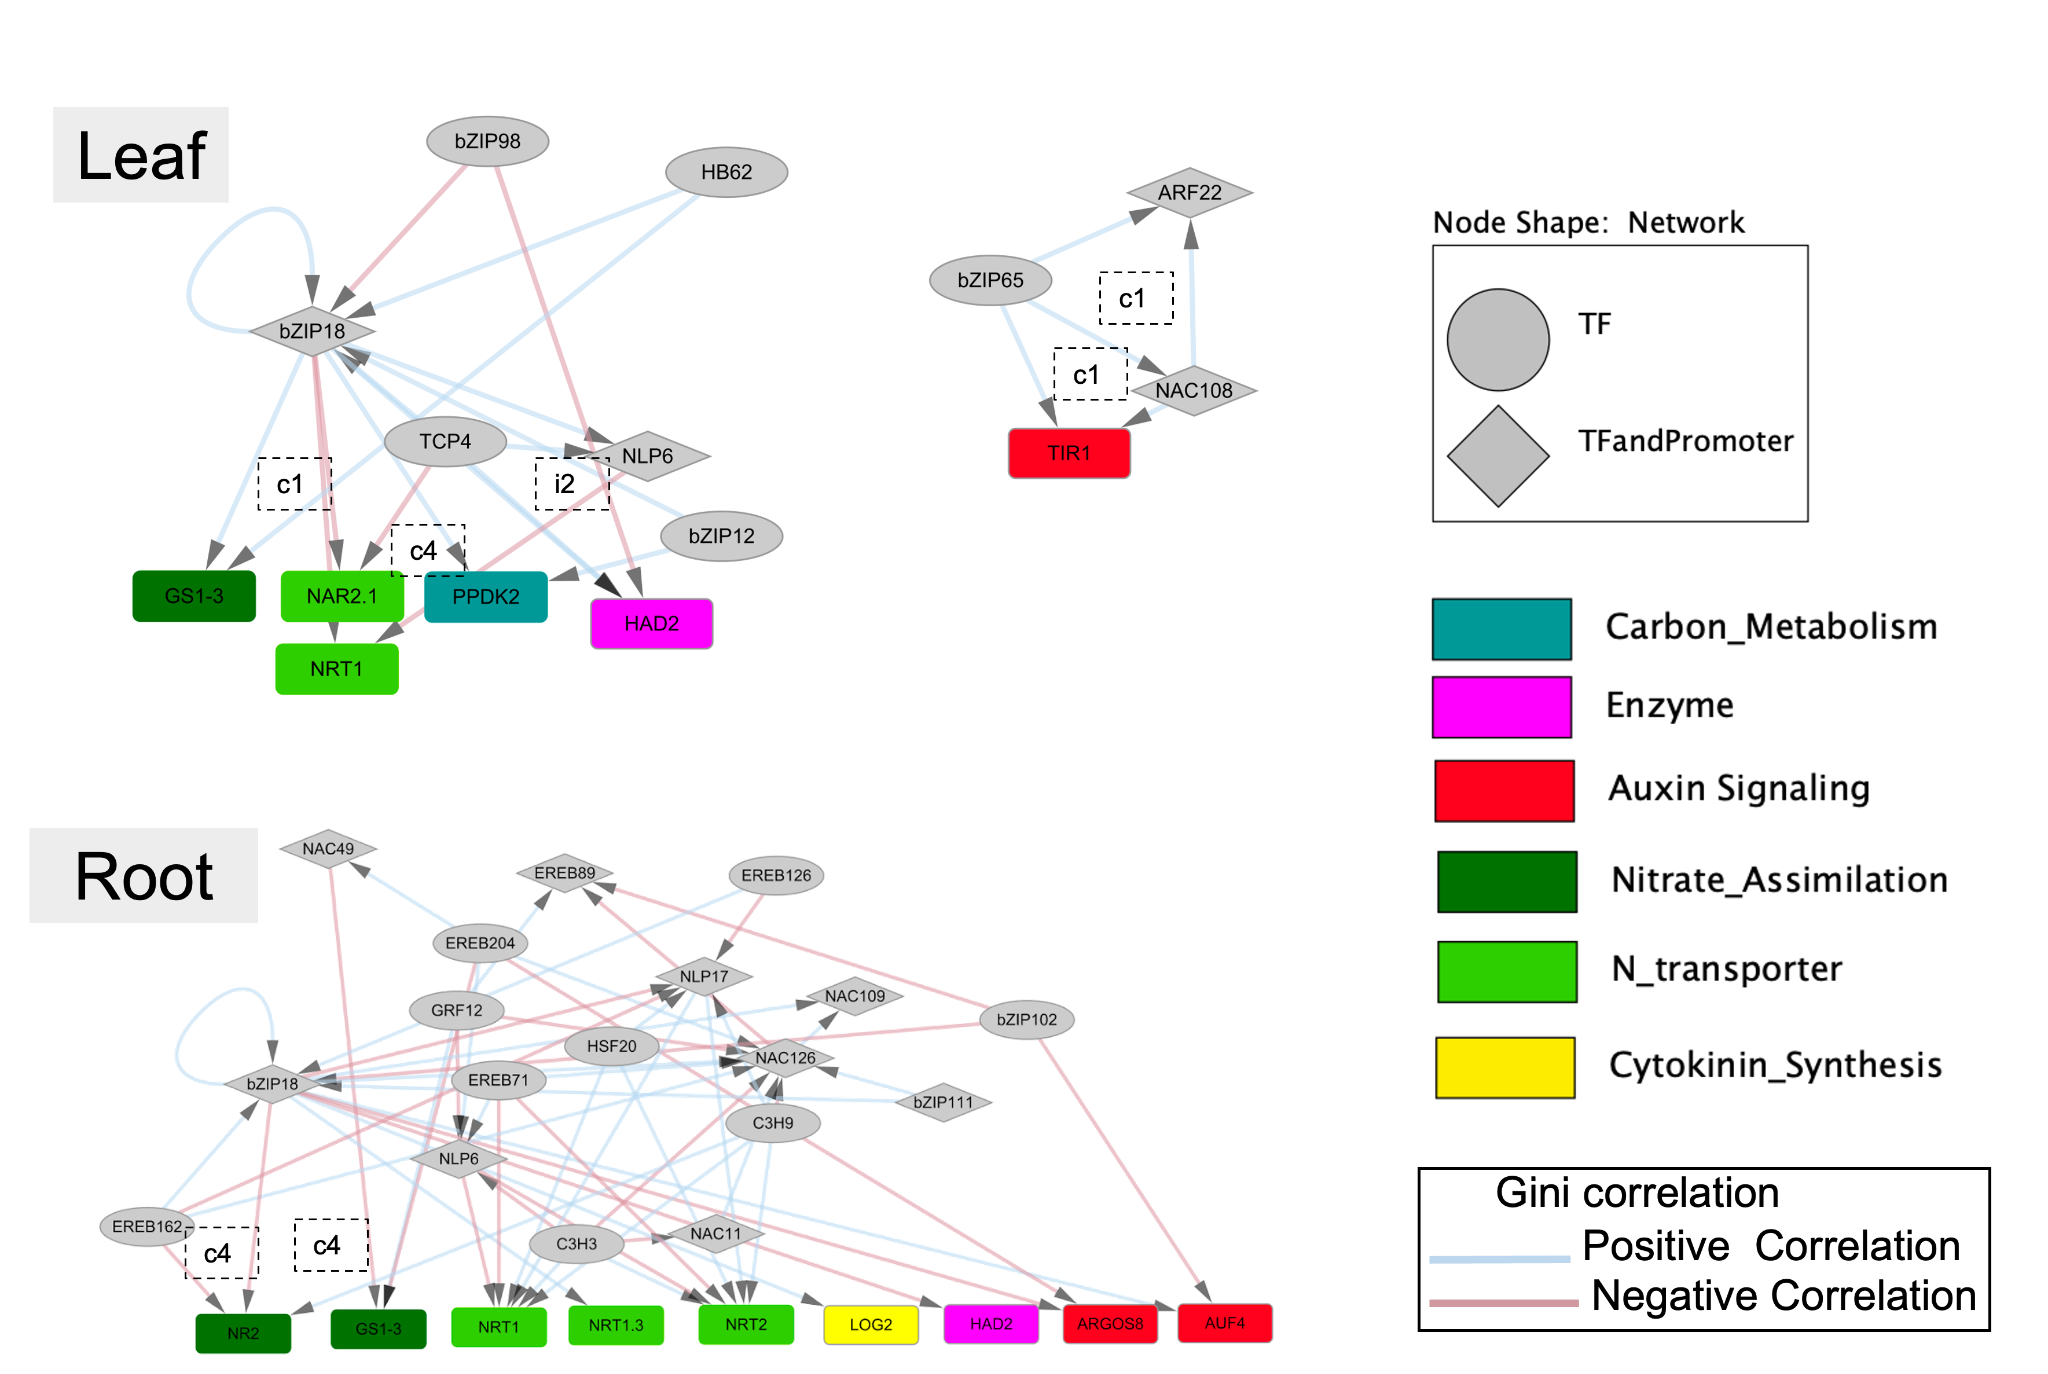

**Figure S10 Significant FFLs in Sorghum Leaf and Roots.** Positive Gini correlations are represented in blue, illustrating supportive interactions, and negative interactions are shown in pink, highlighting inverse relationships within the module. FFL loops: For coherent: c1 -Coherent Type 1, c2 -Coherent Type 2, c3 -Coherent Type 3, and c4 -Coherent Type 4 and for incoherent: c1 -Incoherent Type 1, c2 -Incoherent Type 2, c3 -Coherent Type 3, and c4 -Coherent Type 4.

How the deposited data were processed for this re-analysis (not part of the article)

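The study measured RNA of sorghum BTx623 leaf, lateral root and primary root at 0 h, after 0.5, 3 and 24 h without nitrate, and at 24.5 and 48 h after nitrate had been returned, with 3 libraries per group. A further group of 3 libraries per tissue is labelled as the recovery control at 48 h, which makes 21 libraries per tissue and 63 in all. The maize experiments and the assays of TF binding were not analysed here. Conditions were taken from the sample labels and the paper, and no library was assigned a condition from its values or its order.

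According to the methods and labels, the authors made the deposited TPM values from poly(A) paired-end reads, trimmed with Trimmomatic, aligned with STAR to the BTx623 reference and quantified with StringTie, with a column per library. Every column sums to the same total, no scaling between libraries was applied by the authors in these values, and all columns were used. The authors' own DEG calls rest on a test of counts, and no counts are used here. TPM keep no record of depth: the number of reads behind each value is unknown, so no counting interval is given, and the precision of a value rests on the spread between the 3 libraries of its group.

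Genes with a TPM of at least 1 in at least 3 libraries of a tissue were tested on log2(TPM + 1) with limma 3.58.1 in R 4.3.3 (eBayes with a trend), all 7 groups of a tissue in 1 fit. Each time point and the 48 h control were compared with 0 h, 24.5 h with 24 h, and 48 h with its control. The start at 0 h follows Tables S15 and S16, as the paper's text names no reference for its fold changes. DEGs have a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1. Differences of a change between leaf and primary root were tested as an interaction in 1 limma fit of both tissues, for the genes tested in both. The design, the tests and most alternatives were fixed before the data were examined.

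Genes are named by a rule set at that time: every sorghum gene that a sentence of the paper names, in its tissue and time point, with IDs from Tables S12 and S15, and the members of the classes of Table S15; the TFs of the edges and loops that the paper names; and, for leaf at 3 h, lateral root at 24.5 h, primary root at 0.5 h and the comparisons of 48 h with its control, the 2 largest rises and the 2 largest falls among DEGs whose groups do not overlap. The set of circadian clock genes planned as a marker of the time of day was not analysed here, because 0 gene IDs matched the reference table of gene names.

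Gini correlations were computed with NumPy 2.4.6 in Python 3.11.15 for the edges of Table S12, over the 21 libraries of each tissue, taking the larger in size of both directions. The threshold is 0.5. Values of p come from 100000 permutations of the libraries per edge, with Benjamini-Hochberg adjustment over the 1596 edges, and the numbers of edges and loops were compared with 1000 permutations. A loop has a first TF that regulates a second TF, and both regulate a target; its type follows from the signs of its 3 correlations. Libraries of a time course are not independent of their time point, so a correlation across them can follow from changes shared by many genes. Cluster profiles are means of log2(TPM + 1) over the genes of a cluster of Table S16, compared between 3 and 3 libraries by an exact permutation test, whose smallest possible p is 0.1. Tables were handled with pandas 2.3.3 and SciPy 1.17.1, and figures were drawn with matplotlib 3.10.9. The seed of all random draws was 20250101.

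The alternatives were a pseudocount of 0.1, no filter, a filter at a mean TPM of at least 5, median-of-ratios scaling, quantile normalization, a block for the replicate number, eBayes without a trend, a fit of only the groups compared, the adjusted p alone, adjustment over a list alone, and each replicate left out. For correlations they were the libraries without the control, group means, log2(TPM + 1), median-of-ratios scaling, ranks of the target or the TF only, Pearson's r, Spearman's rho, a threshold of 0.6 and each replicate left out. Leaving out each single library for edges and loops, and replacing replicate 2 of primary root at 24.5 and 48 h by the values that Table S16 implies, were chosen after seeing the data. The labels give no sequencing or library batch.

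The fit was tested on simulated data with a log2 change of 2 in 200 genes: 188 were recovered in leaf, 150 in lateral root and 192 in primary root, with 11, 7 and 4 false calls, and 0 calls in an unchanged comparison. Each simulated gene had the same spread in all groups, and only genes of higher expression were changed. The simulation therefore does not cover genes with low TPM. Nor does it cover a group with an outlying library, such as lateral root at 0 h. The Gini correlation was checked on 500 simulated pairs against a direct computation, with a largest difference of 5.6e-16, and 8 of 8 loop types were assigned correctly. The simulated pairs held no tied values, so the check does not cover ties. In the data, tied values such as repeated 0 TPM were ranked in column order. Tables S13 and S14 were held only in part and were not used for counts of shared genes.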

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

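The tests of the 48 h control, of scaling and of a single library as explanations, and the counts of other splits, were chosen after the results had been seen. No group has more than 3 libraries, so no single library was tested as an outlier within its group.

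The changes of several genes differ between leaf and primary root, by an interaction test in limma with Benjamini-Hochberg adjustment over all genes tested in both. For NIR1 at 24.5 h, the change in leaf minus that in primary root was -2.23 on the log2 scale (limma adjusted p = 0.00035), and for G6PD1 at 24.5 h it was -2.06 (limma adjusted p = 0.00022). It was 2.70 for GS1-1 at 24 h (limma adjusted p = 0.00039), 1.32 for G6PD1 at 3 h (limma adjusted p = 0.0098) and 2.60 for NR2 at 0.5 h (limma adjusted p = 0.0047). Scaling of TPM between libraries does not account for them, as after median-of-ratios scaling the differences were -2.39, -2.22, 2.45, 1.15 and 2.47 in the same order. Those of NIR1 and G6PD1 at 24.5 h were -2.31 and -2.01 without the library labelled primary root 24.5 h replicate 3, which has many more genes at a TPM of at least 1. A difference in how the tissues respond to nitrate is named by the design and stays open. So does a difference between tissues in the response to the transfer of the plants. The paper describes a transfer at the withdrawal of nitrate and does not state one at its return. The difference was not past the adjusted threshold for NIR1 at 3 h (-0.14, limma adjusted p = 0.85), G6PD1 at 24 h (-0.13, limma adjusted p = 0.85) or NR1 at 24.5 h (-0.94, limma adjusted p = 0.16).

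The libraries labelled as the 48 h control, which the paper's text does not describe, differ from 0 h in many genes: 1136 DEGs in leaf, 1558 in lateral root and 341 in primary root. The real split of the 6 libraries gave the most DEGs in each tissue, 1 of 10 splits, and 10 splits cannot give a smaller share. The lateral root count includes the library labelled lateral root 0 h replicate 1 and was 1560 without it, of which 925 were among the 1558. Without 0 h replicate 3 it was 5444. The leaf count was 1049 without the library labelled leaf 48 h control replicate 1 and 676 without 0 h replicate 1. In primary root it was 147 without 48 h control replicate 1. Whether these plants were kept on nitrate is not stated, so no cause is assigned to the counts.

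In primary root, the nitrate transporter genes that are lower at 48 h than at 0 h are also lower in the 48 h control. Against 0 h, the control changed by -2.84 for NRT1 (limma adjusted p = 0.00023), by -2.14 for NRT2 (limma adjusted p = 0.00068) and by -1.15 for NAR2.1 (limma adjusted p = 0.0022). A change since 0 h that the control plants share is therefore a candidate explanation for the low expression at 48 h. Between 48 h and its control the changes were -0.47, -0.0234 and -0.0642, in the same order, and those of NRT2 and NAR2.1 changed sign without single libraries (0.0311 without 48 h control replicate 2 and 0.0105 without 48 h control replicate 3). An effect of the return of nitrate and a change shared with the control cannot be told apart from these values, because the treatment of the control is not stated: if the control plants also received nitrate, both would give the same result.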

How the results depend on the processing

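Alternatives were fixed before the data were examined, except where stated; the planned check of the time of day with circadian clock genes was not run. The direction of the single-gene results, the correlations of named genes and the clusters was kept under every processing alternative. The reversals listed below all come from leaving out libraries.

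Of 107 results on single genes, 63 kept their call under every alternative, 31 changed with a processing choice (40 changes to weaker and 7 to stronger) and 35 when a library was left out. Of the 16 correlations of named genes, 3 kept their side of the threshold throughout and 12 changed with a processing choice, 38 changes in all and all to weaker. The 8 tested differences between tissues kept their outcome under the scaling tried.

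With the adjusted p alone, the number of DEGs in leaf was 3027 at 3 h, 1280 at 24 h, 2038 at 24.5 h, 1936 at 48 h, 120 for 24.5 h against 24 h and 2380 for the 48 h control. In primary root it was 2567 at 0.5 h, 3015 at 3 h, 2429 at 24 h, 3335 at 24.5 h, 1785 at 48 h, 1901 for 24.5 h against 24 h and 622 for the control, and 512 genes moved the same way at the withdrawal and the return of nitrate.

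A fit of only the groups compared depends most on the lateral root libraries at 0 h, which include the library labelled lateral root 0 h replicate 1. It gave 0, 0, 1, 0 and 0 DEGs in lateral root at 0.5, 3, 24, 24.5 and 48 h, with 2024, 1529, 2185, 2827 and 2161 genes at an unadjusted p under 0.05, and 0 for the control, with 1659. The share of lateral root calls at 24.5 h became 0%. The same alternative gave 951 for 24.5 h against 24 h and 454 for 48 h against its control in lateral root. In primary root it gave 608 at 24.5 h, 15.1% of the calls, and 324 for 24.5 h against 24 h, and in leaf 713 for the control.

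For leaf at 48 h against its control, the count was 0 with a pseudocount of 0.1, without a filter, with a mean TPM of at least 5, with a block for the replicate number and in a fit of only the groups compared, where 2406, 3218, 1848, 2333 and 1061 genes had an unadjusted p under 0.05. The leaf count for 24.5 h against 24 h was 32 without a filter and 38 with the replicate block. A mean TPM of at least 5 gave 874 DEGs in primary root at 24.5 h. In lateral root, a pseudocount of 0.1 gave 17 for 48 h against its control, and quantile normalization gave 133 there and 496 for 24.5 h against 24 h. The share of higher genes moved by over 10 percentage points under scaling, for instance in leaf at 24 h from 52.9% to 23.8% after median-of-ratios scaling and in lateral root at 48 h from 94.1% to 72.4% after quantile normalization.

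Averaging TPM changed cluster 2 in leaf to -0.47 and cluster 1 in primary root to -0.99. The number of edges past the threshold became 706 in leaf and 820 in primary root on group means. With Pearson's r it was 188, 281 and 230 in leaf, lateral root and primary root, with Spearman's rho 179, 241 and 210, and at a threshold of 0.6 it was 201, 328 and 256. Ranks of the target only gave 308 in lateral root.

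The number of feed-forward loops past the threshold was 22 in leaf and 50 in primary root without the control libraries. On group means it was 51, 101 and 85 in leaf, lateral root and primary root, with Pearson's r 4, 9 and 15, with Spearman's rho 5, 12 and 10, and at a threshold of 0.6 it was 2, 16 and 9. Ranks of the target only gave 5, 22 and 19. In leaf, median-of-ratios scaling gave 17, and in lateral root log2(TPM + 1) gave 25 and ranks of the TF only 31.

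Leaving out each library in turn, the number of DEGs in lateral root ranged from 1151 to 5601 at 0.5 h, 563 to 5420 at 3 h, 770 to 5981 at 24 h, 1453 to 6400 at 24.5 h, 544 to 4785 at 48 h and 434 to 5444 for the control, each highest without 0 h replicate 3. The lowest values came without 0.5 h replicate 1, 3 h replicate 1, 24 h replicate 1, 24.5 h replicate 3, 48 h replicate 2 and 48 h control replicate 2. With single libraries of the groups compared left out, the number for 24.5 h against 24 h ranged from 174 to 276. Without the library labelled lateral root 0 h replicate 1, which enters the shared spread, it was 845. For 48 h against its control the number ranged from 0 (without 48 h replicate 2, with 1093 at an unadjusted p under 0.05) to 62. The share of lateral root calls at 24.5 h ranged from 18.3% to 34.2%. In leaf the ranges were 167 to 653 at 24 h, 572 to 723 at 24.5 h, 8 to 93 for 24.5 h against 24 h, 676 to 1670 for the control and 0 (without 48 h replicate 1, with 1792 at an unadjusted p under 0.05) to 554 (without 48 h replicate 3) for 48 h against its control. In primary root they were 477 to 839 at 48 h, 511 to 1521 for 24.5 h against 24 h, 50 to 88 for 48 h against its control and 147 to 290 for the control.

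Among the spNUEGRN genes, the lateral root counts ranged from 45 to 109, 16 to 91, 19 to 92, 46 to 123 and 9 to 88 at the 5 time points. The leaf counts ranged from 5 to 15 at 24 h and 23 to 35 at 48 h, and the primary root count from 26 to 46 at 0.5 h. Genes moving the same way at the withdrawal and the return of nitrate ranged from 96 to 423 in lateral root and from 151 to 323 in primary root. Loops ranged from 6 to 35 in leaf and from 21 to 71 in primary root, counting both the replicates and, chosen after seeing the data, the single libraries left out.

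Signs were reversed in these cases. G6PD1 in lateral root at 0.5 h became 0.51 without 0 h replicate 2 and 0.48 without 0 h replicate 3, in a range from -1.46 to 0.51. Against the 48 h control in primary root, NRT2 ranged from -0.0863 to 0.0311 (without 48 h control replicate 2; the sign was also reversed without 48 h replicate 3), and NAR2.1 ranged from -0.200 to 0.0105 (without 48 h control replicate 3). Cluster 5 in primary root ranged from -0.167 to 0.0233 (without 0 h replicate 1). In leaf, the Gini correlation of NAC25a and NR2 ranged from -0.609 to 0.248 (without replicate 2), that of bZIP34a and GS1-3 from -0.424 to 0.251 (without replicate 1) and that of bZIP18 and NAR2.1 from -0.627 to 0.0939 (without replicate 1).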

Differences from the paper's values

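Values read by eye from Fig. 7a give the number of DEGs, and the other values of the paper come from its supplementary tables or its text. Each value was compared with the alternatives set before the data were examined. Counts are taken to differ when one is more than 1.5 times the other, log2 fold changes when they are apart by more than the SD between libraries in the fit, mean TPM when both hold, and Gini correlations when they are apart by more than the largest shift on leaving out a single library. An alternative is given as reaching the tolerance when its value no longer differs in this sense, which can leave most of the gap in place.

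For the number of DEGs in leaf, Fig. 7a shows about 37 at 0.5 h, where 0 were found here, with 562 genes at an unadjusted p under 0.05, and none of the alternatives set before the data were examined reached the tolerance. At 3 h it shows about 2700 against 1615 here; a pseudocount of 0.1 (1802), a fit of only the groups compared (1889) and the adjusted p alone (3027) reached the tolerance, and the others did not. At 24 h it shows about 900 against 482; a pseudocount of 0.1 (633), median-of-ratios scaling (604), leaving out 24 h replicate 2 (653) and the adjusted p alone (1280) reached it, and the others did not. At 24.5 h it shows about 2200 against 867, and at 48 h about 1900 against 1037; only the adjusted p alone reached the tolerance, with 2038 and 1936.

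For the number of DEGs in root, compared with primary root, Fig. 7a shows about 2000 at 0.5 h against 1245 here, with the tolerance reached by a pseudocount of 0.1 (1418) and the adjusted p alone (2567). At 3 h it shows about 1900 against 979, where none of the alternatives reached it; the adjusted p alone gave 3015. At 24 h it shows about 1700 against 1043, with the tolerance reached by a pseudocount of 0.1 (1189), by leaving out 0 h replicate 2 (1203) or 24 h replicate 2 (1181) and by the adjusted p alone (2429). At 48 h it shows about 1700 against 789, with the tolerance reached only by the adjusted p alone (1785).

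Among the spNUEGRN genes in leaf, Table S15 of the paper lists 1 DEG at 0.5 h against 0 here, with 15 at an unadjusted p under 0.05, and 23 at 24 h against 13 here; none of the alternatives reached the tolerance. It lists 46 at 3 h against 30, and 33 at 24.5 h against 21. Adjustment over the list alone (32 and 22) and a pseudocount of 0.1 (33 and 23) reached the tolerance and left most of either gap in place.

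Table S13 of the paper gives a log2 fold change of HSF20 in leaf at 3 h of -2.51399 against -1.73 here, and a log2 fold change of NPF3.6 in leaf at 48 h of -2.2272 against -1.07 here. A pseudocount of 0.1 reached the tolerance for both, with -2.31 and -1.95, and the other alternatives did not. For the log2 fold change of NIR1 in lateral root at 3 h, Table S14 of the paper gives -2.21675 against -1.77 here; median-of-ratios scaling (-2.05), quantile normalization (-1.85) and leaving out 0 h replicate 2 (-2.19), 3 h replicate 1 (-1.86) or 3 h replicate 2 (-1.93) reached the tolerance, and the others did not.

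Table S16 of the paper lists these mean TPM for root at 48 h, against those of primary root here: NR3 0.0569 against 0.0026, GS1-1 416 against 195, NRT1 3.76 against 1.04, NRT2 0.876 against 0.268, NAC25a 13.0 against 7.90, AMT1.1a 44.4 against 22.9, AMT1.3 67.1 against 37.2, and NAR2.1 73.9 against 48.2. For the Gini correlation of HSF20 and NR3 in root, Table S17 of the paper gives 0.754 against 0.661 here in primary root; leaving out replicate 1 (0.685) or replicate 2 (0.708) reached the tolerance, and the other alternatives did not.

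The paper states that SbbZIP81 was downregulated early in deprivation and again at recovery. Here bZIP18 rose in primary root at 0.5 h by 1.79 on the log2 scale. Table S15 of the paper also lists this gene as higher, so the paper's sentence differs from its own table as well. The paper describes an initial increase of root clusters; here clusters 0, 1 and 2 changed by -0.82, -1.25 and -0.53 from 0 to 0.5 h in primary root. The paper gives the loop of HSF20, NLP17 and a nitrate transporter as incoherent type 1. Here the loops to NRT1 and NRT2 had positive correlations throughout (0.599, 0.548 and 0.793 for the loop to NRT2), which is coherent type 1. The root correlations that the paper lists for the same edges are positive too (0.557, 0.560 and 0.817 for the loop to NRT2). If NRT2 is the transporter the paper means, its sentence differs from its own values as well. The paper names NLP6 among the genes that bZIP30 interacts with, in a sentence on maize and sorghum that gives no species for this pair. Table S12, which covers sorghum alone, holds no edge from bZIP30 to NLP6, so it cannot contradict that sentence. The paper reports 26 loops in root against 29 here in primary root, and Table S17 holds 236 positive and 167 negative edges past the threshold against 254 and 160 here; with replicate 2 of 24.5 and 48 h as implied by Table S16, an alternative chosen after seeing the values, there were 26 loops and 243 and 165 edges.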

Other observations

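The tests of genes moving at both changes of nitrate were set before their results were seen; all other tests here, the counts of other splits included, were made only after the results they test had been seen.

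Other splits of the 6 libraries compared were counted for each number of DEGs. The real split gave the most DEGs, 1 of 10 splits, in 22 of the 24 comparisons, the largest count of another split being 909 for lateral root at 3 h. For leaf at 0.5 h, with 0 DEGs and 562 genes at an unadjusted p under 0.05, 10 of 10 splits gave as many, and for leaf at 48 h against its control, with 2 DEGs, 2 of 10 did, the largest other count being 223. With 10 splits the share is never under 0.1.

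The library labelled lateral root 0 h replicate 1 lies nearest the leaf libraries. The median level of 140 genes high in lateral root and absent in leaf was 0.0997% of that in the other lateral root libraries, which argues against a mixture of leaf and root RNA. The median level of 77 genes high in leaf and absent in lateral root was 86.7% of that in leaf. Leaf RNA in place of root RNA is a candidate explanation, for instance through a mislabelled sample, and the library is kept under its label. It is not the whole cause of the excess of higher genes in lateral root at 24.5 h: without it 65.7% of the 2501 DEGs were higher, against 82.0% of the 3056 with it, and 55.4% of the latter were called in both. No biological explanation was tested.

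The library labelled leaf 48 h control replicate 1 lies near the 3 h libraries, at 85.7% of the way from the 0 h to the 3 h mean over the leaf DEGs at 3 h, where the other libraries of its group lie at 14.3% and 21.8%. A mislabelled sample and a plant pool that differed in state cannot be told apart, because this position rests on a single library.

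The library labelled primary root 24.5 h replicate 3 has 30736 genes at a TPM of at least 1. Of 5512 genes near 0 in all other primary root libraries, 52.4% were at a TPM of at least 1 in it. Of the 5092 among them that are also near 0 in leaf, 51.1% were at a TPM of at least 1, with a median of 1.03 TPM, which argues against RNA from leaf. Reads spread over genes whether or not they are expressed, as DNA in the library would give, may be the source. Primary root at 24.5 h had 1261 DEGs without it, of which 1010 were among the 1348. All libraries of this group correlate less with each other than those of the other primary root groups. Replicate 1 of this group lies nearest a lateral root library, that of 24.5 h replicate 3, and no cause was tested.

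The root means of Table S16 at 24.5 and 48 h differ from the deposited primary root values. Solving for another library in place of replicate 2 at both times gave values with which 100% of 1355 edges met Pearson's r of Table S17, against 3.69% with the deposited values. At 48 h, the listed means were met for 295 of 295 genes with the library labelled lateral root 48 h replicate 2 in place of primary root 48 h replicate 2, and for 19 as deposited. At 24.5 h no other library in the data met the listed means for more genes than the deposited replicate 2 did, with 62 of 295. The paper's root tables may therefore hold other libraries at these places than the deposited primary root table, and which assignment is right is not known from these values.

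Genes called at both the withdrawal and the return of nitrate mostly moved the same way: 238 with the same direction and 29 with opposite directions in primary root, 184 and 4 in lateral root. Nitrate alone would move them in opposite directions, and the counts argue against it as the whole cause. The transfer of the plants or the time of day may be the source if both comparisons share it, and the design does not separate these from each other. The paper does not state a transfer at the return of nitrate. Among 100 regroupings of the libraries, 1 of 100 gave as many genes in both comparisons in primary root and in lateral root, the real one. In leaf, where 0 genes were called in both and 562 had an unadjusted p under 0.05 at 0.5 h, 100 of 100 did, which a count of 0 makes certain. In both roots, other splits of the libraries gave a median of 0 DEGs in each comparison, which left few genes to share. These regrouped counts therefore do not test whether genes moved the same way. The correlation of both changes over all genes tested was less extreme: 7 of 100 regroupings in primary root, 3 in lateral root and 28 in leaf gave one as large in size as the real one (0.400, 0.279 and 0.252). In lateral root, 423 genes moved the same way without the library labelled lateral root 0 h replicate 1.

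In leaf, genes called at 3 h against 0 h moved towards their 3 h level when nitrate returned: 80.1% of the 1615 genes changed at 24.5 h against 24 h as they had at 3 h. Their position rose from 10.5 ± 2.81% to 32.5 ± 0.0428% of the 3 h change (SD, n = 3), by 22.0% (exact permutation p = 0.1, the smallest possible). Withdrawal of nitrate alone would give the opposite direction. In primary root, 58.9% of the genes called at 3 h changed as they had at 3 h, and the position rose by 10.3% (exact permutation p = 0.1, the smallest possible). In lateral root, 43.4% did and the position changed by -5.15% (exact permutation p = 0.3). The lateral root genes and positions rest on a 0 h group with the library labelled lateral root 0 h replicate 1, which lies at -59.8% of the 3 h change, so these values say nothing for or against the same movement there. In leaf the time of day, or a transfer of the plants if there was one at the return, may be the source, and a test with clock genes was not run.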
